# Subcellular and regional localization of mRNA translation in midbrain dopamine neurons

**DOI:** 10.1016/j.celrep.2021.110208

**Published:** 2022-01-11

**Authors:** Benjamin D. Hobson, Linghao Kong, Maria Florencia Angelo, Ori J. Lieberman, Eugene V. Mosharov, Etienne Herzog, David Sulzer, Peter A. Sims

## Abstract

Midbrain dopaminergic (mDA) neurons exhibit extensive dendritic and axonal arborizations, but local protein synthesis is not characterized in these neurons. Here, we investigate messenger RNA (mRNA) localization and translation in mDA neuronal axons and dendrites, both of which release dopamine (DA). Using highly sensitive ribosome-bound RNA sequencing and imaging approaches, we find no evidence for mRNA translation in mDA axons. In contrast, mDA neuronal dendrites in the substantia nigra pars reticulata (SNr) contain ribosomes and mRNAs encoding the major components of DA synthesis, release, and reuptake machinery. Surprisingly, we also observe dendritic localization of mRNAs encoding synaptic vesicle-related proteins, including those involved in exocytic fusion. Our results are consistent with a role for local translation in the regulation of DA release from dendrites, but not from axons. Our translatome data define a molecular signature of sparse mDA neurons in the SNr, including the enrichment of *Atp2a3*/*SERCA3*, an atypical ER calcium pump.

## In brief

Local translation regulates the subcellular proteome in neurons but has not been characterized in midbrain dopamine neurons, cells with large dendrites and axonal arborizations. Hobson et al. investigate messenger RNA localization and translation in midbrain dopamine neurons in the mouse brain, finding ribosomes and dopaminergic mRNAs in dendrites, but not axons.

## INTRODUCTION

Midbrain dopaminergic (mDA) neurons play critical roles in reward processing, movement control, and cognitive function. Their elaborate cytoarchitecture includes unmyelinated axons that course through the medial forebrain bundle (MFB) to reach basal ganglia and cortical targets (Björklund and Dunnett, 2007). Individual mDA neurons of the murine substantia nigra pars compacta (SNc) exhibit axonal arborizations reaching up to 500 μm in total length that possess 10^4^–10^5^ presynaptic varicosities (Matsuda et al., 2009). In addition to axonal DA release in the striatum and cortex, mDA neurons release DA within the midbrain (reviewed in Rice and Patel, 2015 and Cheramy et al., 1981), including from ventrally directed dendrites of SNc neurons that can project more than 500 μm into the substantia nigra pars reticulata (SNr) (Geffen et al., 1976; Korf et al., 1976; Tepper et al., 1987). Recent work has begun to identify molecular mechanisms that regulate DA release in the midbrain (Chen and Rice, 2001; Mendez et al., 2011; Robinson et al., 2019; Witkovsky et al., 2009) and striatum (Banerjee et al., 2020; Liu et al., 2018), but it is unclear how mDA neurons localize and maintain DA neurotransmission machinery in both dendritic and axonal compartments.

The subcellular proteome of neurons is regulated in part by local translation. Dendritic protein synthesis plays a critical role in several forms of postsynaptic plasticity (Bradshaw et al., 2003; Cracco et al., 2005; Huber et al., 2000; Kang and Schuman, 1996), and local translation is involved in the developmental pathfinding of axonal growth cones and the regeneration of peripheral axons (reviewed in Crispino et al., 2014; Jung et al., 2012). Recent evidence suggests that local translation occurs in mature central nervous system axons of excitatory and inhibitory neurons (Hafner et al., 2019; Ostroff et al., 2019; Scarnati et al., 2018; Shigeoka et al., 2016; Younts et al., 2016). Less is known about local translation in monoaminergic neurons. Intriguingly, the messenger RNA (mRNA) encoding tyrosine hydroxylase (TH), the rate-limiting enzyme in catecholamine biosynthesis, is localized to axons of sympathetic neurons *in vitro* (Gervasi et al., 2016). Ablation of an axonal localization motif in the 3′ untranslated region of *Th* mRNA decreases axonal TH protein levels and release of norepinephrine (Aschrafi et al., 2017), suggesting that local protein synthesis might regulate neurotransmission in mDA neurons.

Here, we systematically investigate mRNA localization and translation within mDA neurons in the mouse brain. Our results reveal the subcellular organization of protein synthesis in mDA neurons, with implications for the regulation of DA neurotransmission in health and disease.

## RESULTS

### DAT^IRES−Cre^:RiboTag mice enable visualization and capture of mDA neuronal ribosomes

To study subcellular translation in mDA neurons, we crossed DAT^IRES−Cre^ mice (Bäckman et al., 2006) with RiboTag mice (Sanz et al., 2009) to express HA-tagged eukaryotic ribosomal protein L22 (eL22-HA) specifically in TH^+^ mDA neurons in the SNc and ventral tegmental area (VTA) (Figures 1A and S1A). Anti-HA immunoprecipitation (IP) of ventral midbrain (VM) polysome extracts from Cre^+^ RiboTag mice (DAT^IRES−Cre/wt^; RiboTag^+/−^) yielded a more than 64-fold enrichment of mDA neuron-specific mRNAs *Th* and *Slc6a3*/DA transporter (DAT), and depleted glial and mRNAs *Gfap*, *Mbp*, and the soluble poly-adenylated spike-in standard *ERCC-0096* (Figure 1B).

Consistent with previous studies of DAT-Cre lines (Bäckman et al., 2006; Lammel et al., 2015; Mingote et al., 2017; Turiault et al., 2007), no expression of eL22-HA was observed in the dorsal striatum, nucleus accumbens, or cortex (Figure 1C). In concordance with recent work using another DAT-Cre line (Papathanou et al., 2019), we found scattered TH^−^/tdTom^+^ cells in the lateral septum of DAT^IRES−Cre/wt^ mice crossed to Ai9 tdTomato reporter mice (Figure S1B) (Madisen et al., 2010). However, we found no evidence of eL22-HA expression in the bed nucleus of stria terminalis or lateral septum of DAT^IRES−Cre/wt^;RiboTag^+/−^ mice (Figure S1B). Nonetheless, we removed all tissue medial to the lateral ventricles (see STAR Methods) in our striatal dissections of DAT^IRES−Cre/wt^;RiboTag^+/−^ mice to ensure that striatal eL22-HA was derived from solely from mDA axons.

We analyzed the subcellular distribution of mDA neuronal ribosomes using anti-HA immunofluorescence (IF). eL22-HA labeling was present in soma and proximal dendrites (Figures 1A and S1C), but undetectable within axons in the MFB or striatum (Figure 1A). SNc mDA neurons typically possess three to six long, mostly unbranched dendrites; the largest one or two are directed ventrolaterally into the SNr (Juraska et al., 1977; Prensa and Parent, 2001; Tepper et al., 1987). With tyramide signal amplification (Adams, 1992; Bobrow et al., 1992) (Figures S1D and S1E), eL22-HA labeling was apparent within such dendrites in the SNr (Figures 1C and 1E), even at the distal edge near the cerebral peduncles (cpd; Figure S1F, *lower*). Co-localization with TH IF confirmed that eL22-HA clusters were scattered throughout ventral-directed dendrites of SNc mDA neurons (Figures 1C and 1E), which could be distinguished from a few mDA neuronal soma in the SNr (Figure S1F, *upper*). Consistent with a previous study (Brichta et al., 2015), we observed no specific eL22-HA labeling in the MFB or striatum (Figure 1D). Quantification of eL22-HA in Cre^+^ versus Cre^−^ (DAT^wt/wt^;RiboTag^+/−^) mice revealed significantly higher fluorescence in TH^+^ SNr dendrites, but not TH^+^ axons in the MFB or striatum (Figures 1D and 1F). Assuming that eL22-HA reflects the localization of endogenous ribosomes (Sanz et al., 2009; Shigeoka et al., 2016), these data are consistent with the majority of mDA neuronal ribosomes residing in the soma and proximal dendrites, with lesser abundance in the distal dendrites and exceedingly low levels in axons.

### Sensitive, quantitative capture of dopaminergic ribosomes from regional dissections

To identify translating mRNAs in distinct subcellular compartments of mDA neurons, we conducted RiboTag IP on dissections of four regions (Figure 2A): (1) the dorsal and ventral striatum, containing mDA axons, (2) the VTA, containing mDA somata and dendrites, (3) the SNc, containing mDA somata and dendrites, and (4) the SNr, containing a few mDA somata amid a high density of ventral-projecting dendrites of SNc mDA neurons (Figure S1G). Owing to the low yields from axonal RiboTag, we used Cre^−^ mice to control for non-specific binding (Shigeoka et al., 2016). The total RNA yield from Cre^−^ IPs was typically 10s–100s of picograms as estimated using qualitative reverse transcriptase polymerase chain reaction (qRT-PCR) for b-actin (*Actb*) (Figure S1I).

We estimated eL22-HA abundance in each dissected region by Western blotting eL22-HA IPs. To estimate the sensitivity of our striatal IP, we included control samples of Cre^−^ striatal lysates spiked with 1% of VM lysates from Cre^+^ mice. eL22-HA bands were prominent in VTA and SNc IPs, while faint eL22-HA signal was only visible at high contrast in IPs from the striatum and 1% VM spike-in control (Figures 2B and 2C). Quantification revealed that of all eL22-HA captured, 37.4% was from the SNc, 54.5% from the VTA, 4.13% from the SNr, 2.23% from the striatum, and 1.75% from our 1% VM spike-in control (Figure 2D). Striatal eL22-HA abundance was not significantly different from the 1% VM spike-in control. eL22-HA abundance correlated well with our spike-in control (1% of VM lysate vs. an estimated 1.75% eL22-HA) and the reported distribution of mDA neurons in C57BL/6J mice (Nelson et al., 1996): approximately 8,000 in the SNc (38% of mDA neurons vs. 37.4% of eL22-HA) and approximately 10,000 in the VTA (47.6% of mDA neurons vs. estimated 54.5% of eL22-HA). The eL22-HA Western blot and histology data support the soma as the major site of protein synthesis in mDA neurons (Palay and Palade, 1955) and are consistent with very low levels or the absence of ribosomes in striatal mDA axons.

qRT-PCR of RiboTag IPs revealed significant Cre-dependent increases in yield and enrichment of *Th* and *Slc6a3/DAT* mRNA in IPs from SNc and VTA (Figures 2E and 2F). We also found a significant Cre-dependent increase in the yield of *Th* and *Slc6a3/DAT* mRNAs in SNr IPs (Figure 2E) and an enrichment of *Th* and *Slc6a3/DAT* from the SNr that was higher than in the SNc and VTA (Figure 2F). When comparing striatal IPs from Cre^+^ and Cre^−^ mice, we found no significant differences in *Th* mRNA yield or enrichment, and *Slc6a3/DAT* was undetectable in all samples (Figures 2E and 2F). Similar to the SNr, we found a more than 64-fold Cre-dependent enrichment of both *Th* and *Slc6a3/DAT* in our 1% VM spike-in control, despite a low yield (Figures 2E and 2F). The yield and enrichment of *Th* mRNA were significantly higher in our 1% VM spike-in controls than striatal IPs from Cre^−^ and Cre^+^ mice (Figures 2E and 2F). These results demonstrate sensitive, quantitative RiboTag IP from distinct mDA neuron compartments and suggest that *Th* and *Slc6a3/DAT* mRNAs are translated in dopaminergic dendrites in the SNr, but not in striatal mDA axons (Table 1).

### Lack of evidence for axonal translation in striatal RiboTag IPs

To identify mRNAs bound to putative axonal ribosomes, we analyzed the content of striatal RiboTag IPs from Cre^−^ and Cre^+^ samples using RNA sequencing (RNA-seq). To accommodate picogram samples, we used a low input, pooled, 3′-end library construction strategy designed for single-cell RNA-seq (scRNA-seq) (Snyder et al., 2019) that includes unique molecular identifiers (UMIs) to mitigate PCR bias and estimate the number of transcripts captured per gene. Developing axons typically have a greater translational capacity than mature axons, which may reflect the downregulation of axonal ribosomes after synaptogenesis (Costa et al., 2019). Thus, in addition to middle-aged adult mice (10–14 months of age) (Figure 2), we also conducted RiboTag IPs from the striatum of Cre^+^ and Cre^−^ mice at postnatal ages P0, P7, P14, P21, P31, and P90 (69 mice total, n = 2–7 each for Cre^−^ and Cre^+^ mice at each age). 

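The striatal RiboTag data were UMI counts per gene from IP and Input libraries of Cre- mice, in which no ribosome carries the HA tag, and of Cre+ mice, in which dopamine neurons carry HA-tagged eL22. There were 34 Cre- and 34 Cre+ IP samples and 35 Input samples of each genotype, where the paper gives 69 mice in all. By age, the Cre- and Cre+ IPs numbered 6 and 6 at P0, P7 and P14, 6 and 7 at P21, 2 and 2 at P31, 2 and 3 at P90, and 6 and 4 at 10–14 months. The P7 Inputs numbered 7 of each genotype, where the paper's Figure 3 legend gives 6 mice, and which of them the paper used is not known here. The libraries came from 4 plates. Wells of plates PB003 and PB008 that carry the same sample label were summed. IP libraries then held 13,161 to 208,783 UMIs (median 32,856) in Cre- mice and 11,405 to 180,509 UMIs (median 38,779) in Cre+ mice. Inputs on plate BH001 held medians of 193,127 UMIs in Cre- mice (72,862 to 230,803) and 177,441 UMIs in Cre+ mice (86,697 to 277,963). On plate PB011, which held the 10–14 month samples, the Input medians were 119,400 (77,600 to 180,377) and 97,962 UMIs (76,769 to 148,939). The Inputs of plates PB003 and PB008 ranged from 5898 to 904,478 UMIs per well.

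The authors trimmed poly(A) tails, aligned the reads to GRCm38 with STAR and the GENCODE vM10 annotation, and collapsed UMIs within a Hamming distance of 1 for each gene and barcode, so that the deposited values are whole, unnormalized UMI counts. From these counts, the 19,332 genes with at least 10 UMIs over all samples were tested with edgeR's quasi-likelihood test, with age, fraction, genotype and genotype:fraction as terms and Benjamini-Hochberg adjustment. Library sizes were scaled by TMMwsp. Standard errors were obtained as the absolute log2 fold change divided by the square root of the F statistic. In counts simulated from these libraries, TMMwsp moved the IP versus Input log2 fold change of unchanged abundant genes by −0.24, and DESeq2 size factors moved it by −0.01. In the data, log2 fold changes of IP versus Input were higher by a median of 0.40 with the size factors. Each summed library was taken as 1 sample, since the labels do not name the mice.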

We used a generalized linear model (GLM) within *DESeq2* (Love et al., 2014) to test whether mRNAs were significantly enriched in IP versus Input samples only in Cre^+^ mice (Figure S2A) (see STAR Methods).

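Striatal expression of the dopaminergic genes did not differ detectably between Cre- and Cre+ mice when age and fraction were held constant. *Th*, which encodes tyrosine hydroxylase, had a log2 fold change of −0.45 in Cre+ over Cre- samples (standard error 0.26, adjusted p = 1 from edgeR's quasi-likelihood test), and *Slc6a3*, the dopamine transporter gene, one of 0.34 (standard error 0.34, adjusted p = 1). *Ddc*, which encodes the enzyme that makes dopamine from L-DOPA, was at 0.07 (standard error 0.22) and the cytoskeletal gene *Actb* at 0.06 (standard error 0.06). Of 19,332 genes, 16 passed the test, 12 higher and 4 lower in Cre+ samples. *Ttr*, which encodes the thyroid hormone carrier transthyretin and is abundant in choroid plexus, was higher (log2 fold change 2.16, standard error 0.40, adjusted p = 0.00327), as was *Crispld2*, a secreted protein gene (3.77, standard error 0.78, adjusted p = 0.0137), over all plates. Within plate BH001 alone *Ttr* was at 2.15 and passed, while *Crispld2* was at −0.34 (adjusted p = 0.956). A group of near-identical predicted genes of repetitive sequence, *Gm10717*, *Gm10801*, *Gm21738* and *Gm10719*, had log2 fold changes of 1.65 to 1.80 (0.25 to 0.96 and not past the test within BH001) and may share reads, so their separate values are uncertain. No member of the 22 gene lists set before the data were examined passed. Adjusted over the list alone, 2 of 9 nuclear RNAs, 2 of 9 glutamatergic cortical neuron genes and 1 of 10 endothelial and mural genes were higher and none was lower, against 0, 2 and 1 with DESeq2 size factors. The median log2 fold changes of these lists were 0.24, 0.04 and 0.17. Their camera p-values, 0.000129, 0.00109 and 0.000502, were 0.00539, 0.053 and 0.0508 with an estimated correlation, the first of which came to 0.119 when adjusted over the 22 lists. At an unadjusted p under 0.05, edgeR counted 569 genes and DESeq2's likelihood ratio test, which the paper used, counted 366 and called 0. Without 1 Cre+ IP of the 10–14 month group, 7 genes passed. With 1 library per mouse, a test chosen after the data were seen, 3 genes passed in IPs alone and 0 in Inputs alone (445 and 503 at an unadjusted p under 0.05).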

We found no significant effect of genotype for any genes (Figures 3A and 3B), indicating that the single DAT^IRES−Cre^ allele does not alter the striatal transcriptome. However, there was a significant effect of fraction for more than 5,000 genes (Figures 3A and 3B), demonstrating conservation of IP versus the input sample differences across genotype and age. This reflects age- and genotype-independent bias in non-specific binding of striatal polysome lysates during RiboTag IP. 

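IPs and Inputs differed widely, in Cre- and Cre+ mice alike. *Bcar1*, which encodes a focal adhesion scaffold and lies on chromosome 8 of GRCm38 from 111710474 to 111743809, rose to 746 ± 455 CPM in Cre- IPs (SD, n = 34) and 960 ± 557 CPM in Cre+ IPs (n = 34) from 33.3 ± 20.9 and 29.6 ± 16.8 CPM in Inputs (n = 35 each). Its log2 fold change was 4.40 (standard error 0.13, adjusted p = 3.03e-78 from edgeR's quasi-likelihood test), and its relative *Nedd9* rose by 3.43 (standard error 0.19). *Sh3pxd2a*, a podosome scaffold gene, rose by 4.82 (standard error 0.18). Transcripts of the ribosome itself went the other way. *Rpl26* had a log2 fold change of −1.66 (standard error 0.08, adjusted p = 2.45e-47) and *Rps24* one of −1.57 (standard error 0.08). The long noncoding RNA *Meg3* fell by 1.77 and *Malat1*, a nuclear RNA, by 1.55 on the log2 scale.

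Of 37 genes for cytosolic ribosomal proteins, 37 were lower in IPs, and 33 were lower with DESeq2 size factors (camera p with an estimated correlation 6.65e-06). Of 38 nuclear-encoded respiratory chain genes, such as *Cox7c* (−1.16, standard error 0.07), 37 were lower and 1 was higher (31 lower and 1 higher with size factors). Of 26 cytoskeletal genes, 16 were higher and 4 lower (16 higher and 9 lower when adjusted over the list alone, 21 higher and 2 lower with size factors). They include the neurofilament gene *Nefh* (1.84, standard error 0.14) and the tubulin gene *Tubb3* (1.02, standard error 0.08). Endothelial genes such as the VEGF receptor gene *Flt1* (1.68, standard error 0.21) were higher in 5 of 10 cases and lower in none (7 higher with size factors, camera p with an estimated correlation 0.0463, and 0.127 when adjusted over the 22 lists). Of 27 synaptic vesicle genes, 3 were higher and 16 lower, against 7 and 8 with size factors. Of 14 markers of striatal spiny neurons, 1 was higher and 10 lower, against 3 and 3 with size factors, and the list's call was lost with an estimated correlation (p = 0.0787). Astrocyte genes were higher in 4 and lower in 7 of 20 cases, against 10 and 5 with size factors.

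Over all genes, 7398 passed, 1974 higher and 5424 lower in IPs, a share of 26.7% higher. In the simulated counts, where 200 of 19,332 genes were changed, TMMwsp called 891 unchanged genes and size factors called 9, so part of the 7398 can be false. With size factors, 6331 passed, 4467 higher and 1864 lower (70.6% higher), and the paper's likelihood ratio test called 6400. The same direction was called under both scalings for 3838 genes, 1974 higher and 1864 lower. Opposite directions were called for 25 genes. *Actb* (log2 fold change 0.11, adjusted p = 0.17) passed only with size factors (0.67, adjusted p = 4.37e-17).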

We found a significant effect of age for more than 7,000 genes (Figure 3B), consistent with developmental regulation of the striatal transcriptome that is conserved across fraction and genotype. 

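From P0 to P90, genes of maturing glia and neurons rose and those of the immature striatum fell. Myelin genes rose the most among the lists. *Mag*, which encodes a myelin-associated glycoprotein, had a P90 over P0 log2 fold change of 3.34, *Mal* of 3.38 and *Cnp* of 2.31 (adjusted p = 3.52e-57 for *Mag* over all ages from edgeR's quasi-likelihood test). All 15 oligodendrocyte genes were called higher (camera p with an estimated correlation 0.000275). Among 20 astrocyte genes, 18 were higher and none lower, such as *S100b* (3.42) and the glutamate transporter gene *Slc1a2* (2.64). All 13 microglial genes were called higher, with a median log2 fold change of 0.88 against 0.14 over all genes, a difference that was lost with an estimated correlation (camera p = 0.0186, then 0.287). Spiny neuron genes rose in 12 of 14 cases and fell in 2, with *Rasd2* at 4.30, *Penk*, the enkephalin gene, at 3.23 and *Ppp1r1b*, which encodes DARPP-32, at 2.37. Of 27 synaptic vesicle genes, 24 were higher and 2 lower, and *Snap25*, a gene of the fusion machinery, rose by 2.43. Of 20 dendritic and postsynaptic genes, 18 were higher and 2 lower. Of 24 genes of calcium and lipid signaling, 19 were higher and none lower.

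The early postnatal list fell as a whole, with 18 of 18 genes lower (camera p with an estimated correlation 9.79e-10). *Sox11* and *Sox4*, transcription factor genes of immature neurons, had log2 fold changes of −4.14 and −4.39. *Dpysl3*, a growth cone protein gene, was at −4.83 and *Fabp7*, a radial glia marker, at −4.82. The 5 red blood cell genes also fell, with *Hbb-bs* at −1.61, as did 6 of 10 endothelial and mural genes while 2 rose. Of 9 glutamatergic cortical genes, 4 rose and 4 fell, and of 15 immediate early and dissociation genes, 7 rose and 2 fell, led by *Egr1* (3.07). *Th* (1.09, adjusted p = 0.0795) did not pass.

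In total, 10,312 genes passed the test of age, 5772 with a higher and 4540 with a lower level at P90 than at P0. DESeq2's likelihood ratio test called 9042. Age and plate overlap in part. With plate as a covariate 7094 genes passed, and 3302 passed within plates PB003 and PB008 alone.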

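The dopaminergic genes showed no IP enrichment that depended on Cre. The genotype:fraction log2 fold change was −0.46 for *Th* (standard error 0.53), −0.31 for *Slc6a3* (standard error 0.58), −0.70 for *Ddc* (standard error 0.46) and −0.63 for the vesicular monoamine transporter gene *Slc18a2* (standard error 0.64), each with an adjusted p of 1 from edgeR's quasi-likelihood test. *Th*, on chromosome 7 from 142892752 to 142931128, was at 165 ± 262 CPM in Cre- IPs (SD, n = 34) and 114 ± 139 CPM in Cre+ IPs (n = 34), and at 20.2 ± 15 and 20.1 ± 19 CPM in the Inputs (n = 35 each). The 16 dopaminergic core genes had a median of −0.27 and none passed (camera p = 0.228). None of the other lists had a member that passed, and 1 of 5 red blood cell genes was higher when adjusted over the list alone. The genes with the smallest p, none of which passed, were *Lca5*, a ciliary protein gene (−2.65, standard error 0.67), *Ipcef1* (−1.97, standard error 0.51) and the predicted gene *Gm16499* (−4.03, standard error 1.07). Of 19,332 genes, edgeR called 0, with 675 at an unadjusted p under 0.05. With size factors 0 were called (666 unadjusted), and the likelihood ratio test of the paper also called 0. With no filter on low counts 21 genes passed, and 21 passed within plates PB003 and PB008 alone. In simulated counts, this test recovered 17 of 100 genes given a 2-fold and 54 of 100 given a 4-fold Cre-dependent change. These genes were drawn at random from all tested genes and raised or lowered in equal number, so recovery of enrichment alone is not given.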

Critically, we found no significant genotype:fraction interaction for any gene (Figures 3A and 3B), and thus found no statistical evidence for age-conserved, Cre-dependent axonal RiboTag IP enrichment of any genes.

We conducted the same analyses at each age, again finding no significant effect of genotype or genotype:fraction interaction, but a significant effect of fraction for more than 1,000 genes at most ages (Figure S2B). These findings are consistent with undetectable Cre-dependent mRNA capture in all striatal RiboTag IPs, regardless of age. Furthermore, we found no significant Cre-dependent differences in *Th* or *Actb* yield (Figure S2C) or in total mRNA yield as determined by total UMIs per sample (Figure S2D). Thus, despite our RiboTag IP and RNA-seq protocol with single-cell sensitivity, we found no evidence of ribosome-bound mRNAs derived from DA axons in the striatum. 

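At single ages, a fraction effect was called in each age group, while few genes were called for genotype:fraction. The number of genes that differed between IP and Input was 1057 at P0, 3102 at P7, 1949 at P14, 2132 at P21, 159 at P31, 2072 at P90 and 1823 at 10–14 months (edgeR's quasi-likelihood test). At P0, 204 of these were higher in IPs and 853 lower, against 563 and 171 with DESeq2 size factors. The corresponding counts were 837 and 2265 against 1542 and 820 at P7, 514 and 1618 against 1416 and 455 at P21, and 383 and 1440 against 697 and 575 at 10–14 months. At P14 they were 823 and 1126, against 1404 and 649, and at P90 420 and 1652, against 628 and 784. At P31, with 2 mice per genotype, 58 were higher and 101 lower, against 65 and 50 with size factors. There, 76 or 78 genes passed without either Cre- IP, 69 or 84 without either Cre- Input, 82 without 1 of the Cre+ IPs and 78 without 1 of the Cre+ Inputs.

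The genotype effect was called for 1 gene at P0, 1 at P7, 3 at P14, 1 at P21, 1 at P31, 14 at P90 and 25 at 10–14 months, 46 in all (14 higher and 32 lower in Cre+, and 16 with DESeq2's likelihood ratio test). The genotype:fraction interaction was called for 0 genes at each of P0, P7, P14, P21 and P31, for 2 at P90 and for 29 at 10–14 months. With the real grouping counted, 2 of 40 splits of the samples reached the sum of 31 (at most 32 in another split). At 10–14 months alone, other splits gave at most 20. At an unadjusted p under 0.05 it counted 475, 452, 362, 403 and 269 genes at the ages with 0, and the likelihood ratio test called 42 genes over all ages. At 10–14 months, 27 of the 29 genes were less enriched in Cre+ than in Cre- IPs. They include *Sptan1*, the αII-spectrin gene (−3.65, standard error 0.59, adjusted p = 6.69e-05), the α-actinin gene *Actn1* (−4.36) and *Dst* (−3.25). As a list, cytoskeletal genes did not differ from other genes, with 3 of 26 lower and none higher (2 lower with size factors, camera p = 0.0729, and 0.338 with an estimated correlation). Of 37 ribosomal protein genes, *Rps28* was lower (−1.95, standard error 0.43), 19 were lower when adjusted over the list alone (17 with size factors) and none was higher. The list's median log2 fold change was −0.93, against −0.09 for all genes. Of 9 nuclear RNAs none passed, and 3 were higher and 1 lower when adjusted over the list alone (5 and 1 with size factors), with a median of 1.25. The camera p-values of both lists with an estimated correlation, 0.0256 and 0.0174, came to 0.269 each when adjusted over the 21 lists tested. Nuclear-encoded respiratory chain genes had a median of −0.48, with none passing and a camera call (p = 2.36e-08) that was lost with an estimated correlation (p = 0.09). The nucleolin gene *Ncl* (1.70, standard error 0.41) and the topoisomerase gene *Top1* (2.09, standard error 0.51) were more enriched in Cre+ IPs. *Th* (−0.20, standard error 1.11), *Slc6a3* (−0.33) and *Ddc* (0.52) did not pass. Without 1 of the Cre+ Inputs, 16 genes passed at this age, and without 1 of the Cre+ IPs 19.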

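Total UMIs did not separate the genotypes. The geometric mean of the 34 Cre+ IPs was 1.10-fold that of the 34 Cre- IPs (two-sided permutation test with genotype permuted within age and plate, p = 0.241). With genotype permuted within age only it was p = 0.636, and within plates PB003 and PB008 the values were p = 0.824 and p = 0.801. By age, the fold was 1.56 at P0, 1.04 at P7, 1.20 at P14, 0.972 at P21, 0.886 at P31, 1.33 at P90 and 0.764 at 10–14 months. The 2-sided exact permutation tests gave p = 0.165, 0.868, 0.675, 0.992, 1, 0.2 and 0.305 in that order. At P31 the smallest p that 2 against 2 mice allow is 0.333, and at P90 it is 0.1. *Actb*, which encodes β-actin, was at 4500 ± 1680 CPM in Cre- IPs and 4760 ± 1630 CPM in Cre+ IPs (SD, n = 34 each), with a genotype:fraction log2 fold change of 0.09 (standard error 0.13, adjusted p = 1 from edgeR). *Th* had at least 1 UMI in 30 of 34 Cre- IPs and 28 of 34 Cre+ IPs. From the absence of Cre-dependent enrichment and yield, the paper concludes that ribosomes in striatal DA axons are too sparse to be captured above background by this IP.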

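IPs from Cre- striatum, which holds no tagged ribosome, still held RNA. Their total was 13,161 to 208,783 UMIs per sample (median 32,856, n = 34). On plate BH001 the Cre- IPs held 19,913 to 208,783 UMIs (n = 15), while single wells of plates PB003 and PB008 held 4326 to 13,989 (n = 13) and 7358 to 20,811 UMIs (n = 13). The 10–14 month Cre- IPs held 22,912 to 55,444 UMIs (n = 6). *Th* contributed 151 UMIs to the Cre- IPs in all, *Slc6a3* 16 and *Ddc* 55. *Sh3pxd2a* was at 1490 ± 1840 CPM (SD, n = 34), higher than *Th* at 165 ± 262 CPM. Dopaminergic core genes were higher in IP than in Input across both genotypes in 9 of 16 cases and lower in 1 (10 and 1 when adjusted over the list alone or with size factors, camera p = 0.00142, and p = 0.0338 with an estimated correlation, which came to 0.106 when adjusted over the 22 lists). *Th* had a log2 fold change of 2.12 (standard error 0.26, adjusted p = 6.99e-13 from edgeR's quasi-likelihood test) and *Aldh1a1*, an aldehyde dehydrogenase gene of ventral-tier dopamine neurons, 1.28 (standard error 0.21). Both values came mainly from plates PB003 and PB008, where *Th* was at 3.83 and *Aldh1a1* at 2.87, and both passed. Within plate BH001 alone they were at 0.41 (adjusted p = 0.191) and 0.29 (adjusted p = 0.227). Pooled over libraries, the log2 ratio of *Th* in IP over Input on PB003 and PB008 was 4.87 in Cre- mice (95% interval 3.81 to 5.62 from 10,000 resamples of the libraries) and 4.22 in Cre+ mice (3.26 to 4.83). It was 0.59 (−0.34 to 1.46) and 0.45 (−0.31 to 1.07) on BH001. On PB011 it was 0.51 in Cre- mice (−2.08 to 1.75) and 0.51 in Cre+ mice, where 4 UMIs in 4 IPs give no lower limit.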

The yield from Cre^−^ striatal IPs was on the order of 1–50 cells (10–500 pg total RNA via qRT-PCR and 20,000–200,000 UMIs via RNA-seq), and thus the yield of axonally derived ribosomes likely falls below this background level. We conclude that translating ribosomes in striatal DA axons are extremely sparse and not amenable to detection using striatal RiboTag IP.

### Lack of dopaminergic mRNA signature in sorted striatal synaptosomes

Another approach to study the presynaptic transcriptome involves enrichment of resealed nerve terminals containing a genetically encoded fluorescent reporter (Biesemann et al., 2014; Hafner et al., 2019; Luquet et al., 2017). To directly interrogate the transcriptome of dopaminergic synaptosomes, we used our recently developed DA fluorescence activated synaptosome sorting (FASS) protocol (Paget-Blanc et al., 2021), where mDA neurons are labeled by injection of adeno-associated virus (AAV) expressing Cre-dependent eGFP into DAT-Cre mice (Figure 3C). We gated on small particles to avoid synaptosomal aggregates (Biesemann et al., 2014; Hobson and Sims, 2019) and sorted DAT:EGFP^+^ particles (Figure S2E). Reanalysis revealed 43%–58% EGFP^+^ particles in the sorted samples (Figure 3D), reflecting a more than 20-fold enrichment of DAT:EGFP^+^ synaptosomes (Figures 3E and S2E). However, resealed axonal varicosities of mDA neurons can remain stably bound to VGlut1^+^ presynaptic boutons and other synaptic elements (Paget-Blanc et al., 2021). To control for mRNA derived from co-enrichment of these other synaptic elements, we also sorted VGlut1^+^ synaptosomes from the striatum and cortex of VGlut1^VENUS^ mice (Figure 3C). VGlut1^VENUS+^ particles were more abundant than DAT:EGFP^+^ particles in striatal synaptosomes, resulting in a slightly higher sorted purity (50%–60%), but substantially lower enrichment (approximately five-fold) of VGlut1^VENUS+^ synaptosomes compared with DAT:EGFP^+^ synaptosomes (Figures 3E and S2E). We also sorted all small particles from each sample to control for bias owing to the small particle gating and sorting procedure.

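Fluorescence-activated synaptosome sorting (FASS) samples and small particles, sorted without regard to fluorescence, were compared in 3 groups. DAT:EGFP striatum had 6 preparations, and VGlut1 VENUS striatum and VGlut1 VENUS cortex had 3 each. Each preparation had 1 FASS library and 3 small particle libraries, technical repeats that were summed for testing. FASS libraries held 13,072 to 33,829 UMIs for DAT:EGFP (median 20,085), 16,947 to 23,709 for striatal VGlut1 VENUS (median 21,376) and 23,778 to 39,742 for cortical VGlut1 VENUS (median 39,650). Single small particle libraries held 22,978 to 103,476 (median 50,662), 25,557 to 37,777 (median 34,954) and 27,930 to 71,342 UMIs (median 43,672) in the same order. The values are whole UMI counts that the authors made with the UMI pipeline of the striatal RiboTag libraries. The 10,982 genes with at least 10 UMIs were tested in edgeR with sorting, region, genotype, region:sorting and genotype:sorting as terms. Cortical samples came from VGlut1 VENUS mice only, so region is compared within that line and genotype within striatum. Summing 3 repeats gave small particle samples more UMIs than FASS samples. In simulated counts TMMwsp moved unchanged abundant genes by −0.65 in the sorting contrast (DESeq2 size factors −0.04). In the data the median over all genes was −0.99, so sorting effects are best read relative to that median and beside the size factor values.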

We used the same RNA-seq protocol as above to characterize the transcriptome of FASS and small particle sorted samples. For each sample of 1.5–7.5 million particles, we obtained between 10^4^–10^5^ UMIs (Figure S2F). 

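Totals ranged from 13,072 to 39,742 UMIs over the 12 FASS libraries (median 23,235) and from 25,372 to 99,951 over the means of the 3 small particle repeats (median 45,271). FASS libraries held 0.534-fold the UMIs of small particles (ratio of geometric means, two-sided permutation test over 12 against 12 samples, p = 0.00084). In DAT:EGFP striatum the ratio was 0.401 (exact permutation test, n = 6 each, p = 0.00649). In VGlut1 VENUS striatum it was 0.633 (exact permutation test, n = 3 each, p = 0.1, the smallest p that 3 against 3 allow) and in VGlut1 VENUS cortex 0.797 (exact permutation test, n = 3 each, p = 0.4). The repeats were averaged here. Particle numbers per library were not analysed here.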

For striatal samples, DAT:EGFP and VGlut1^VENUS^ FASS samples yielded significantly fewer UMIs per sorted particle compared with all small particles (Figure S2G), although the yield from both sample types was only approximately 1 UMI per 50–200 sorted particles. A principal component analysis (PCA) clearly separated FASS samples from small particle controls along PC1, but DAT:EGFP FASS samples were not separated from striatal or cortical VGlut1^VENUS^ FASS samples (Figures S2H and S2I). 

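On the 500 most variable genes, the first principal component held 84.3% of the variance and the second 2.05%. The 12 FASS samples lay between −40.8 and −11.1 on the first component and the 12 small particle samples between 11.0 and 46.9. DAT:EGFP FASS samples (−40.8 to −14.3) overlapped with striatal VGlut1 VENUS FASS samples (−34.1 to −24.4) and with cortical ones (−24.4 to −11.1). On the second component the 3 groups of FASS samples spanned −4.8 to 2.0, −1.2 to 0.9 and −4.1 to −0.7. Values were log2 CPM with a prior count of 2. Small particle samples were sums of 3 repeats and so deeper than FASS samples. Among VGlut1 VENUS FASS samples, the deeper cortical ones (median 39,650 UMIs, against 21,376 in striatum) lay nearer the small particles. How far depth makes up the first component was not tested, so neither separation nor overlap on it can be read as RNA content alone.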

As above, we used *DESeq2* to identify differentially expressed genes (DEGs) across FASS and control samples (see STAR Methods). We found a significant effect of *FASS* for more than 2,000 genes, but no significant effect of region:FASS or genotype:FASS interactions for any gene (Figure 3F). These data demonstrate that the FASS transcriptome is distinct from all small particles, but that the VGlut1^VENUS^ and DAT:EGFP sorted samples are largely indistinguishable. 

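Sorting lowered transcripts of many classes. *Slc1a2*, the astrocyte glutamate transporter gene, had a FASS over small particle log2 fold change of −2.05 (standard error 0.19, adjusted p = 9.21e-18 from edgeR's quasi-likelihood test), and the kinesin gene *Kif5a* one of −1.96 (standard error 0.19). The ribosomal RNA repeat *Rn18s-rs5* was at −4.39 (standard error 0.22) and *Lars2*, a mitochondrial leucyl-tRNA synthetase gene, at −4.03 (standard error 0.21), both of which can take reads from near-identical rRNA sequence. Among genes that rose were *Pcsk1n*, the proSAAS gene (0.95, standard error 0.19, adjusted p = 2.94e-05), *Oaz1*, a regulator of polyamine synthesis (1.06, standard error 0.21), and *Cnih2*, an AMPA receptor auxiliary subunit gene (1.27, standard error 0.27). In all, 3132 genes passed, 122 higher and 3010 lower. In the simulated counts, where 200 of 10,748 genes were changed, TMMwsp called 577 unchanged genes and DESeq2 size factors called 2, so part of the 3132 can be false. With size factors 2493 passed in the data (229 higher and 2264 lower), with the paper's likelihood ratio test 2289 (265 and 2024), and with scaling to total UMIs 1377 (567 and 810). For region:sorting, 3 genes passed, all lower in the striatal interaction term: *Agxt* (−6.31, standard error 1.32, adjusted p = 0.0284), *Ick* (−3.59, standard error 0.76) and *Angptl2* (−3.69, standard error 0.80). For genotype:sorting 2 passed, *Agxt* (6.08, standard error 1.14, adjusted p = 0.00366) and *Tfap2a* (−4.13, standard error 0.87, adjusted p = 0.0252). With the preparation as a block, *Agxt* alone passed, and *Tfap2a* was at −2.29 (adjusted p = 0.396). No member of the gene lists passed in either interaction. With size factors and with the likelihood ratio test, 0 genes passed in both, against 473 and 468 genes at an unadjusted p under 0.05 with edgeR. Without striatal VGlut1 VENUS preparations 7, 8 or 9, region:sorting called 1, 0 or 1 genes and genotype:sorting 1, 0 or 1, and without cortical preparations 11 or 12 they called 1 or 0 and 1 or 1. In simulated counts, the genotype:sorting test recovered 0 of 100 genes changed 2-fold and 2 of 100 changed 4-fold. Most effects of these sizes would thus have been missed with these libraries. From these comparisons, the paper reasons that FASS samples are distinct from small particles but that DAT:EGFP and VGlut1 VENUS samples are largely alike, which it takes as an argument against detectable mRNA specific to DA synaptosomes.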

Given the paucity of DA axons in the cortex compared to the striatum, this result argues against any detectable contribution of DA synaptosome-specific mRNAs. 

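The FASS-enriched genes were few and modest in size. Of the 122 genes that were higher after sorting, 64 (52.5%) were higher by more than 2-fold, with a median log2 fold change of 1.05 (edgeR's quasi-likelihood test). With DESeq2 size factors 95 of 229 (41.5%) exceeded 2-fold, with a median of 0.94, and with the likelihood ratio test of the paper 98 of 265 (37%), with a median of 0.89. The ribosomal protein genes *Rps2* (0.75, standard error 0.19) and *Rpl3* (0.74, standard error 0.20) lay below 2-fold. *Tmsb10*, which encodes thymosin β10, was at 1.04 (standard error 0.23, adjusted p = 0.00026).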

Most of the 240 genes enriched in FASS samples were enriched by more than 2-fold (Figure 3G), substantially lower than the more than 20-fold enrichment of DAT-EGFP^+^ particles in FASS sorted samples. No canonical dopaminergic mRNAs (e.g., *Th*, *Slc6a3/ DAT*) or other DA neuron-specific mRNAs were detected in any FASS samples.

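Dopaminergic mRNAs were at the limit of detection. In the 6 DAT:EGFP FASS libraries, which together held 131,091 UMIs, *Th* had 1 UMI and *Slc6a3* had 1 UMI, or 7.63 CPM each (95% interval 0.193 to 42.5 CPM, exact and for counting error only). *Ddc* and *Slc18a2* had 0, and 3 UMIs of this total correspond to 22.9 CPM. In the VGlut1 VENUS FASS libraries of striatum (62,032 UMIs) and cortex (103,170 UMIs) all 4 genes had 0 UMIs, which allows up to 48.4 and 29.1 CPM. The deeper DAT:EGFP small particle libraries (995,045 UMIs) held 2 UMIs of *Th*, 0 of *Slc6a3*, 3 of *Ddc* and 4 of *Slc18a2*. For comparison, the GABA synthesis genes *Gad1* and *Gad2* of striatal neurons had 10 UMIs each in the DAT:EGFP FASS libraries, or 76.3 CPM.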

Presynaptic elements are often bound to other particles in synaptosome preparations, which can represent non-specific aggregation (Hobson and Sims, 2019) or native adherence of synaptic structures (Paget-Blanc et al., 2021). Astrocytic processes containing mRNA and ribosomes are also present in synaptosome preparations (Chicurel et al., 1993; Mazaré et al., 2020; Sakers et al., 2017) and are a likely source of mRNA in our FASS samples. 

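Glial mRNAs were abundant in sorted striatal samples. *Apoe*, which encodes the main brain apolipoprotein, was at 6890 ± 2070 CPM in DAT:EGFP FASS samples (SD, n = 6) and 3310 ± 408 CPM in the small particles, and at 4380 ± 593 and 2900 ± 541 CPM in striatal VGlut1 VENUS samples (n = 3 each). *Cst3*, a cystatin gene, was at 7570 ± 2920 and 3770 ± 582 CPM in DAT:EGFP samples. With TMMwsp scaling, the sorting effect was 0.16 for *Apoe* (standard error 0.18, adjusted p = 0.519 from edgeR's quasi-likelihood test) and 0.13 for *Cst3* (standard error 0.18, adjusted p = 0.61), against a median of −0.99 over all genes. With DESeq2 size factors they were 0.38 (adjusted p = 0.0371) and 0.35 (adjusted p = 0.0574), and with DESeq2's likelihood ratio test 0.39 (adjusted p = 0.00435) and 0.36 (adjusted p = 0.00706). The glycolytic astrocyte gene *Aldoc* (−0.08, adjusted p = 0.757) and the myelin gene *Mbp* (−0.43, adjusted p = 0.0614) did not pass, and with the preparation as a block *Mbp* did (−0.46, adjusted p = 0.0315). *Aldoc* turned to 0.63 with scaling to total UMIs (adjusted p = 0.00368 from edgeR) and to 0.29 with the stricter filter filterByExpr (adjusted p = 0.0216). Other glial genes fell, such as *Glul*, the glutamine synthetase gene (−1.54, standard error 0.19), *Cpe* (−1.44, standard error 0.19) and *Gfap* (−1.80, standard error 0.46). Of 20 astrocyte genes, 14 were lower and none higher (13 lower with size factors, camera p with an estimated correlation 0.00388). Of 15 oligodendrocyte genes 6 were lower and of 13 microglial genes 5, with none higher, and neither list differed from other genes with an estimated correlation (p = 0.126 and 0.809).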

We found that, despite a relative depletion by sorting, many oligodendrocyte- and astrocyte-enriched mRNAs were abundant in our striatal FASS samples, while the microglia- and astrocyte-enriched mRNAs *Cst3* and *Apoe* were enriched by sorting (Figure 3I). Many mDA axonal varicosities lack active zone scaffolding proteins and do not release DA upon stimulation (Liu et al., 2018; Pereira et al., 2016). We found no evidence for the local translation of active zone proteins in dopaminergic synaptosomes: *Rims1* and *Bsn* mRNAs had low abundance in small particle samples and were further depleted by sorting (Figure 3I), suggesting that local translation does not regulate active and silent presynaptic sites in mDA axons.

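Active zone genes fell with sorting. *Rims1*, which encodes RIM1 and lies on chromosome 1 of GRCm38 from 22286251 to 22805994, had a log2 fold change of −2.42 (standard error 0.29, adjusted p = 7.07e-12 from edgeR's quasi-likelihood test). It was at 83.9 ± 81.5 CPM in DAT:EGFP FASS samples (12 UMIs in all, n = 6) and 240 ± 76.9 CPM in their small particles. *Bsn*, the Bassoon gene, on chromosome 9 from 108096022 to 108190384, was at −2.50 (standard error 0.37, adjusted p = 3.71e-08), with 45 ± 29.6 CPM (5 UMIs) in DAT:EGFP FASS samples. *Rims2* was at −2.95 (standard error 0.41) and *Pclo*, the Piccolo gene, at −1.66 (standard error 0.28). Of 14 active zone genes 11 were lower and none was higher (8 lower with DESeq2 size factors, and 11 when adjusted over the list alone under either scaling, camera p with an estimated correlation 0.00434). Of 27 synaptic vesicle genes, 14 were lower and none higher, including *Syp*, the synaptophysin gene (−2.20, standard error 0.39), and *Cplx2*, a complexin gene (−1.28, standard error 0.21), a list that did not differ from other genes with an estimated correlation (p = 0.109) but did so with the preparation as a block (p = 0.00876).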

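By the same gene lists, many dendritic and cytoskeletal genes were FASS-depleted, and some ribosomal protein and respiratory chain genes were FASS-enriched. *Map2*, a dendritic microtubule protein gene, fell by 2.05 (standard error 0.22, adjusted p = 2.35e-13 from edgeR's quasi-likelihood test), the spectrin gene *Sptbn1* by 2.01 (standard error 0.23) and *Dlg4*, which encodes PSD-95, by 2.03 (standard error 0.34). Of 26 cytoskeletal genes, 13 were lower and 1 higher (11 and 2 with DESeq2 size factors), while the list's median of −0.58 lay 0.41 above that of all genes (0.47 above with size factors). Camera, in contrast to the median, called the list lower than other genes (p = 0.0363 with an estimated correlation), a call that was lost when adjusted over the 19 lists (p = 0.138) and with the preparation as a block (p = 0.085). Of 20 dendritic and postsynaptic genes, 14 were lower and none higher (12 and 1 with size factors, p = 0.0354, adjusted over the lists 0.138), with a median of −1.37, which is 0.38 below that of all genes. Of 21 calcium and lipid signaling genes 13 were lower, among them the IP3 receptor gene *Itpr1* (−2.40, standard error 0.25), a call lost with an estimated correlation (p = 0.0539). Of 37 ribosomal protein genes, 6 were higher, such as *Rps19* (0.68, standard error 0.18), 2 were lower and the rest did not pass. With size factors 19 were higher and 1 lower. Of 38 nuclear-encoded respiratory chain genes, such as *Ndufa3* (0.75, standard error 0.20) and *Cox5b* (0.70, standard error 0.19), 3 were higher and 1 lower, against 16 and 0 with size factors and 5 and 1 with the preparation as a block. Both classes had a median of 0.16, which is 1.15 above the median of all genes. Their camera p-values, 6.04e-10 and 7.38e-11, were lost with an estimated correlation (p = 0.168 and 0.0789). Of 12 mitochondrially encoded genes 7 were lower (5 with size factors), such as *mt-Nd6* (−2.13, standard error 0.25). The list's median of −0.86 lay 0.13 above that of all genes, while camera called it lower than other genes (p = 0.0104), a call lost with an estimated correlation (p = 0.388).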

A gene ontology (GO) analysis revealed that mRNAs encoding axonal, dendritic, and cytoskeletal proteins were overrepresented among the FASS-depleted mRNAs, while mRNAs encoding ribosomal proteins and nuclear-encoded mitochondrial proteins were overrepresented among FASS-enriched mRNAs (Figure 3H). Although the latter two groups of mRNAs have been observed in axons (Aschrafi et al., 2016; Briese et al., 2016; Gumy et al., 2011; Shigeoka et al., 2016, 2019; Taylor et al., 2009), they are also present in dendrites (Fusco et al., 2021; Perez et al., 2021), the synaptic neuropil (Biever et al., 2020; Cajigas et al., 2012) and perisynaptic astrocyte processes (Mazaré et al., 2020). Thus, it is unclear whether any FASS-enriched mRNAs are derived from DA synaptosomes. Since millions of synaptosomal particles yielded UMI counts similar to a single cell (Figure S2F), we estimated the mRNA content of sorted synaptosomal particles (see STAR Methods). Based on estimates of RNA extraction and reverse transcription efficiency, we estimate there are between 0.2 and 2 mRNAs per sorted synaptosomal particle (Figure 3J), consistent with the total RNA yield from VGlut1^VENUS^ FASS samples (Hafner et al., 2019) of 0.1–2.2 mRNAs per sorted synaptosomal particle (Figure 3J). In addition to the lack of a DAT:EGFP-specific signature and a major contribution of glial mRNAs to the striatal FASS transcriptome, it is possible that many striatal synaptosomes contain no mRNA. Collectively, these data provide no evidence for mRNA localization in dopaminergic synaptosomes.

In a final effort to enrich mRNAs from mDA axons, we conducted RiboTag IP on striatal synaptosomes from DAT^IRES−Cre^: RiboTag mice. 

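RiboTag IPs of striatal synaptosomes, the resealed nerve endings of a homogenate fraction, came from 4 Cre- and 4 Cre+ samples of 10–14 months, with 12 Input libraries of each genotype. IP libraries held 27,604 to 54,675 UMIs in Cre- samples (median 28,494) and 21,218 to 22,950 in Cre+ samples (median 21,947). Input libraries held 1137 to 19,828 (median 15,836) and 1576 to 23,921 UMIs (median 17,584). The sources used here do not say which Inputs share a preparation with each other or with an IP, so p-values measure the spread between libraries, which may be technical in part. The values are whole UMI counts from the authors' UMI pipeline, and 6991 genes with at least 10 UMIs were tested in edgeR with genotype, fraction and genotype:fraction as terms. In counts simulated from these libraries, unchanged abundant genes moved by 0.19 in the fraction contrast (−0.07 with DESeq2 size factors) and by −0.35 in the interaction (0.04 with size factors).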

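Between IPs and Inputs of striatal synaptosomes, the mitochondrial tRNA genes *mt-Tc* and *mt-Th* had log2 fold changes of −4.74 (standard error 0.31, adjusted p = 3.36e-35 from edgeR's quasi-likelihood test) and −4.44 (standard error 0.31). *Vps8*, a vesicle tethering gene, was at −4.33 (standard error 0.34). *Fstl3*, a secreted inhibitor of activin, rose by 2.94 (standard error 0.29) and *Mn1*, a transcriptional regulator gene, by 1.45 (standard error 0.21). *Th* rose by 0.78 (standard error 0.20, adjusted p = 0.00334, and 0.57 with size factors). It was at 2090 ± 569 CPM in Cre- IPs and 2140 ± 79.3 CPM in Cre+ IPs (SD, n = 4 each), over 1300 ± 476 and 1200 ± 518 CPM in Inputs (n = 12 each). Pooled over libraries, *Th* was at 1410 and 1320 CPM in these Inputs, at 1200 and 1040 CPM in midbrain synaptosome Inputs and at 15.6 and 13.3 CPM in whole-striatum Inputs of Cre- and Cre+ mice. Small particles of DAT:EGFP striatum held 2 *Th* UMIs in 995,045, or 2.01 CPM (95% interval 0.243 to 7.26, exact and for counting error only). The reason for this difference between striatal samples was not tested. The sources used here do not tell whether tissue or labelling accounts for it, and the labels were kept as given. Values given here for striatal synaptosomes rest on those labels. Of 26 cytoskeletal genes, 8 were higher and none lower (13 when adjusted over the list alone, 5 with size factors, camera p with an estimated correlation 0.00356). Of 9 mitochondrially encoded genes, 5 were lower and none higher (7 lower with size factors, p = 0.00258). Fraction was called for 579 genes, 223 higher and 356 lower, against 111 and 437 with size factors and 400 genes with DESeq2's likelihood ratio test. Without 1 Cre- IP library, 367 passed. Genotype was called for 15 genes, 7 higher and 8 lower in Cre+ samples, and for 0 by the likelihood ratio test. They include *Acap2* (−5.94, standard error 0.63) and *Erc1*, an active zone gene (2.59, standard error 0.56), for both of which DESeq2 gave an adjusted p of 1. The interaction was called for 8 genes, 3 more and 5 less enriched in Cre+ IPs (423 genes at an unadjusted p under 0.05, 0 called by the likelihood ratio test, and 3 and 2 with size factors). Among them, *Fstl3* was at 2.80 (standard error 0.59, adjusted p = 0.00643), *Add2*, the β-adducin gene, at 3.62 (standard error 0.83) and *Kmo*, a kynurenine pathway enzyme gene, at −8.49 (standard error 1.56). *Th* (0.03, standard error 0.40) and *Slc6a3* (0.37, standard error 0.74) did not pass. The interaction called 4 genes without 1 of the Cre- IPs, and 5, 4 or 5 without 3 of the Cre+ IPs in turn. In simulated counts, it recovered 0 of 100 genes changed 2-fold and 1 of 100 changed 4-fold.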

Similar to whole striatal IPs, we observed no significant effect for genotype or genotype:fraction interaction, while hundreds of genes were significantly affected by fraction (Figure S2J). We found no significant difference in the mRNA yield of Cre^+^ versus Cre^−^ IPs (Figure S2K), and there was no Cre-dependent bias for FASS-enriched or -depleted mRNAs (Figures S2L and S2M). Collectively, these data strongly suggest that mRNAs enriched in striatal FASS samples are not derived from ribosomes in dopaminergic varicosities.

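Cre+ IPs of striatal synaptosomes held fewer UMIs than Cre- IPs. The 4 Cre+ libraries, at 21,218 to 22,950 UMIs, all lay below the 4 Cre- libraries, at 27,604 to 54,675, a ratio of geometric means of 0.662 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). The FASS-enriched genes showed no shift with Cre. Of 112 of them that were measured, 0 passed the genotype:fraction test, with a median log2 fold change of −0.07 against −0.24 over all genes (camera p = 0.461). Of 1607 FASS-depleted genes 2 were higher and 3 lower, with a median of −0.33 (camera p = 0.472). The gene sets taken with DESeq2 size factors gave camera p-values of 0.479 and 0.52. Both sets were chosen by sorting of other samples. *Slc6a3* was at 161 ± 117 CPM in Cre- IPs and 181 ± 31.3 CPM in Cre+ IPs (SD, n = 4 each). Pooled over libraries it was at 98.1 and 77.4 CPM in the Inputs of these samples and at 1.86 and 2.53 CPM in whole-striatum Inputs. Midbrain synaptosome Inputs of Cre- and Cre+ mice held more, at 294 and 207 CPM. *Ddc*, at 80.8 and 106.5 CPM in the striatal synaptosome Inputs, was at 269.5 and 230 CPM in the midbrain ones. *Slc18a2* was at 46.2 and 29 CPM against 287 and 219 CPM. Unlike *Th*, these genes thus lay below the midbrain synaptosome levels. The reason for the difference from whole striatum was not tested, and as for *Th*, whether tissue or labelling accounts for it stays open. From the absence of Cre-dependent differences, the paper proposes that the mRNAs enriched in striatal FASS samples do not come from ribosomes of dopaminergic varicosities.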

### mRNAs encoding DA transmission machinery are robustly localized to dopaminergic dendrites, but not axons

The eL22-HA staining in SNr dendrites (Figure 1) and enrichment of *Th* and *Slc6a3/DAT* mRNA in SNr RiboTag IPs (Figure 2) suggest local translation of these mRNAs in dopaminergic dendrites. We confirmed the dendritic localization of *Th* and *Slc6a3/DAT* mRNA using fluorescence *in situ* hybridization (FISH) (RNA-scope). In addition to dense staining of somata in the SNc, we observed dispersed *Th* and *Slc6a3/DAT* mRNA puncta throughout the SNr (Figure S3A). No staining was observed for *DapB*, a negative control bacterial mRNA (Figure S3B). Combining FISH with TH IF revealed a striking density of *Th* and *Slc6a3/DAT* mRNA puncta within TH^+^ dendrites in the SNr (Figure 4A). We found that *Slc18a2*/*VMAT2* (*vesicular monoamine transporter 2*) and *Ddc* (*aromatic l-amino acid decarboxylase*) mRNAs were also localized in dopaminergic SNr dendrites (Figure 4B). Among these four dopaminergic mRNAs, only *Ddc* is expressed by other midbrain cells (Figure S3C), but *Ddc* puncta within TH^+^ dendrites were clearly distinguished from SNr cells (Figures S3D and S3E). All four mRNAs were observed within dopaminergic dendrites deep in the SNr, hundreds of microns from SNc soma (Figures 4A and S3F).

In contrast with cultured sympathetic neurons (Aschrafi et al., 2017; Gervasi et al., 2016), we found no *Th* mRNA puncta in MFB mDA axons (Figure 4C). Previous work proposed mDA axons as the source of striatal *Th* mRNA *in vivo* (Melia et al., 1994). In the striatum, we found dense clusters of *Th* mRNA puncta in soma-sized areas devoid of TH^+^ axons (Figure 4C), which likely represent *Th* mRNA^+^ interneurons that release GABA, not DA (Xenias et al., 2015) (Figure S4A). Striatal *Th* mRNA^+^ neurons occasionally expressed detectable TH protein (Figure S4B). To further establish that striatal interneurons are the source of striatal *Th* mRNA, we measured dopaminergic mRNA levels in Pitx3-KO mice, which lack dopaminergic innervation of the dorsal striatum (Lieberman et al., 2018; Nunes et al., 2003). We found a more than four-fold decrease in *Th*, *Slc6a3/DAT*, and *Slc18a2/VMAT2* mRNA in the VM, consistent with developmental cell death of SNc, but not VTA mDA neurons. However, we found no significant difference in any of these mRNAs in dorsal striatum (Figure S4C). Collectively, these data show that *Th* mRNA^+^ striatal interneurons, and not dopaminergic axons, are the source of striatal *Th* mRNA. mDA neurons may lack RNA-binding or trafficking proteins that mediate axonal *Th* mRNA localization in sympathetic neurons (Aschrafi et al., 2017; Gervasi et al., 2016); further research is needed to characterize the molecular mechanisms that control *Th* mRNA trafficking in central and peripheral catecholamine neurons.

Using stringent criteria (see STAR Methods), we found that more than 70% of all *Th*, *Slc6a3/DAT*, and *Slc18a2*/*VMAT2* mRNA puncta in the SNr were localized within TH^+^ dendrites (Figure 4D). Since *Ddc* is expressed in other midbrain cells, only approximately 33% of *Ddc* mRNA puncta met the co-localization criteria. In the MFB and striatum, more than 5% of *Th* and *Slc6a3/DAT* mRNA puncta were localized within dopaminergic axons (Figure 4D). We quantified mRNA density in segmented dendrites in the proximal SNr (50–200 μm from the SNc) or distal SNr (>200 μm from the SNc) (Figure 4E). The abundance of *Th* and *Slc6a3/DAT* mRNA in proximal dendritic segments was notably greater than *Slc18a2/VMAT2* mRNA (Figure 4F). However, *Th* and *Slc6a3/DAT* mRNA abundance significantly decreased in distal dendritic segments, while *Ddc* and *Slc18a2/VMAT2* mRNA did not, so that the abundance of all four mRNAs was comparable within distal dendritic segments (Figure 4F). Thus, the mRNAs encoding DA synthesis, release, and reuptake machinery are present throughout mDA dendritic projections into the SNr.

### Regional translatome profiling reveals *Aldh1a1*^+^/*Sox6*^+^ molecular profile of SNr mDA neurons

To characterize the mDA neuronal translatome in our SNr dissections (Figure 2), we conducted full-length total RNA-seq (see STAR Methods) of Input and RiboTag IP samples from the SNc, VTA, and SNr. 

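Full-length total RNA-seq covered IP and Input samples of the substantia nigra pars compacta (SNc), ventral tegmental area (VTA) and substantia nigra pars reticulata (SNr) of Cre+ mice, 3 of each fraction per region, where the legend of the paper's Figure 5 gives 4. Libraries held 5,809,235 to 10,935,547 counts in SNc IPs (median 7,691,897) and 6,179,362 to 15,762,443 in SNc Inputs (median 10,787,267). VTA IPs held 4,738,834 to 11,363,737 (median 8,226,032), VTA Inputs 3,059,148 to 15,630,392 (median 13,489,974), SNr IPs 4,018,290 to 5,153,095 (median 4,030,726) and SNr Inputs 4,395,752 to 13,639,463 counts (median 11,478,345). The authors made libraries with a stranded total RNA kit, removed rRNA reads with bowtie2, aligned to GRCm38.p6 with STAR and counted uniquely mapped reads on GENCODE M25 exons with featureCounts, so that the deposited values are whole read counts. Genes that passed edgeR's filterByExpr were tested with its quasi-likelihood test under TMM scaling, region by region for IP versus Input, over the 9 IPs for comparisons between regions, and over all 18 libraries for differences in IP enrichment. DESeq2 with Wald tests, as in the paper, was an alternative. TMM and DESeq2 size factors moved unchanged abundant genes by at most 0.02 in simulated counts. With 3 libraries per group, the mice behind IP and Input samples or behind regions could not be matched from the labels.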

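Canonical dopaminergic mRNAs rose in the IPs of every region. In SNc IPs, *Th* was higher than in Inputs by a log2 fold change of 3.69 (standard error 0.23, adjusted p = 3.13e-07 from edgeR's quasi-likelihood test), *Slc6a3* by 3.81 (standard error 0.12), *Slc18a2* by 3.60 (standard error 0.14), *Ddc* by 3.23 and the transcription factor gene *Pitx3* by 4.78. All 21 dopaminergic core genes rose there, with a median of 3.41 (camera p with an estimated correlation 0.00386, and 0.0811 when adjusted over the 21 lists). In the VTA the list's 21 genes also rose, with a median of 3.05 (p = 0.00115), with *Th* at 3.73 (standard error 0.07, adjusted p = 4.34e-18), *En1*, a homeobox gene of midbrain dopamine neurons, at 3.05, and *Gch1*, which makes the cofactor of tyrosine hydroxylase, at 3.12. In the SNr they rose with a median of 5.15 (p = 0.00493), with *Th* at 5.84 (standard error 0.26, adjusted p = 2.88e-09), *Ret*, a GDNF receptor gene, at 4.94 and *Slc6a3* at 5.51 (standard error 0.27).

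Transcripts of other cells fell. Of 15 oligodendrocyte genes, 15 were lower in SNr IPs (p = 0.00608). Of 20 astrocyte genes 17 were lower (p = 0.0347, adjusted over the lists 0.0911), of 13 microglial genes 12 and of 10 GABAergic neuron genes 9, with *Gad2* at −2.10. VTA IPs lost 15 of 15 oligodendrocyte, 19 of 20 astrocyte and 12 of 12 microglial genes, with *Gja1*, the connexin 43 gene, at −3.46. SNc IPs lost 13 of 15 and 14 of 20, calls that were not held with an estimated correlation (p = 0.114 and 0.16). Respiratory chain genes rose in SNc IPs in 37 of 38 cases (p = 0.0876) while 9 of 9 mitochondrially encoded genes fell (p = 0.0718). *Bcar1*, the gene that rose in striatal IPs without a tag, rose here by 5.59. In total 6030 genes passed in the SNc (3114 higher and 2916 lower in IPs), 8015 in the VTA (3801 and 4214) and 5068 in the SNr (2567 and 2501). Without 1 SNc Input library (S01), 3900 genes passed in the SNc.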

Comparison of IP versus Input samples from Cre^+^ mice revealed a core enrichment signature of canonical dopaminergic genes (e.g., *Th*, *Ddc*, *Slc18a2/VMAT2*, *Slc6a3/ DAT*, *Pitx3*, *En1*, *Ret*, and *Gch1)* in all three regions (Figures 5A–5C). 

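Over the 500 most variable genes, the first component held 45.7% and the second 27.0% of the variance. On the first, Inputs lay between −34.2 and −1.2 and IPs between −10.8 and 67.3, and the SNr IPs (37.7 to 67.3) stood apart. Of the SNc IPs, S13 alone lay among the Inputs, at −10.8, while S14 and S15 were at 30.8 and 27.7. The VTA IPs S16 and S18, at −7.3 and −6.6, also lay in the range of the Inputs, and S17 was at 7.3. On the second, IPs were at 0.4 to 25.9 in the SNc, 33.2 to 44.3 in the VTA and −20.5 to −4.4 in the SNr, each above the Inputs of its own region (−10.9 to −5.2, −6.3 to 2.8 and −32.2 to −30.6). Each group had 3 libraries.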

PCA clearly separated IP versus Input samples along PC1 and Regions along PC2 (Figure S5A). 

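The IP versus Input fold change of dopaminergic genes was larger in the SNr than in the SNc. The difference between the 2 regions was a log2 of 2.12 for *Th* (standard error 0.32, adjusted p = 0.000142 from edgeR's quasi-likelihood test of the interaction), 1.66 for *Slc6a3* (standard error 0.25), 1.79 for *Ddc* (standard error 0.31), 1.50 for *Slc18a2* (standard error 0.23) and 2.13 for *Ret* (standard error 0.26). The nicotinic receptor subunit genes *Chrna6* (2.15, standard error 0.35) and *Chrnb3* (2.29, standard error 0.38) also passed. Of 21 dopaminergic core genes, 14 were more enriched in the SNr and 1 was less (17 and 1 when adjusted over the list alone, camera p with an estimated correlation 0.00441). *Pitx3* (0.46, adjusted p = 0.728) and *En1* (0.55, adjusted p = 0.196) did not pass. Glial and housekeeping classes were less enriched in SNr IPs, with 12 of 15 oligodendrocyte genes lower (p = 0.0321, adjusted over the 21 lists 0.101), 27 of 38 respiratory chain genes (p = 0.00627) and 15 of 37 ribosomal protein genes (p = 0.00326). In total 1465 genes passed between SNr and SNc, 670 higher and 795 lower (841 and 635 with DESeq2 size factors, and 2076 genes with the Wald test), and 1144 between SNr and VTA. Without the SNc IP library S13, 2411 passed. Without single Inputs of the SNc (S01, S02 or S03) 752, 943 or 885 passed, and without those of the SNr (S07, S08 or S09) 806, 864 or 900.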

The enrichment factor for genes expected to be highly enriched in mDA neurons (Brichta et al., 2015; Saunders et al., 2018) was strikingly higher in SNr IPs than in VTA and SNc IPs (Figure 5C). Together with the low yield from SNr samples (Figure 2), these results suggested that tagged ribosomes derived from a few SNr mDA neurons dominated the RNA content of our SNr RiboTag IPs. 

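Markers of dopamine neuron subtypes differed between the regions in IPs. Of 10 genes of ventral-tier SNc neurons, 5 were higher in SNr than in SNc IPs and none was lower (6 when adjusted over the list alone, camera p with an estimated correlation 0.0262, and 0.161 when adjusted over the 21 lists). Of 16 genes of VTA or dorsal-tier neurons, 6 were lower and none higher (7 lower and 1 higher when adjusted over the list alone, p = 0.000148). The calcium-binding protein genes *Calb1* and *Calb2* had log2 fold changes of −1.58 (standard error 0.19, adjusted p = 4.41e-06 from edgeR's quasi-likelihood test) and −2.01 (standard error 0.18), *Tacr3*, a neurokinin receptor gene, −2.60 (standard error 0.31) and the cholecystokinin gene *Cck* −1.08 (standard error 0.26). *Calb1* was at 736 ± 41.2 CPM in VTA, 205 ± 22.6 in SNc and 68.7 ± 19.3 in SNr IPs (SD, n = 3 each). Against VTA IPs, SNr IPs were lower in *Calb1* by −3.42 (standard error 0.19), in *Calb2* by −2.83 and in *Tacr3* by −4.69 (standard error 0.27). Of 21 dopaminergic core genes, 3 were higher and 3 lower in SNr than in SNc IPs, with a median of 0.08 (camera p with an estimated correlation 0.795).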

Twenty marker genes of various mDA neuronal subpopulations (Poulin et al., 2020) were sufficient for accurate clustering of RiboTag IP samples from all three regions (Figures S5B and S5C). These data demonstrate that many mDA neuronal subpopulation markers identified at the embryonic or early postnatal timepoints are still differentially translated in adult mice. The key markers of the *Aldh1a1*^+^/*Sox6*^+^ ventral-tier SNc population, which is particularly vulnerable in models of Parkinson’s disease (PD) (Cai et al., 2014; Liu et al., 2014; Poulin et al., 2014), were enriched in our SNr RiboTag IPs (*Aldh1a1*, *Sox6*, *Aldh1a7*, and *Anxa1*).

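*Aldh1a1*, which encodes a retinaldehyde dehydrogenase and lies on chromosome 19 of GRCm38 from 20492715 to 20643465, was at 7360 ± 431 CPM in SNr IPs, 3380 ± 643 in SNc IPs and 4590 ± 123 in VTA IPs (SD, n = 3 each). Its SNr over SNc log2 fold change was 1.10 (standard error 0.14, adjusted p = 1.47e-05 from edgeR's quasi-likelihood test). *Sox6*, a transcription factor gene on chromosome 7 from 115470872 to 116038796, was at 121 ± 19.5, 65.1 ± 23.7 and 59.2 ± 1.81 CPM in the same order, a log2 fold change of 0.86 (standard error 0.23, adjusted p = 0.0196). *Aldh1a7*, a close relative of *Aldh1a1* with which it may share reads, was higher by 1.74 (standard error 0.20) and *Anxa1*, the annexin A1 gene, by 1.48 (standard error 0.20). Against VTA IPs, *Aldh1a1* was higher by 0.66 (standard error 0.14, adjusted p = 0.00223), *Sox6* by 1.02 (standard error 0.23), *Aldh1a7* by 1.77 and *Anxa1* by 0.91. As IP enrichment over Input, *Aldh1a1* (1.03, standard error 0.17) and *Aldh1a7* (1.81, standard error 0.47) were higher in the SNr than in the SNc, while *Sox6* (0.53, adjusted p = 0.282) and *Anxa1* (0.42, adjusted p = 0.736) did not pass. From the dopaminergic enrichment of SNr IPs and their low yield, the paper proposes that tagged ribosomes of a few DA neurons in the SNr made up most of the RNA of these IPs.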

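Transcripts of other tissue parts also separated SNr from SNc IPs. Of 14 markers of striatal spiny neurons, which send axons to the SNr, 11 were higher in SNr IPs and none lower (13 when adjusted over the list alone, camera p with an estimated correlation 0.000712), with *Ppp1r1b* at 3.35 and *Pde10a*, a striatal phosphodiesterase gene, at 2.20. Of 10 endothelial and mural genes, 6 were higher (p = 0.0306, adjusted over the 21 lists 0.161), such as *Acta2*, a smooth muscle actin gene, at 5.23. *Gfap*, the gene of an astrocyte intermediate filament, was higher by 3.62 and *Vim*, the vimentin gene, by 3.23, although only 3 of 20 astrocyte genes passed. Respiratory chain genes were lower in 18 of 38 cases (30 when adjusted over the list alone, p = 0.0442, adjusted over the lists 0.186), and ribosomal protein genes in 7 of 37 (p = 0.0641). *Slc17a6*, a vesicular glutamate transporter gene, fell by 3.19 and *Tcf7l2*, a transcription factor gene, by 3.00, while of 6 genes of glutamatergic cortical neurons 1 was lower and none higher (p = 0.884). In total 1192 of 15,321 genes passed, 614 higher and 578 lower in the SNr (718 and 505 with DESeq2 size factors, edgeR's quasi-likelihood test). Single libraries moved this count. It was 585 without SNc IP S14, 506 without SNc IP S15, 647 without SNr IP S20 and 782 without SNr IP S21, and up to 1408 without SNc IP S13.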

We identified mRNAs differentially expressed between SNr and SNc IPs (Figure 5D), with further filtering to select only RiboTag enriched genes (see STAR Methods). 

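Requiring enrichment over SNr Input left 260 of the 614 SNr-higher genes, and removing genes that were higher in Cre- than in Cre+ midbrain IPs left 227. Of these, 100 were also higher in SNr than in VTA IPs. The paper's methods take this overlap with the VTA comparison before the other filters. Its text words its count as SNr over SNc, so whether 227 or 100 is the matching count is open. *Aldh1a1*, *Homer2*, *Atp2a3* and the smooth muscle gene *Acta2* were kept, and *Gfap* was removed. Among kept genes, *Satb1*, a chromatin organizer gene, was higher by 1.50, *Mn1* by 1.43 and *Csdc2*, an RNA-binding protein gene, by 0.87. In the other direction, 351 of 578 SNc-higher genes were enriched over SNc Input and 347 of these passed the Cre- filter. The 227 fell to 93 without SNc IP S14, 70 without SNc IP S15, 113 without SNr IP S20 and 127 without VTA IP S17. SNr IPs stood in both comparisons with the other regions. Of the genes tested in both, 349 were higher and 171 lower in SNr than in SNc and in VTA IPs, where independent lists would share 59 and 23.7. In 10 simulations with no change but the same shared SNr libraries, 0 genes were called in both, and 88 passed an unadjusted p under 0.05 in both, where independent lists would share 10.8. The correlation of the log2 fold changes was 0.597 against 0.511 in simulation, and the covariance 1.07 against 0.224, both across genes, which are not independent replicates.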

We identified 249 genes with greater abundance in SNr versus SNc IPs, including the ventral-tier SNc mDA neuronal markers noted above (*Aldh1a1*, *Sox6*, *Aldh1a7*, and *Anxa1*) (Figure 5D) (Data S6). Other SNr-enriched mRNAs encoded proteins involved in lipid/calcium signaling, metabolism, and postsynaptic function (Figures 5D, S5F–S5H). 

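Calcium, lipid and postsynaptic signaling genes were among the SNr-higher ones. *Homer2*, a postsynaptic scaffold gene on chromosome 7 of GRCm38 from 81600481 to 81707527, was at 98.8 ± 28.7 CPM in SNr and 26.6 ± 8.07 CPM in SNc IPs (SD, n = 3 each), a log2 fold change of 1.80 (standard error 0.25, adjusted p = 4.04e-05 from edgeR's quasi-likelihood test). *Dgkz*, a diacylglycerol kinase gene on chromosome 2 from 91932824 to 91975864, was at 288 ± 33.1 and 130 ± 48.7 CPM, a change of 1.10 (standard error 0.20). *Prkca*, the protein kinase Cα gene, was higher by 1.25 (adjusted p = 0.0015), *Pitpnm1*, a phosphatidylinositol transfer protein gene, by 0.73, *Ptpn5*, a striatum-enriched phosphatase gene, by 1.02 (standard error 0.16) and *Eps8*, an actin regulator gene, by 0.81. Of 24 calcium and lipid signaling genes, 9 were higher and 5 lower (10 and 5 when adjusted over the list alone), a list with a median of 0.01 that did not differ from other genes (camera p = 0.0632, and 0.085 with an estimated correlation). Of 20 dendritic and postsynaptic genes, 7 were higher and 1 lower (9 and 1 when adjusted over the list alone), a difference lost with an estimated correlation (p = 2.5e-05, then 0.0856). The list for calcium and lipid signaling includes genes that the paper names from these libraries, so its count is not independent evidence.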

Consistent with an enrichment of *Aldh1a1*^+^/*Sox6*^+^ mDA neurons in our SNr dissection, gene set enrichment analysis (GSEA) (Subramanian et al., 2005) revealed that the top 50 marker genes of the *Aldh1a1*^+^ cluster in Saunders et al. (2018) were significantly enriched in SNr versus SNc/VTA IPs (Figure 5E). All of the few TH^+^ mDA neurons within the SNr were ALDH1A1^+^ (Figures 5F and S6A). We used FISH to study the distribution of SNr-enriched mRNAs that were not previously described as markers of *Aldh1a1*^+^/*Sox6*^+^ mDA neurons (*Atp2a3*, *Homer2*, *Dgkz*, and *Prkca*). These mRNAs were present within mDA neuronal somata in the SNr, but we found no evidence of dendritic localization (Figure 5F, S6B–S6D). Thus, our SNr RiboTag IP predominantly reflects the translatome of SNr mDA neurons, and a molecular signature consistent with *Aldh1a1*^+^/*Sox6*^+^ mDA neurons in the ventral-tier SNc (Poulin et al., 2020; Saunders et al., 2018). These data are consistent with earlier interpretations that SNr mDA neurons are displaced SNc mDA neurons (Guyenet and Crane, 1981; van der Kooy, 1979) with electrophysiological properties similar to SNc mDA neurons (Brown et al., 2009; Richards et al., 1997).

The SNr enrichment of *Atp2a3* mRNA encoding the sarco/ER Ca^2+^-ATPase isoform 3 (SERCA3) is of particular interest given the importance of cytosolic Ca^2+^ oscillations in mDA neurons (Zampese and Surmeier, 2020). SERCA3 is predominantly expressed in hematopoietic and endothelial cells (Bobe et al., 1994; Burk et al., 1989; Wuytack et al., 1994) and has an approximately 5-fold lower affinity for Ca^2+^ than the ubiquitous SERCA2 isoform (Lytton et al., 1992). 

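*Atp2a3*, which encodes the sarco/endoplasmic reticulum calcium pump SERCA3, lies on chromosome 11 of GRCm38 from 72961169 to 72993044. In SNr samples it was higher in IP than in Input by a log2 fold change of 3.70 (standard error 0.26, adjusted p = 1.49e-07 from edgeR's quasi-likelihood test). It was at 104 ± 21 CPM in SNr IPs, 32 ± 18 CPM in SNc IPs and 34.8 ± 11.9 CPM in VTA IPs (SD, n = 3 each). The SNr IPs, at 83.6 CPM or more, lay above all SNc IPs, at 52.6 CPM or less, with a log2 fold change of 1.58 (standard error 0.29, adjusted p = 0.00122). Over VTA IPs, *Atp2a3* was higher by 1.61 (standard error 0.30, adjusted p = 0.000472).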

Our RiboTag data indicate that mDA neuronal translation of *Atp2a3/SERCA3* in all VM regions, although relative abundance was greatest in the SNr (Figure 5E). We used FISH to define the anatomical distribution of *Atp2a3/ SERCA3*-expressing mDA neurons. In addition to the SNr (Figure 5F), we found *Atp2a3/SERCA3*^+^ mDA neurons in the substantia nigra pars lateralis (SNL), SNc, VTA, and midline nuclei (rostral linear nucleus and interfascicular nucleus [RLi/IF]) (Figures S6E–S6H). While few in number, nearly all SNr mDA neurons were *Atp2a3/SERCA3*^+^ and expressed the highest mRNA levels per neuron (Figure 5G). mDA neurons in the SNL also express high levels of *Atp2a3/SERCA3*, while *Atp2a3/SERCA3* expression was extremely sparse in the midline nuclei (Figure 5G). Cerebellar Purkinje neurons also express SERCA3 (Baba-Aïssa et al., 1996) and exhibit pacemaker firing (Raman and Bean, 1999). Given that SERCA3 expression is altered in PD (Aguila et al., 2021) and may regulate cytosolic Ca^2+^ dynamics, future studies should investigate SERCA3 function in mDA neurons.

### Midbrain synaptosome RiboTag IP reveals dendritic localization of mRNAs encoding vesicular release proteins

Another approach to identify translating mRNAs in dendrites is to combine cell type-specific ribosome IP with subcellular fractionation (Ouwenga et al., 2017, Ouwenga et al., 2018). SNc mDA neurons possess dendritic spines (Hage and Khaliq, 2015; Jang et al., 2015), and resealed dendritic elements within the midbrain synaptosome preparations exhibit DA release and reuptake (Hefti and Lichtensteiger, 1978a, 1978b; Silbergeld and Walters, 1979). We conducted RiboTag IP on synaptosomes prepared from VM tissue (Figure 6A). qRT-PCR revealed greater yield of *Th*, *Slc6a3/DAT*, and *Actb* mRNA in Cre^+^ IPs compared with Cre^−^ controls (Figure 6B). Similarly, *Th* and *Slc6a3/DAT* enrichment was approximately 16-fold greater in Cre^+^ IP versus Input comparisons compared with Cre^−^ controls (Figure 6C). Given the absence of local axon collaterals from mDA neurons (Omelchenko and Sesack, 2009; Tepper et al., 1987), these data demonstrate mDA neuron-specific ribosome capture from dendritic or postsynaptic elements.

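Midbrain synaptosome RiboTag data came from IPs of 6 Cre- and 8 Cre+ samples and from 12 and 16 Input libraries, all UMI counts on 1 plate. IP libraries held 16,533 to 43,351 UMIs in Cre- samples (median 19,421) and 36,968 to 111,750 in Cre+ samples (median 80,003). Inputs held 33,287 to 70,717 (median 53,572) and 34,749 to 95,186 UMIs (median 64,052). As in the striatal synaptosomes, the Inputs may include repeats of 1 preparation. The authors' UMI pipeline gave whole counts, and 12,882 genes with at least 10 UMIs were tested in edgeR with genotype, fraction and genotype:fraction as terms. Cre- IPs were the shallowest group, and in counts simulated from these libraries TMMwsp moved the genotype:fraction log2 fold change of unchanged abundant genes by 0.30, against 0.02 with DESeq2 size factors. In the data the median of all genes was 0.32. Interaction values without a note on scaling are those with TMMwsp.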

We next analyzed the mDA neuronal translatome of midbrain synaptosome samples using 3′ UMI-based RNA-seq. 

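The 8 Cre+ IPs held 3.10-fold the UMIs of the 6 Cre- IPs as a ratio of geometric means (two-sided exact permutation test, p = 0.00133). In whole-tissue IPs of single midbrain regions, prepared as 4 Cre+ and 6 Cre- UMI libraries per region, the ratio was 1.29 in the SNc (two-sided exact permutation test, p = 0.295), 1.33 in the VTA (exact p = 0.286) and 1.60 in the SNr (exact p = 0.0571).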

Consistent with the increased mRNA yield measured by qRT-PCR, Cre^+^ IP samples had significantly more UMIs than Cre^−^ controls (Figure 6D). As in the striatum, we found a significant effect of fraction for more than 1,000 genes (Figures 6E and 6F), reflecting genotype-independent non-specific binding. However, in contrast with all striatal RiboTag IP experiments, we observed a significant effect of genotype:fraction interaction for 154 genes (Figures 6E and 6F). These genes are significantly depleted (93) or enriched (61) in IP compared with Input samples only in Cre^+^ mice (see Data S7). 

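Dopaminergic mRNAs rose and glial, mitochondrial and ribosomal protein mRNAs fell in midbrain synaptosome IPs over both genotypes. *Th* rose by a log2 fold change of 1.33 (standard error 0.10, adjusted p = 2.45e-19 from edgeR's quasi-likelihood test), *Ddc* by 1.76 (standard error 0.15), *Slc6a3* by 1.60 (standard error 0.17) and *Slc18a2* by 1.63. Of 21 dopaminergic core genes 19 rose and none fell (21 when adjusted over the list alone, camera p with an estimated correlation 1.19e-05). *Ylpm1*, a nuclear protein gene, rose by 3.51 (standard error 0.14), *Bcar1* by 2.51 (standard error 0.12), *Nup98*, a nuclear pore gene, by 3.43 and *Prr12* by 3.32. All 15 oligodendrocyte genes fell (p = 1.83e-06), with *Mbp* at −1.36. Of 20 astrocyte genes 15 fell, of 13 microglial genes 10, of 37 ribosomal protein genes 33, such as *Rps29* (−1.73), and of 13 mitochondrially encoded genes 12, such as *mt-Cytb* (−1.89), with none higher in these lists. Of 5 red blood cell genes 4 fell, and of 27 synaptic vesicle genes 11 rose and 1 fell (p = 0.00426). Fraction was called for 1619 genes, 696 higher and 923 lower in IPs, against 848 and 775 with DESeq2 size factors and 1370 with the likelihood ratio test. Genotype was called for 41 genes, 18 higher and 23 lower in Cre+ samples (40 with size factors, 6 and 34).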

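Several dopaminergic mRNAs were enriched in IPs in a Cre-dependent way. *Slc6a3*, on chromosome 13 of GRCm38 from 73536747 to 73578672, was at 1030 ± 266 CPM in Cre+ IPs (SD, n = 8) and 317 ± 119 CPM in Cre- IPs (n = 6), with no overlap between the groups, and at 212 ± 63.9 and 288 ± 85.2 CPM in Inputs (n = 16 and 12). Its genotype:fraction log2 fold change was 2.31 (standard error 0.29, adjusted p = 2.43e-08 from edgeR's quasi-likelihood test), and 2.04 with DESeq2 size factors. *Dlk1*, which encodes a Notch-like ligand of dopamine neurons, was at 1.84 (standard error 0.24, 1.54 with size factors), *Slc18a2* at 1.76 (standard error 0.27, 1.49 with size factors), *Ddc* at 1.45 (standard error 0.27, 1.17 with size factors) and *Aldh1a1* at 1.11 (0.82 with size factors). *Th* itself, at 3170 ± 1060 CPM in Cre+ IPs and 2750 ± 612 CPM in Cre- IPs, was at 0.68 (standard error 0.20, adjusted p = 0.0521) and at 0.37 with size factors (adjusted p = 0.487). Of 21 dopaminergic core genes, 7 were higher and none lower (15 when adjusted over the list alone, 6 with size factors), with a median 1.13 above that of all genes (camera p with an estimated correlation 3.32e-08). The interaction was called for 172 genes in total, for 146 with size factors and for 167 with DESeq2's likelihood ratio test. After thinning all libraries to the depth of the shallowest, 24 genes passed, and over 20 draws of Inputs in the number of the IPs the median count was 61.5. In simulated counts, 1 of 100 genes changed 2-fold and 21 of 100 changed 4-fold were recovered.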

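The split into enriched and depleted genes depended on the scaling. With TMMwsp, 121 genes were more enriched in Cre+ than in Cre- IPs and 51 less (70.3% more enriched). With DESeq2 size factors 56 were more and 90 less enriched (38.4%), with scaling to total UMIs 50 and 90, and with the likelihood ratio test of the paper 69 and 98. Genes that passed in the same direction under TMMwsp and size factors include, on the enriched side, *Slc6a3*, *Dlk1*, *Bex2*, a gene of a small neuronal adaptor protein (1.48 with TMMwsp), and *Gpi1*, a glycolytic enzyme gene (2.93), and on the depleted side *Mobp*, a myelin protein gene (−1.62, standard error 0.27, adjusted p = 4.6e-05 from edgeR), *Ptgds*, the prostaglandin D synthase gene (−1.37), *Trf*, the transferrin gene (−1.55), and *mt-Co1*, a mitochondrially encoded subunit of cytochrome oxidase (−0.98). Of 13 mitochondrially encoded genes 5 were less enriched and none more (6 with size factors, camera p with an estimated correlation 0.000809). Of 38 nuclear-encoded respiratory chain genes 5 were more enriched and none less (14 when adjusted over the list alone, 1 with size factors). Of 37 ribosomal protein genes none passed (7 more enriched when adjusted over the list alone), with p = 0.145. Of 26 cytoskeletal genes 1 was more and 5 were less enriched, with the neurofilament genes *Nefm* at −1.16 and *Nefh* at −1.04.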

Similar to striatal synaptosomes, glial mRNAs such as *Apoe*, *Cst3*, *Cpe*, *Glul*, *Mbp*, and *Plp1* were abundant in midbrain synaptosomes; however, these glial mRNAs were uniformly depleted from Cre^+^ IP samples (Figure 6H). 

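Glial mRNAs were lower in Cre+ than in Cre- IPs of midbrain synaptosomes. *Apoe* was at 1220 ± 328 CPM in Cre+ IPs (SD, n = 8) and 2890 ± 691 CPM in Cre- IPs (n = 6), and at 3690 ± 561 and 3510 ± 439 CPM in Inputs (n = 16 and 12), a genotype:fraction log2 fold change of −0.99 (standard error 0.18, adjusted p = 0.000262 from edgeR's quasi-likelihood test, and −1.28 with DESeq2 size factors). *Mbp* (−0.94, standard error 0.21, −1.22 with size factors) and *Glul* (−0.95, standard error 0.24, −1.23 with size factors) also fell. *Cst3* (−0.24, standard error 0.17, adjusted p = 0.593) and *Cpe* (−0.32, standard error 0.21, adjusted p = 0.545) did not pass. With size factors these were −0.52 (adjusted p = 0.0966) and −0.61 (adjusted p = 0.143), and with DESeq2's likelihood ratio test −0.55 (adjusted p = 0.00546) and −0.62 (adjusted p = 0.029). Of 15 oligodendrocyte genes 8 were lower and none higher (11 when adjusted over the list alone, 10 with size factors, camera p with an estimated correlation 2.48e-07). Of 20 astrocyte genes 3 were lower and none higher (9 when adjusted over the list alone, 7 with size factors, p = 2.05e-05), and of 13 microglial genes 1 (4 when adjusted over the list alone, p = 0.000301). Endothelial and mural genes were lower in 3 of 7 cases.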

Strikingly, GO analysis of the Cre^+^ IP-enriched genes revealed a significant overrepresentation of terms such as regulation of exocytosis, process in the presynapse, and synaptic vesicle exocytosis (Figure 6G). Thus, in addition to canonical dopaminergic mRNAs, we found Cre-dependent enrichment of mRNAs encoding a wide range of proteins with presynaptic function (Figure 6H). These include mRNAs encoding proteins involved in synaptic vesicle fusion and recycling (*Erc2/CAST*, *Cplx1*, *Cplx2*, *Syt1*, *Sv2c*, and *Snca*) and dense core vesicle release (*Cadps2/CAPS2* and *Scg2*) (Figure 6H). 

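Of 27 synaptic vesicle and release genes, 9 were more enriched in Cre+ IPs and none less (13 when adjusted over the list alone, 7 with DESeq2 size factors, camera p with an estimated correlation 1.99e-06). This list holds *Cplx2*, which the paper names from these libraries, so its count is not fully independent evidence. Of 13 active zone genes 1 was more enriched and none less (2 when adjusted over the list alone, 0 with size factors, p = 0.0352, adjusted over the 26 lists 0.0832), and of 19 dendritic and postsynaptic genes none passed (p = 0.24). *Gap43*, a growth-associated protein gene, was at 1.00 (standard error 0.21, adjusted p = 0.00166 from edgeR's quasi-likelihood test, 0.73 with size factors) and *Uchl1*, a neuronal ubiquitin hydrolase gene, at 0.73 (standard error 0.17), a call that was lost with size factors (adjusted p = 0.241). FASS-enriched genes did not follow, with 2 of 111 more and 2 less enriched. From an overrepresentation of exocytosis and presynapse terms, the paper states that mRNAs of many presynaptic proteins, next to the canonical dopaminergic ones, were enriched in a Cre-dependent way.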

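*Syt1*, which encodes the calcium sensor synaptotagmin 1 and lies on chromosome 10 of GRCm38 from 108497650 to 109010982, was at 2350 ± 411 CPM in Cre+ IPs (SD, n = 8) and 1580 ± 302 CPM in Cre- IPs (n = 6), with a genotype:fraction log2 fold change of 1.04 (standard error 0.18, adjusted p = 9.4e-05 from edgeR's quasi-likelihood test). The complexin genes *Cplx1* and *Cplx2* were at 1.01 (standard error 0.20) and 1.35 (standard error 0.29), and the dense core vesicle genes *Cadps2* and *Scg2* at 1.89 (standard error 0.43) and 0.95 (standard error 0.19). These 5 also passed with DESeq2 size factors, where *Syt1* was at 0.75 (adjusted p = 0.00865), *Cadps2* at 1.61 (adjusted p = 0.0407) and *Scg2* at 0.67 (adjusted p = 0.0414). *Erc2*, the CAST gene, at 272 ± 65.8 CPM in Cre+ IPs and 128 ± 66.9 CPM in Cre- IPs, was at 1.58 (standard error 0.41, adjusted p = 0.0219), and *Sv2c*, a synaptic vesicle protein gene, at 1.87 (standard error 0.46, adjusted p = 0.0177). Both were lost with size factors (adjusted p = 0.105 and 0.0702) and passed DESeq2's likelihood ratio test (adjusted p = 0.0395 and 0.0248).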

We also observed a near-significant enrichment of *Rims1*, which encodes the active zone protein RIM1 that is involved in both axonal and somatodendritic DA release (Liu et al., 2018; Robinson et al., 2019). Many of these mRNAs have also been identified in the dendrites of both glutamatergic and GABAergic hippocampal neurons (Perez et al., 2021) (Figure S7A).

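*Rims1* was at 160 ± 27.9 CPM in Cre+ IPs (SD, n = 8, 101 UMIs in all) and 55.3 ± 50 CPM in Cre- IPs (n = 6, 10 UMIs), and at 93 ± 42.5 and 90.2 ± 50.1 CPM in Inputs (n = 16 and 12). Its genotype:fraction log2 fold change of 1.49 (standard error 0.52) did not pass (adjusted p = 0.153 from edgeR's quasi-likelihood test, 0.327 with DESeq2 size factors and 0.138 with DESeq2's likelihood ratio test).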

We validated the dendritic localization of several mRNAs encoding release proteins in mDA neuron cultures (Rayport et al., 1992). We first confirmed that cultured mDA neurons recapitulate the dendritic localization of *Th*, *Ddc*, *Slc6a3/DAT*, and *Slc18a2/VMAT2* mRNAs observed in the VM (Figures S7B–S7E). Although α-synuclein is abundant in presynaptic varicosities, we found dense localization of *Snca* mRNA in dendrites (Figure 6I). Similarly, we found a striking density of *Cplx1* (Complexin 1) mRNA in dendrites, along with scattered *Rims1* mRNA (Figure 6J). The Ca^2+^-dependent activator protein of secretion 2 (CAPS2) is involved in catecholamine loading into dense core vesicles in neuroendocrine cells (Brunk et al., 2009; Ratai et al., 2019) and is particularly enriched in mDA neurons (Sadakata et al., 2006). We found *Cadps2/CAPS2* mRNA within dopaminergic dendrites, along with *Sv2c* mRNA (Figure 6J). Synaptic vesicle glycoprotein 2C (SV2C) is involved in axonal DA release (Dunn et al., 2017) and may also play a role in somatodendritic DA release. Consistent with the midbrain synaptosome IP (Figure 6H), quantification of mRNA puncta revealed that *Cplx1* and *Snca* were most abundant in dendrites, followed by *Sv2c* and *Cadps2*, and *Rims1* (Figure 6K). Collectively, these data suggest that the local translation of vesicular release proteins may regulate dendritic DA release in mDA neurons.

## DISCUSSION

### Predominance of somatic translation in mDA neurons

We used multiple approaches to characterize the subcellular distribution of tagged ribosomes in mDA neurons, each of which identified the soma as the major site of protein synthesis. The absence of axonal mRNA localization by FISH (Figure 4) and lack of mRNA capture by striatal RiboTag IP (Figure 3) supports the absence of translating ribosomes in mDA axons. The paucity of eL22-HA in mDA axons is surprising, given their massive axonal arborization. Strikingly, while the striatal axons of SNc mDA neurons likely comprise more than 90%–95% of their cellular volume (e.g., Matsuda et al., 2009) and approximately 90% of their cellular protein (Hobson et al., 2021), we found only approximately 1% of eL22-HA in the striatum (Figure 2D). If all of this eL22-HA were present in functional ribosomes, the axonal ribosome/protein ratio would be 10^3^–10^4^ lower than in mDA neuronal perikarya. Our results suggest that mDA striatal axons are supplied by a combination of slow and fast axonal transport (Maday et al., 2014; Roy, 2014) of somatically synthesized proteins. Indeed, the massive bioenergetic burden placed on axonal transport systems in mDA neurons may contribute to their demise in PD (Chu et al., 2012; Sulzer, 2007).

### Dopaminergic mRNA localization and translation in dendrites

In addition to their massive axonal arbors, SNc mDA neurons must supply SNr dendrites with machinery for DA synthesis, release, and reuptake. Here, we show that *Th*, *Ddc*, *Slc6a3*/*DAT*, and *Slc18a2/VMAT2* mRNAs are localized throughout mDA neuronal dendrites in the SNr (Figure 4) and are bound to dopaminergic ribosomes in midbrain synaptosomes (Figure 6). In conjunction with vesicular sorting mechanisms (Li et al., 2005), dendritic translation could rapidly modify the local abundance of DA transmission machinery. DAT is often localized on vesicular and tubular membrane elements within dendrites (Hersch et al., 1997; Nirenberg et al., 1996a). VMAT2 is also found on similar structures, termed tubulovesicles, that seem to consist of smooth ER and may represent the site of dendritic DA storage and release (Cheramy et al., 1981; Nirenberg et al., 1996b). The local synthesis of DAT and VMAT2 would require the presence of dendritic ER and a local secretory pathway. Although mDA neuronal dendrites are devoid of obvious Golgi apparatus in ultrastructural studies (Nirenberg et al., 1996b), local processing could occur in Golgi outposts (Hanus and Ehlers, 2016) or recycling endosomes (Bowen et al., 2017). The tubulovesicles could also be related to ribosome-associated vesicles, a novel ER subcompartment found in secretory cells and neuronal dendrites (Carter et al., 2020). Thus, the translation of DAT and VMAT2 within local secretory pathways may be linked to the biogenesis of DA storage and release structures within mDA dendrites.

Beyond the core dopaminergic machinery, how do mDA neurons manage simultaneous axonal and dendritic localization of vesicular release proteins? For proteins involved in both axonal and somatodendritic DA release, such as RIM1 (Liu et al., 2018; Robinson et al., 2019), our data show that protein trafficking supplies the vast majority of protein to striatal mDA axons. In contrast, the local translation of RIM1 and other release proteins such as complexins may be important for establishing exocytic release sites in dopaminergic dendrites (Figure 6). Postsynaptic complexins are known to regulate AMPA receptor exocytic events during long-term potentiation (Ahmad et al., 2012) and could be involved in dendritic DA release.

The molecular characteristics of the organelles and fusion mechanisms that mediate somatodendritic DA release remain unclear (Rice and Patel, 2015). When expressed in hippocampal neurons, VMAT2 colocalizes with brain-derived neurotrophic factor on vesicles that undergo regulated exocytosis in dendrites (Li et al., 2005). Given that CAPS2 regulates the release of neurotrophin-containing vesicles in cerebellar granule cells (Sadakata et al., 2004) and co-localizes with SNAP-25 in mDA neuronal soma (Sadakata et al., 2006), the dendritic translation of *Cadps2/CAPS2* mRNA (Figure 6) raises the possibility of CAPS2 involvement in dendritic DA release. More broadly, it is possible that the trafficking of synaptic vesicle release proteins in mDA neurons has been optimized to shuttle them into striatal axons, and that such a polarization is incompatible with simultaneous trafficking into dendrites. Local translation in dopaminergic dendrites may provide an alternative mechanism of localization for these proteins, enabling the dynamic regulation of proteins at the precise intracellular sites of dendritic exocytosis.

### Limitations of the study

While our findings are supported by multiple, independent approaches, there are limitations. We cannot definitively exclude the possibility that extremely low levels of axonal ribosomes are present below our limit of detection, since the visualization of eL22-HA in retinal axons required immunoelectron microscopy (Shigeoka et al., 2016). Tagged ribosomal proteins did not prevent the axonal localization of ribosomes in other neurons (Ostroff et al., 2019; Shigeoka et al., 2016), but we also cannot rule out that the HA-tag in eL22 somehow interferes with axonal localization in mDA neurons. However, we were able to reliably detect low levels of eL22-HA on translating ribosomes in mDA neuronal dendrites. We found that the presence of only a few mDA neuronal soma in the SNr dominated dendritic ribosomes in RiboTag IPs from SNr dissections (Figure 5); future studies of dendritic DA release in the SNr should be designed to avoid SNr mDA neurons. In our synaptosome RiboTag IP studies of the dendritic translatome, we confirmed the dendritic localization of key candidate mRNAs using FISH (Figure 6). Nonetheless, it is possible that some mDA neuronal ribosomes in the synaptosome fraction are derived from non-synaptic cellular elements. Future work on subcellular mRNA localization may leverage super-resolution imaging (Alon et al., 2021; Eng et al., 2019; Wang et al., 2020).

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the Lead Contact, Peter Sims ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

- The RNA-seq data generated in this study are publicly available on the NIH Gene Expression Omnibus database (GEO: GSE180913). Raw count matrices and differential expression analysis output are provided as supplemental information.
- The Python and Shell code used for processing of RNA-seq data is accessible at: https://github.com/simslab/DropSeqPipeline8 (https://doi.org/10.5281/zenodo.5534458), and Python code for FISH analysis is accessible at: https://github.com/simslab/Neurite_FISH_Quant (https://doi.org/10.5281/zenodo.5570748).
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Animals

All animals were housed in a 12-h/12h light/dark cycle with *ad libitum* access to food and water. DAT^IRES-Cre^ mice (JAX #006660, RRID: IMSR_JAX:006660) (Bäckman et al., 2006), Ai9 mice (JAX #007909, RRID: IMSR_JAX:007909) (Madisen et al., 2010) and RiboTag mice (JAX #029977, RRID: IMSR_JAX:029977) (Sanz et al., 2009) were obtained from Jackson Laboratories. DAT-Cre mice (MGI:3770172, RRID: MGI:3770172) (Turiault et al., 2007) used in the FASS studies were a kind gift from Dr François Tronche. VGLUT1^VENUS^ mice (Slc17a7^tm1.1Ehzg^, RRID: 5297706) used in the FASS studies have been previously described (Biesemann et al., 2014; Herzog et al., 2011).

Middle aged adult mice (10–14 months of age) of both sexes were used in most experiments unless otherwise noted, except for DA FASS studies, which used mature adult mice (3–6 months) of both sexes. For RiboTag experiments involving early postnatal ages (P0–P31), mice of both sexes were used and the exact ages are indicated in the text and figure captions. DAT^IRES-Cre^:RiboTag experimental litters were bred by crossing homozygous RiboTag mice (RiboTag^+/+^) with heterozygous DAT^IRES-Cre^ (DAT^IRES-Cre/wt^) mice, yielding litters of DAT^IRES-Cre/wt^;RiboTag^+/−^ (Cre-positive) and DAT^wt/wt^;RiboTag^+/−^ (Cre-negative) mice. Experimenters were blind to the genotype of mice in these litters throughout animal sacrifice and tissue dissection. Genotyping for the DAT^IRES-Cre^ allele was conducted before biochemical experiments using established protocols (Bäckman et al., 2006). All experimental procedures were conducted according to National Institutes of Health guidelines and were approved by the Institutional Animal Care and Use Committees of Columbia University and the New York State Psychiatric Institute, or according to the European guide for the care and use of laboratory animals and approved by the ethics committee of Bordeaux Universities (CE50) under the APAFIS #21132–2019061314534378v4 (CNRS, France).

### METHOD DETAILS

#### Viral injections

As previously described (Paget-Blanc et al., 2021), Stereotaxic injections were performed in heterozygous DAT-*Cre*^+^ mice of either sex at 8–9 weeks of age. An AAV1 pCAG-FLEX-EGFP-WPRE from the University of Pennsylvania core facility (Oh et al., 2014) was injected into DAT-*Cre*^+^ mice. Saline-injected littermates were used as autofluorescence controls. The stereotaxic injections were performed in isoflurane-anesthetized mice using a 30-μL glass micropipette. Injection coordinates for the SNc were anterior/posterior (A/P), 3.6 mM; lateral (L), ±1.3 mM; and dorsal/ventral (D/V), 4.2 mM. Injection coordinates for the VTA were A/P, 3.16 mM, L, ±0.6 mM; and D/V, 4.2 mM. The A/P and L coordinates are with respect to the *bregma*, whereas the D/V coordinates are given with respect to the brain surface. The animals were euthanized after 28 days at the maximal viral EGFP expression. For FASS experiments, four to six DAT-*Cre*^+^ mice and one wild-type mouse were used.

**Table:** 

Antibody use	

Name	Use
Rabbit anti-HA	IHC, 1:1000
Chicken anti-TH	IHC, 1:500
	ICC, 1:1000
Rabbit anti-RFP	IHC, 1:500
Rabbit anti-ALDH1A1	IHC, 1:500
Goat anti-chicken IgY (H+L), Alexa Fluor Plus 488	IHC/ICC, 1:1000
Goat anti-rabbit IgG (H+L), Alexa Fluor 647	IHC/ICC, 1:1000
Goat anti-rabbit IgG HRP	IHC, 3:10,000
Mouse anti-HA	WB, 1:1000
Goat anti-mouse HRP	WB, 1:5000

See the Key resources table for manufacturer/catalog numbers. IHC, staining of acute brain slices or sections; ICC, staining of cultured neurons; WB, Western blotting.

#### Neuronal cultures

Ventral mesencephalic cultures containing dopaminergic neurons were prepared according to established procedures (Rayport et al., 1992). The VM (SN and VTA) from postnatal days 0–2 mice of either sex was dissected, dissociated, and plated on a monolayer of rat cortical astrocytes at the plating density of approximately 100,000 cells/cm^2^. Experiments were conducted 14–21 d after plating.

#### Immunohistochemistry

Mice were anesthetized with euthasol and transcardially perfused with approximately 15 mL of 0.9% saline followed by 40–50 mL of ice-cold 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer (PB), pH 7.4. Brains were post-fixed in 4% PFA in 0.1M PB for 6–12 h at 4°C, washed three times in phosphate-buffered saline (PBS), and sectioned at 50 μm on a Leica VT1000S vibratome. Sections were placed in cryoprotectant solution (30% ethylene glycol, 30% glycerol, 0.1M PB, pH 7.4) and stored at −20°C until further use.

Sections were removed from cryoprotectant solution and washed three times in tris-buffered saline (TBS) at room temperature. Sections were then permeabilized in TBS + 0.2% Triton-X 100 for 1 h at room temperature, followed by blocking in TBS + 10% normal goat serum (NGS) and 0.3% Triton-X 100 for 1.5 h at room temperature. Sections were then directly transferred to a prechilled solution containing primary antibodies in TBS + 2% NGS + 0.1% Triton-X 100 and incubated for approximately 40 h at 4°C. Sections were washed in TBS + 0.05% Tween 20 (TBS+T) five times over 1 h at room temperature. Sections undergoing tyramide signal amplification were treated with 3% hydrogen peroxide in TBS + T for 15 min at room temperature, followed by another two washes in TBS + T. Sections were incubated in a solution containing secondary antibodies in TBS + 2% NGS + 0.1% Triton-X 100 at room temperature for 1.5 h, followed by four washes in TBS + T over 45 min at room temperature. Sections undergoing tyramide signal amplification were then incubated in TSA-Cy5 (Perkin Elmer; 1:7500) in the manufacturer’s diluent buffer for 1 h at room temperature. After four additional washes in TBS, sections were slide mounted and coverslipped with Fluoromount G (Southern Biotech). See Antibody use for a complete list of antibodies and concentrations used in this study.

#### Tissue dissection for RiboTag IP

Mice were sacrificed by cervical dislocation and brains were rapidly extracted and submerged in ice-cold 0.32 M sucrose buffer with 5 μm HEPES pH 7.4, 10 μm MgCl_2_, and 100 mg/mL cycloheximide (CHX). Brains were placed on an ice-cold brain matrix (Zivic Instruments) and separated into 0.5- to 1.0-mm sections using ice cold razor blades. Striatum was dissected from slices between approximately –0.5 mm and 1.5 mm AP to Bregma. To avoid potential DAT^IRES-Cre^ recombined cells in the lateral septum, a single vertical cut was made descending from the lateral ventricle on each side, and all medial tissue (including the lateral septum and nucleus accumbens shell) was discarded. The corpus callosum, cortex, and ventral olfactory tubercle were removed. The remaining dorsal and ventral striatum tissue was flash frozen on liquid nitrogen and stored at −80°C.

VM tissue was dissected from slices between approximately −2.5 mm and −3.75 mm AP to Bregma. First, the cortex, hippocampi, and any hypothalamus or white matter ventral to the midbrain were removed. For whole VM tissue dissections, a single horizontal cut was made just dorsal to the rostral linear nucleus and all dorsal tissue was discarded. The remaining tissue containing the SN/VTA was flash frozen on liquid nitrogen and stored at −80°C. For regional dissections, the SNr was first dissected away from the midbrain using a conservative semilunar cut halfway from the edge of the cerebral peduncle to the SNc (see Figure 2A). The remaining SNc tissue on either side was separated from the VTA by a vertical cut at the lateral edge of the VTA. All tissues were flash frozen and stored at −80°C.

#### Synaptosome preparation for RiboTag IP

VM or striatal dissections were homogenized in 1 mL of ice-cold 0.32 M sucrose with 5 mM HEPES pH 7.4, 10 mM MgCl_2_, 100 μg/mL CHX, 13 EDTA-free protease inhibitors (Roche), and 100 U/mL SUPERaseIN. Nuclei and large debris were cleared at 2,000×*g* for 10 min at 4°C. The supernatant (S1) was further centrifuged at 7,000×*g* for 15 min at 4°C to yield the P2 pellet. The supernatant (S2) (cytoplasm and light membranes) was removed from the P2 pellet, which was washed by resuspension in 1 mL of ice-cold 0.32 M sucrose buffer (HEPES, MgCl_2_, CHX, and inhibitors as above) and re-centrifuged at 10,000×*g* at 4°C before lysis. P2 pellets were lysed in 1 mL of lysis buffer (5 mM HEPES pH 7.4, 150 mM KCl, 10 μm MgCl_2_, 1% Igepal CA-620, 100 μg/mL CHX, 1 × EDTA-free protease inhibitors [Roche], and 100 U/mL SUPERaseIN). After resuspension, samples were incubated at 4°C on a rotor for 15 min. The resulting synaptosome lysate was subjected to RiboTag IP as described below.

#### Fluorescence-activated synaptosome sorting

Synaptosomes were prepared from the striatum or cortex of VGLUT1^venus^ or DAT-Cre eGFP-expressing mice by homogenization in 1 mL of ice-cold isosmolar buffer (0.32 M sucrose, 4 mM HEPES pH7.4, protease inhibitor cocktail Set 3 EDTA-free [EMD Millipore Corp.]), using a 2 mL glass Teflon homogenizer with 12 strokes at 900 rpm. The homogenizer was rinsed with 250 μL of isosmolar buffer and three manual strokes and then, the pestle was rinsed with additional 250 μL of isosmolar buffer. The final 1.5 mL of homogenate (H) was centrifuged at 1000×*g* for 5 min at 4°C in a benchtop microcentrifuge. The supernatant (S1) was separated from the pellet (P1) and centrifuged at 12,600×*g* for 8 min at 4°C. The supernatant (S2) was discarded and the synaptosomes-enriched pellet (P2) was resuspended in 0.5 mL of isosmolar buffer and layered on a two-step Ficoll density gradient (900 μL of 7.5% and 900 mL of 13% Ficoll, 4 mM HEPES). The gradient was centrifuged at 50,000×*g* for 21 min at 4°C (Beckman Coulter Optima MAX XP ultracentrifuge with a TL-55 rotor). Sucrose synaptosomes were recovered at the 7.5/13% Ficoll interface using a 0.5-mL syringe.

Ficoll gradient-purified synaptosomes were diluted in PBS containing 1 μg /mL FM4–64 and stored on ice throughout the FASS procedures. The FACSAria-II (BD Biosciences) was operated with the following settings: 70 μm nozzle, sample shaking 300 rpm at 4°C, FSC neutral density filter 1.0, 488 nm laser on, area scaling 1.18, window extension 0.5, sort precision 0–16-0, FSC (340 V), SSC (488/10 nm, 365V), fluorescein isothiocyanta (enhanced green fluorescent protein) (530/30 nm, 700 V), PerCP (FM4–64) (675/20 nm, 700 V). Thresholding on FM4–64 was set with a detection threshold at 800. Samples were analyzed and sorted at rates of 15,000–20,000 events/s and flow rate of 3. Data were acquired using BD FACS DIVA 6. Cytometry plots were generated using FCS Express 7 (De Novo Software).

#### FISH

For mouse brain tissue and neuronal cultures, FISH was performed using the highly sensitive RNAScope Multiplex Fluorescent v2 assay (ACD Bio). See Antibodies and Reagents for a complete list of probes and reagents used in this study. Although most single FISH puncta using this assay are likely single mRNA molecules (Wang et al., 2012), this cannot be definitively determined owing to the enzymatic signal amplification and non-diffraction-limited size of the mRNA puncta.

Mouse brain sections were prepared as above, removed from cryoprotectant solution, and washed three times in TBS at room temperature. Sections were incubated with hydrogen peroxide (ACD) for 15 min at room temperature, washed several times in TBS, and then mounted to Superfrost slides (Fisher). Sections were allowed to dry for 10 min and a hydrophobic barrier (PAP pen, Vector Labs) was created around the tissue. Tissue was incubated in 50% EtOH, then 70% EtOH, then 100% EtOH for 5 min each. Sections were rehydrated in TBS for several minutes, digested with Protease IV (ACD) for 25 min at room temperature, and rinsed twice with TBS before proceeding to the RNA Scope Multiplex Fluorescent v2 assay (ACD).

Neuronal cultures were fixed in 4% PFA in 0.1 M PB + 4% sucrose for 10 min at room temperature. After several washes in TBS, the dish was filled with methanol pre-chilled to −20°C. Cultures were stored at −20°C for up to 4 weeks before FISH. After allowing cultures to come to room temperature, methanol was replaced with 70% EtOH at room temperature for 2 min, then with 50% EtOH for 2 min, and then cultures were washed for 10 min in TBS. Cultures were treated with hydrogen peroxide (ACD) for 10 min at room temperature, followed by Protease III (ACD) diluted 1:15 in TBS for 10 min at room temperature, followed by two rinses in TBS before proceeding to the RNA Scope Multiplex Fluorescent v2 assay.

The RNA Scope Multiplex Fluorescent v2 assay was conducted according to the manufacturer’s instructions, with all incubations taking place in a humidified chamber at 40°C. Two 5-min washes in excess RNA Scope Wash Buffer (ACD) took place between each incubation in sequential order: probes (2 h), AMP1 (30 min), AMP2 (30 min), AMP3 (15 min), HRP-C1/2/3 (15 min), TSA Cy3 (1:1500, 30 min), HRP blocker (30 min), HRP-C1/2/3 (15 min), and TSA Cy5 (1:1500, 30 min). Samples were washed twice more in RNA Scope Wash Buffer, then twice more in TBS. Samples were then blocked and immunostained for TH as described above. After immunostaining, samples were mounted in Fluoromount G and stored at 4°C for up to 1 week before imaging.

#### RiboTag ribosome IP

A detailed protocol is available online at protocols.io (https://doi.org/10.17504/protocols.io.by37pyrn): https://doi.org/10.17504/protocols.io.by37pyrn.

Frozen tissues were thawed on ice in a glass-glass dounce homogenizer with 1–1.5 mL of ice-cold lysis buffer (20 μm HEPES pH 7.4, 150 mM KCl, 10 mM MgCl2, 0.5 mM DTT, 100 μg/mL CHX, 1× EDTA-free protease inhibitors [Roche], and 100 U/mL SUPERaseIN). Tissues were lysed on ice using 30 strokes each with A and B pestles. Lysates were transferred to pre-chilled Eppendorf tubes and centrifuged at 1,000×*g* 4°C for 10 min, after which the supernatant was transferred to a new tube. One-ninth of the volume of 10% Igepal CA-630 was added to the lysates (final concentration 1%) and they were rotated at 4°C for 15 min. Lysates were clarified by centrifuging at 20,000×*g* 4°C for 10 min and transferred to a new tube. Five percent of the lysate was reserved as Input and frozen at −80°C.

We then added 1.5 μg (for striatal samples) or 6 μg (for midbrain samples) of biotinylated rabbit anti-HA and the lysates were rotated overnight at 4°C. Compared with previous protocols using Protein G Dynabeads, we found that biotinylated anti-HA IgG and streptavidin T1 Dynabeads enabled rapid binding with higher specificity (Figure S1H). Streptavidin T1 Dynabeads (ThermoFisher, catalog #65601) were then added to the lysates (5 μL/μg of biotinylated antibody) and rotated for 30 min at 4°C. Beads were captured on a magnetic rack and the lysate was discarded. Beads were resuspended in 500 μL of ice-cold high salt buffer (20 mM HEPES, pH 7.4, 350 mM KCl, 10 mM MgCl2, 1% Igepal CA-630, 0.5 mM DTT, 100 μg/mL CHX, 1× EDTA-free protease inhibitors [Roche], and 100 U/mL SUPERaseIN) and transferred to a new tube. Beads were rotated for 30 min at 4°C, then captured on a magnetic rack and washed again three more times with ice-cold high salt buffer (four washes total over 2 h). After the last wash, beads were resuspended in 100 μL of ribosome release buffer (20 μm HEPES, pH 7.4, 50 μm EDTA, 100 U/mL SUPERaseIN) and incubated for 10 min at room temperature. Beads were captured on a magnetic rack and the eluate containing the released mRNA was transferred to a new tube. Beads (with eL22-HA still bound) were flash frozen on liquid nitrogen and stored at −80°C. The aqueous mRNA eluate was purified using the RNEasy MinElute kit (Qiagen, catalog #74204) according to the manufacturer’s instructions. RNA was eluted in 14 μL of nuclease free water supplemented with 20 U/mL SUPERaseIN and stored at −80°C.

#### Quantitative RT-PCR

For RiboTag IP samples, an equal fraction of captured RNA was reverse transcribed (1.5 μL of the 14 μL elution from RNEasy MinElute purification). For Input or other tissue samples, 20–50 ng of total RNA was reverse transcribed. RNA was reverse transcribed in a 20-μL reaction with 0.5 U of Maxima H Reverse Transcriptase (ThermoFisher, catalog # EP0753) and random hexamers (5 μm, ThermoFisher catalog #SO142).

A quantitative PCR was run with TaqMan Universal Master Mix (ThermoFisher catalog #4440042) and TaqMan FAM-MGB primer/ probe sets spanning exon junctions on a BioRad CFX96. The following primer/probe sets were used (ThermoFisher): Mouse *ActB*, Μm01205647_g1; Mouse *Th*, Μm00447557_m1; Mouse *Slc6a3/DAT*, Μm00438388_m1; Mouse *Slc18a2/VMAT2*, Μm00553058_m1; Mouse *Gfap*, Μm01253033_m1; Mouse *Mbp*, Μm01266402_m1; and *ERCC-0096*, Ac03460023_a1. For RiboTag IP samples, an equal fraction of cDNA was used in each reaction. For Input or other tissue samples, 3–5 ng cDNA was used in each reaction.

#### Western blotting

Frozen Streptavidin T1 Dynabeads were thawed and resuspended in 1× LDS sample buffer supplemented with 20 mM DTT. To elute eL22-HA, beads were boiled at 95°C for 5 min and then placed onto a magnetic rack. Samples were loaded into 10% Bis-Tris poly-acrylamide gels (Invitrogen, ThermoFisher catalog #NP0303BOX) and transferred to PVDF membranes (Immobilon-P, Millipore-Sigma, catalog #IPVH00010). Membranes were initially washed for 15 min in TNS with Tween (TBST) (1× TBS + 0.1% Tween 20), blocked for 1 h in 5% bovine serum albumin (BSA)/TBST, and incubated overnight at 4°C with primary antibody in 5% BSA/TBST overnight. After primary incubation, membranes were washed three times in TBST before incubation with horseradish peroxidase (HRP)-conjugated secondary antibody in 5% BSA/TBST for 1 h at room temperature. After secondary incubation, membranes were washed three times in TBST. Signal was developed using Immobilon enhanced chemiluminescent substrate (Millipore, catalog #WBKLS0500) and imaged on an Azure Biosystems C600 system.

#### Image acquisition

Widefield imaging of eL22-HA staining was conducted on a Nikon Ti2 Eclipse equipped with a SpectraX light engine (Lumencor) and a DS-Qi2 camera (Nikon), using a 10x/0.25 NA or 20x/0.75 NA air objectives (Nikon). Confocal imaging was conducted on a Leica SP8 laser scanning system using a 60×/1.45 NA objective (Leica).

#### eL22-HA image analysis

Z stack images from the SNr, MFB, and striatum were acquired using a 60×/1.45 NA oil-immersion objective on a Leica SP8 confocal microscope. The 10-μm depth sub-stacks were collapsed via maximum projection for downstream analysis. A binary mask was used to identify pixels in TH-positive dendrites and axons. The mean eL22-HA intensity for TH-positive pixels was subtracted from the mean eL22-HA intensity for all pixels within each field and is reported in Figure 1F as normalized eL22-HA mean fluorescence intensity.

#### FISH image analysis

RNA puncta were analyzed using TrackMate (Tinevez et al., 2017). The Laplacian of Gaussian spot detector with estimated blob diameter of 0.5–1.0 μm. Additional filtering was implemented using a combination of quality, contrast, and total intensity as necessary to suppress background spot detection. For each image, the centroid (X,Y,Z) coordinates, diameter, and other quantitative parameters of each punctum were exported for further analysis.

For the percent co-localization shown in Figure 4D, a binary threshold was set for the TH IF signal based on two standard deviations above the image background to generate a binary mask of pixels for TH^+^ neurites. The 23 pixels surrounding the TrackMate centroid coordinate of each punctum were analyzed (3 × 3 × 3 cube of pixels excluding the four corner pixels) for overlap with the TH^+^ neurite pixels. Puncta with more than 60% overlapping pixels were retained as co-localized within TH^+^ neurites. The number of puncta co-localized within TH^+^ neurites was divided by the total volume of TH^+^ pixels in each field, yielding the puncta per volume of TH^+^ neurite shown in Figure 4D.

For quantification of puncta per micrometer of dendrite shown in Figure 4F, individual dendrites were segmented using the SimpleNeuriteTracer plugin in ImageJ. Dendrites were filled in three dimensions and exported as a binary mask, from which the (X,Y,Z) coordinates of all pixels in each dendrite were extracted. TrackMate was run once on each original image file, and the number of puncta within each dendrite was determined using the same co-localization analysis as above. The number of puncta in each dendrite was divided by the path length of each dendrite from SimpleNeuriteTracer.

For the quantification of *Atp2a3* puncta per neuron shown in Figure 5G, individual mDA neuronal soma were segmented in maximum projections of 10 μm Z-stack images using the ImageJ magic wand tool on thresholded TH pixel intensities. Each soma was saved as a region of interest (ROI), and the (X,Y) coordinates of each ROI were exported. TrackMate was run once on each original image file, and the puncta within each soma were determined using the same co-localization analysis as above.

For the quantification of puncta per 10 μm of dendrite shown in Figure 6K, dendrites of cultured neurons were manually segmented using *Selection* – *Straighten* in ImageJ. TrackMate was run on each individual image file, and the number of puncta in each dendrite was divided its length.

#### Full-length total RNA-seq

Full-length total RNA-seq was conducted using the SMARTer Stranded Total RNA-seq Kit v3, Pico Input Mammalian (Takara Bio, catalog no. 634485). We used 1,000 pg of total RNA for Input samples. For RiboTag IP samples, an estimated 500–1,000 pg (via ActB qPCR) (see Figure S1I) was used. Libraries were constructed according to the manufacturer’s instructions with the following parameters: (1) 4-min fragmentation before reverse transcription, and (2) 14–15 cycles of PCR after ZapR depletion. Unique dual indexes were assigned to each sample, and libraries were pooled at 1 nM after quantification using Qubit dsDNA HS and Agilent 2100 Bioanalyzer High Sensitivity DNA assays. Pooled libraries were sequenced on a NextSeq 500 with 2 × 75 bp paired end reads (HO 150 kit, Illumina).

The first 15 bp of Read 2 (UMI and TSO sequences) were removed using fastx-trimmer (http://hannonlab.cshl.edu/fastx_toolkit/index.html), and paired-end reads then were depleted of rRNA by alignment to mouse 5S, 5.8S, 18S, and 28S rRNA using bowtie2 (Langmead and Salzberg, 2012). rRNA-depleted paired-end reads were then aligned to the mouse genome (GENCODE M25, GRCm38.p6) using STAR 2.6.7a (Dobin et al., 2013). Uniquely mapped reads were then quantified at the exon level using feature-Counts version 1.6 (Liao et al., 2014).

#### Low input RNA-seq with 96-well plate, pooled library construction

The protocol for plate-based, 3′ end unique molecular indicator (UMI)-based RNA-seq of single cells has been described previously (Snyder et al., 2019) and was further modified to accommodate ultra-low input RiboTag IP samples. See Data S1 for sequences of all custom primers and oligonucleotides used in this protocol. Briefly, an estimated 20–500 pg of total RNA (based on qPCR, see above) for each sample was loaded into the wells of a 96-well plate in a volume of 6 μL of nuclease-free water containing 1 U/μL SUPERaseIN (ThermoFisher). After adding 1.5 μL of 10 μm barcoded RT primer (Integrated DNA Technologies), primer annealing was performed at 72°C for 3 min. Reverse transcription was performed by adding 7.5 μL RT mix to each well (2.81 μL of 40% polyethylene glycol 8000, 0.15 μL of 100 mM dNTPs, 3 μL of 5X Maxima H RT Buffer, 0.2 μL of 200 U/μL Maxima H Reverse Transcriptase [ThermoFisher], 0.2 μL of 20 U/μL SUPERaseIN, 0.15 μL of 100 μm Template Switching Oligo [Integrated DNA Technologies], and 1 μL of nuclease-free water). Reverse transcription was performed at 42°C for 90 min, followed by 10 cycles of 50°C for 2 min, 42°C for 2 min, 75°C for 10 min, followed by a 4°C hold. Excess primers were removed by adding 2 μL of Exonuclease I mix (1.875U ExoI in water) to each well and incubating at 37°C for 30 min, 85°C for 15 min, 75°C for 30 s, 4°C hold.

All wells were pooled into a single 15-mL Falcon tubes and cDNA was purified and concentrated using Dynabeads MyOne Silane beads (ThermoFisher) according to the manufacturer’s instructions. The cDNA was split into duplicate reactions containing 25 μL cDNA, 25 μL 2× HIFI HotStart Ready Mix (Kapa Biosystems), and 0.2 M SMART PCR Primer. PCR was run as follows: 37°C for 30 min, 85°C for 15 min, 75°C for 30 s, 4°C hold. Duplicate reactions were combined and purified using 0.7 volumes AMPure XP beads (Beckman Coulter). The amplified cDNA was visualized on an Agilent 2100 Bioanalyzer and quantified using a Qubit II fluorometer (ThermoFisher).

Sequencing libraries were constructed using Nextera XT (Illumina) with modifications. A custom i5 primer was used (NexteraPCR) with 0.6 ng input cDNA and 10 cycles of amplification was performed. Unique i7 indexes were used for each plate. After amplification, the library was purified with two rounds of AMPure XP beads, visualized on the Agilent 2100 Bioanalyzer and quantified using the Qubit II fluorometer. Libraries were sequenced on an Illumina NextSeq 500 using the 75 cycle High Output kit (read lengths 26(R1) × 8(i) × 58(R2)). Custom sequencing primers were used for Read 1 (SMRT_R1seq and ILMN_R1seq, see Antibodies and Reagents). With each plate we targeted approximately 400M reads. Library pools were loaded at 1.8 pM with 20% PhiX (Illumina).

Reads were aligned to the mouse reference genome GRCm38 and transcriptome annotation (Gencode vM10) using the STAR aligner with parameters *–sjdbOverhang 65 –twopassMode Basic* after trimming poly(A)-tails from the 3′-ends. The aligned reads were demultiplexed using the well-identifying barcodes, correcting all single-nucleotide errors. All reads with the same well-identifying barcode, UMI, and gene mapping were collapsed to represent an individual transcript. To correct for sequencing errors in UMIs, we further collapsed UMIs that were within Hamming distance one of another UMI with the same well-identifying barcode and gene. For each 96-well plate, after generating a final list of individual transcripts with unique combinations of well-identifying barcodes, UMIs, and gene mapping, we produced a molecular count matrix for downstream analysis.

#### Synaptosome mRNA content estimation

For UMI-based estimation of mRNAs per particle shown in Figure 3J, the extent to which the total UMIs per sorted particle underestimates the number of mRNAs per sorted particle was modeled as a function of the efficiency of RNA extraction and reverse transcription:

$$Estimated\;mRNAs\;per\;Sorted\;Particle=\frac{Total\;UMIs}{Sorted\;Particles\;\times \;Efficiency}$$

Where *Efficiency* is in decimal form (i.e., 1% efficiency = 0.01, such that the *Estimated mRNAs per Sorted Particle* is 100-fold more than for 100% efficiency = 1).

For the estimation of mRNAs per particle based on total RNA measurement of forebrain VGLUT1^venus^ FASS samples (Hafner et al., 2019) shown in Figure 3J, the total RNA yield (1–5 ng) from 100 million sorted particles was converted to mRNA estimates as follows:

$$Estimated\;mRNAs\;per\;Sorted\;Particle=\frac{Total\;RNA\;Yield}{10^{8}\;sorted\;particles}\times \frac{\text{\%}mRNA\times 6.022\times 10^{23}}{mRNA\;MW}$$

Where *% mRNA* specifies the estimated mass percent of mRNA among total RNA in decimal form (typically 1%–5% or 0.01–0.05), and *mRNA MW* is the average molecular weight of a eukaryotic mRNA in g/mol = (2000 nt × 320.5 g/mol) + 159. In Figure 3J, the upper bound corresponds to *Total RNA Yield* = 5 ng and *% mRNA* = 0.05, while the lower bound corresponds with the *Total RNA Yield* = 1 ng and *% mRNA* = 0.01.

#### RNA-seq differential expression analysis

An analysis of RiboTag IP and Input sample UMI count matrices shown in Figures 3, 6, and S2 (from *Low input RNA-seq with 96-well plate*, *pooled library construction*) was conducted using a GLM in *DESeq2* (Love et al., 2014). The likelihood ratio test (LRT) was used to identify genes for which a given term contributed significantly to the likelihood of the full GLM compared with a GLM lacking the given term; that is, the LRT identifies genes for which a given term adds significant explanatory power to the GLM. The *DESeq2 dds* object was constructed with two- or three-factor models and their interaction terms as specified in the Results text. For example, in comparing the full model: ~*genotype* + *fraction* + *genotype:fraction* versus the reduced model: ~*genotype + fraction*, the p values report on whether the increased likelihood of the full model is greater than by chance if the genotype:fraction term truly has no explanatory power. For most LRTs, the log2 Fold Changes specify the contrast between the two levels of the factor (e.g., IP versus Input for fraction, Cre^−^ versus Cre^+^ for genotype). For interaction terms, the contrast specifies the difference in log2 fold change for the effect of one factor between the levels of the other factor (i.e., for genotype:fraction, the difference in IP versus Input between Cre^−^ and Cre^+^ samples). Note that the age factor in Figures 3A and 3B has multiple levels, and so the p values do not relate specifically to any single contrast. The log2 fold changes specified for the age LRT in Data S5 are for the contrast P90 versus P0.

A complete *DESeq2* summary for analyses related to the following figures is found in the corresponding supplemental data:

- Data S5 contains the *DESeq2* results for the bulk striatal RiboTag IP analysis related to Figure 3
- Data S5 contains the *DESeq2* results for the striatal synaptosome RiboTag IP analysis related to Figure S2
- Data S5 contains the *DESeq2* results for the FASS analysis related to Figure 3
- Data S7 contains the *DESeq2* results for the midbrain synaptosome RiboTag IP analysis related to Figure 6

An analysis of the midbrain RiboTag IP and Input samples in Figures 5 and S5 (from full-length total RNA-seq) was conducted in a GLM in *DESeq2*. The Wald test was used to make direct comparisons between specific IP samples (e.g., SNr IP vs. VTA IP) or between the IP and Input samples within each region (e.g., SNr IP vs. SNr Input). Downstream filtering of DEGs (false discovery rate [FDR] < 0.05) to remove non-specific mRNAs is summarized in Figure S5F. After the identification of DEGs in comparisons of SNr IP versus VTA or SNc RiboTag IPs, the intersection of SNr-enriched or SNr-depleted genes (relative to SNc/VTA) from these two DEG lists is retained. Next, only genes enriched in SNr IP versus Input or SNc/VTA IP versus Input comparisons were retained. Fourth, the yield of Cre^−^ IPs was too low for full-length RNA-seq (Figures S5D and S5E), so we used the same UMI-based RNA-seq protocol as above to identify mRNAs significantly enriched in midbrain Cre^−^ IP samples and removed them from subsequent analyses (Data S6). Genes that were significantly higher in Cre^−^ IP samples compared with Cre^+^ IP samples were removed (non-specific binders). 

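The Cre- filter rests on UMI libraries of IPs from SNc, VTA and SNr, 6 Cre- and 4 Cre+ per region. Their totals were 28,772 to 59,442 UMIs in Cre- SNc (median 43,832), 19,805 to 58,465 in VTA (median 39,184) and 17,831 to 47,720 in SNr (median 29,876), against 32,620 to 92,936 (median 53,640), 35,453 to 68,966 (median 50,946) and 34,691 to 60,728 (median 50,892) in Cre+ mice. The whole counts were tested in edgeR with genotype as the only term over 11,151 genes. The labels do not name the mice, and libraries of different regions can come from the same mice, so that p-values over all regions can be too small. Without the tag, IPs held relatively more mitochondrial, nuclear and glial RNA. *mt-Nd5*, a mitochondrially encoded subunit of complex I, was higher in Cre- than in Cre+ IPs by a log2 fold change of 2.34 (standard error 0.22, adjusted p = 9.24e-16 from edgeR's quasi-likelihood test), *mt-Co1* by 2.01 (standard error 0.21), *Malat1* by 2.23 and *Bcar1* by 2.19 (standard error 0.24). *Slc6a3* was lower by −3.46 (standard error 0.21), *Dlk1* by −3.95 (standard error 0.21) and *Th* by −3.09 (standard error 0.22). Of 21 dopaminergic core genes, 20 were lower and none higher (camera p with an estimated correlation 6.43e-08). Of 20 astrocyte genes 17 were higher (p = 0.00289), of 15 oligodendrocyte genes 14 (p = 0.00169), of 12 mitochondrially encoded genes 10 (p = 0.00145) and of 9 nuclear RNAs 7 (p = 0.00176), with none lower, while 30 of 38 nuclear-encoded respiratory chain genes were lower and none higher (p = 0.00716). In total 1934 genes passed, 746 higher in Cre- and 1188 higher in Cre+ IPs, against 1393 and 689 with DESeq2 size factors and 1179 and 620 with Wald tests. In simulated counts TMMwsp moved unchanged abundant genes by 0.12 and the size factors by −0.01. Within single regions, a comparison chosen after the result was seen, 185 genes were higher and 473 lower in Cre- IPs of the SNc, 365 and 375 in the VTA, and 185 and 280 in the SNr. *mt-Nd5*, *mt-Co1*, *Malat1*, *Bcar1*, *Slc6a3*, *Dlk1* and *Th* passed in each region, and 15 of 17, 17 of 18 and 14 of 17 dopaminergic core genes were lower. Of the 746 genes, 575, 524 and 532 were tested within the single regions, where 147, 293 and 163 were higher and none was lower. The paper's own Cre- list, held in full, has 704 genes, of which 452 are among the 746.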

A complete *DESeq2* summary for Figures 5 and S5 are found in Data S6.

#### GSEA and GO analysis

For all GO analyses, a single list of unique genes was used (i.e., DEGs from *DESeq2* analysis). The GO analyses shown in Figures 3H and 6G were conducted using web-based Enrichr (Xie et al., 2021) with 2018 GO Terms for Cellular Component, Biological Process, and Molecular Function (Ashburner et al., 2000; Gene Ontology Consortium, 2021). The synaptic GO analysis shown in Figure 6G was conducted using SynGO (Koopmans et al., 2019). The results shown in Figure 5E used GSEA (Subramanian et al., 2005) in pre-ranked mode, with the SNr versus SNc IP or SNr versus VTA IP *DESeq2* log2 fold change as the rank list and the top 50 markers of each cluster as the gene sets.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Unless otherwise noted, all statistical analysis and data visualization was conducted in Python 3.7.3 using *SciPy*, *scikit-learn*, *Statsmodels*, *Matplotlib*, and *Seaborn* packages. Statistical comparisons were conducted using Welch’s unequal variance *t* tests, Mann-Whitney *U* tests, or two-way analysis of variance (ANOVA) with Tukey’s HSD *post hoc* comparisons. The number of replicates and other statistical testing information indicated in the figure captions. Box and whiskers plots display the median, first, and third quartiles, with whiskers at the minimum or maximum values. Error bars on bar charts are standard error of the mean.

## Supplementary Material

1

2

3

4

5

6

7

8

9

## Figures and Tables

**Figure 1.**
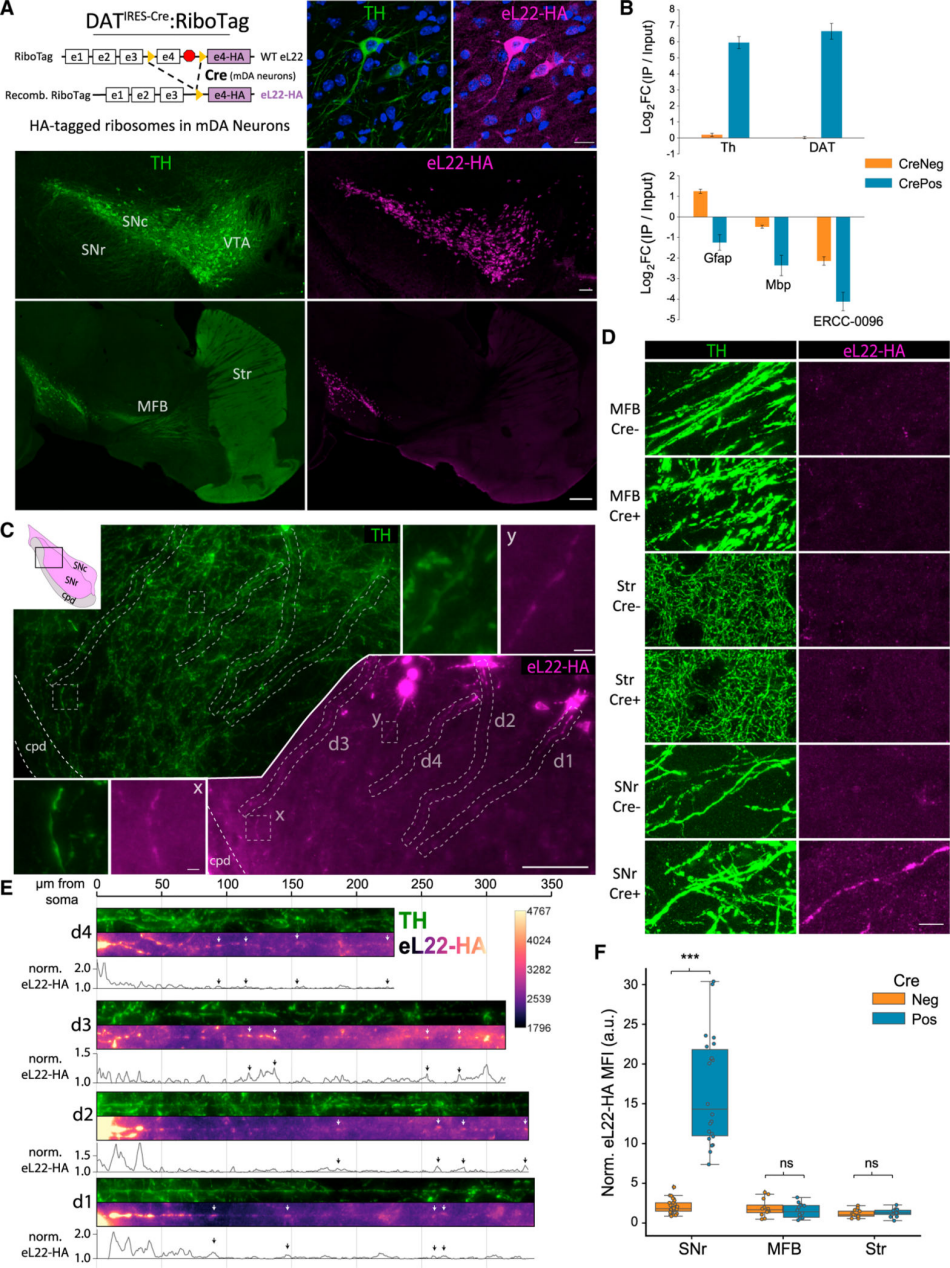
Subcellular distribution of eL22-HA tagged ribosomes in adult (10–14 mo) DAT^IRES−Cre^:RiboTag mice (A) DAT^IRES−Cre^:RiboTag genetics (*upper left*). TH and eL22-HA IF. *Upper right*: mDA neurons in the SNc, DAPI in blue. Scale bar, 20 μm. *Middle*: Coronal midbrain section. Scale bar, 100 μm. *Lower*: Sagittal section. Scale bar, 500 μm. (B) qRT-PCR from VM Input and RiboTag IPs from DAT^IRES−Cre^:RiboTag mice (Cre^+^, n = 7) or Cre^−^ littermates (n = 5) showing IP/Input enrichment relative to *Actb* (mean ΔΔCq +/− SEM). (C) Ventrolateral SNc and SNr stained for TH and eL22-HA. x, y insets shown in white lines. Dendrites d1-d4 are displayed below in (E). Scale bars, main image, 100 μm; insets, 5 μm. cpd, cerebral peduncle. (D) TH and eL22-HA staining in the MFB, striatum, and SNr of Cre^−^/Cre^+^ RiboTag mice. Scale bar, 10 μm. (E) Straightened dendritic segments d1-d4 from (C) with eL22-HA intensity normalized to local background and plotted below. Arrows indicate eL22-HA hotspots. (F) Quantification of eL22-HA signal within TH^+^ neurites in the MFB (axons), striatum (axons), and SNr (dendrites) of Cre^−^ and Cre^+^ mice. Data are background-normalized mean eL22-HA intensity of TH^+^ pixels within a field of the indicated region (n = 6–10 fields, n = 4 sections, n = 3 mice per each genotype/region). Two-way ANOVA main effects: Region, F = 74.4 (2, 100), p = 1.6−^20^; genotype, F = 117.2 (1, 100), p = 1.5 3 10^−18^; and region:fenotype interaction, F = 68.4 (2,100), p = 1.9 3 10^−19^. Tukey’s HSD *post hoc* test for Cre^+^ versus Cre^−^ staining: SNr (p-adj < 0.001), MFB and Str (both p-adj > 0.9). ***p-adj < 0.001.

**Figure 2.**
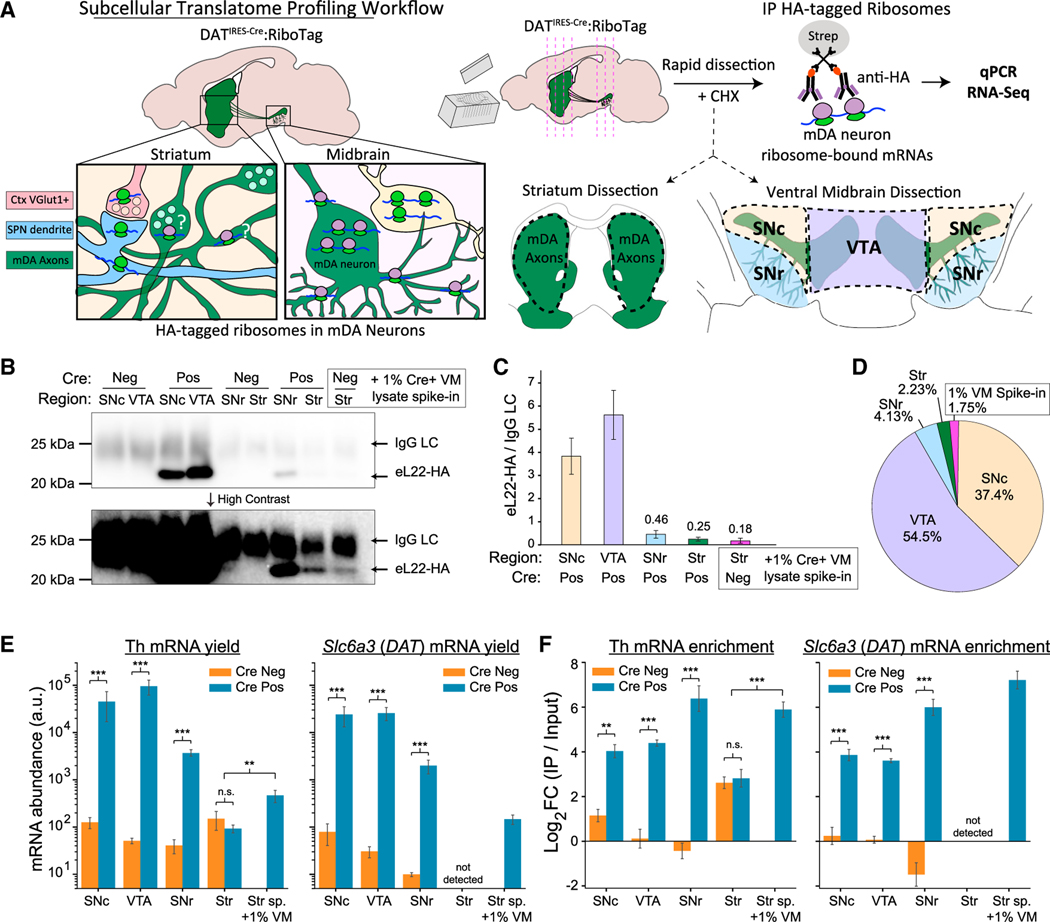
Regional distribution of eL22-HA protein and dopaminergic mRNAs captured by RiboTag IP in adult mice (10–14 mo) (A) Subcellular translatome profiling workflow. (B) Western blot of captured eL22-HA from RiboTag IPs. eL22-HA (23 kDa) is detected below IgG light chain (LC, approximately 25 kDa). *Lower:* High contrast reveals bands in striatal samples and 1% VM spike-in. (C) Quantification of Western blot eL22-HA, normalized to IgG LC with mean ± SEM shown for each region/genotype (n = 3–4). (D) Fractional abundance of eL22-HA captured in each region, using normalized eL22-HA intensity from (C). (E and F) qRT-PCR of *Th* and *Slc6a3/DAT* mRNA in RiboTag IPs from each region/genotype (n = 3–4 each). (E) mRNA abundance in arbitrary units (2^40–Cq^). Mean (A)u. +/− SEM are plotted. For *Th* mRNA, two-way ANOVA main effects: region, F = 17.7 (3, 19), p = 9.8 3 10^−6^; genotype, F = 168.1 (1, 19), p = 6.9 3 10^−11^; and region:genotype interaction, F = 20.1 (3, 19), p = 4.0 3 10^−6^. Tukey’s HSD *post hoc* for Cre^+^ versus Cre^−^ samples: ***p-adj<0.001 for SNc, VTA, and SNr, but not for Striatum (p-adj > 0.9). Welch’s *t* test for 1%VM/Str_Sp samples versus Cre^+^/Cre^−^ striatal samples: t(9) = 3.72, p = 0.0062. For DAT mRNA, two-way ANOVA main effects: region, F = 13.0 (2, 15), p = 5.3 3 10^−4^; genotype, F = 262.5 (1, 15), p = 6.5 3 10^−11^; and region:genotype interaction, F = 1.46 (2, 15), p = 0.26. DAT mRNA was not detected in striatal samples. Tukey’s HSD *post hoc* test for Cre^+^ versus Cre^−^ samples: p-adj < 0.001 for the SNc, VTA, and SNr (***). (F) qRT-PCR for RiboTag IP/Input enrichment relative to *Actb* (mean ΔΔCq +/− SEM). For *Th* mRNA, two-way ANOVA main effects: genotype, F = 154.5 (1, 20), p = 7.3 3 10^−11^; region, F = 1.97 (3, 20), p = 0.15; and region:genotype interaction, F = 23.4 (3, 20), p = 9.4 3 10^−7^. Tukey’s HSD *post hoc* test for Cre^+^ versus Cre^−^ samples: p-adj < 0.01 for SNc, VTA, and SNr, but not for striatum (p-adj > 0.9). Welch’s *t* test for 1%VM/Str_Sp samples versus Cre^+^/Cre^−^ striatal samples: t(10) = 6.66, p = 0.0009. For *Slc6a3/DAT* mRNA, two-way ANOVA main effects: genotype, F = 269.2 (1, 15), p = 5.4 3 10^−11^; region, F = 1.96 (3, 15), p = 0.18; and region:genotype interaction, F = 19.1 (2, 15), p = 7.5 3 10^−5^. Tukey’s HSD *post hoc* test for Cre^+^ versus Cre^−^ samples: p-adj < 0.001 for SNc, VTA, and SNr (**p-adj < 0.01, ***p-adj < 0.001).

**Figure 3.**
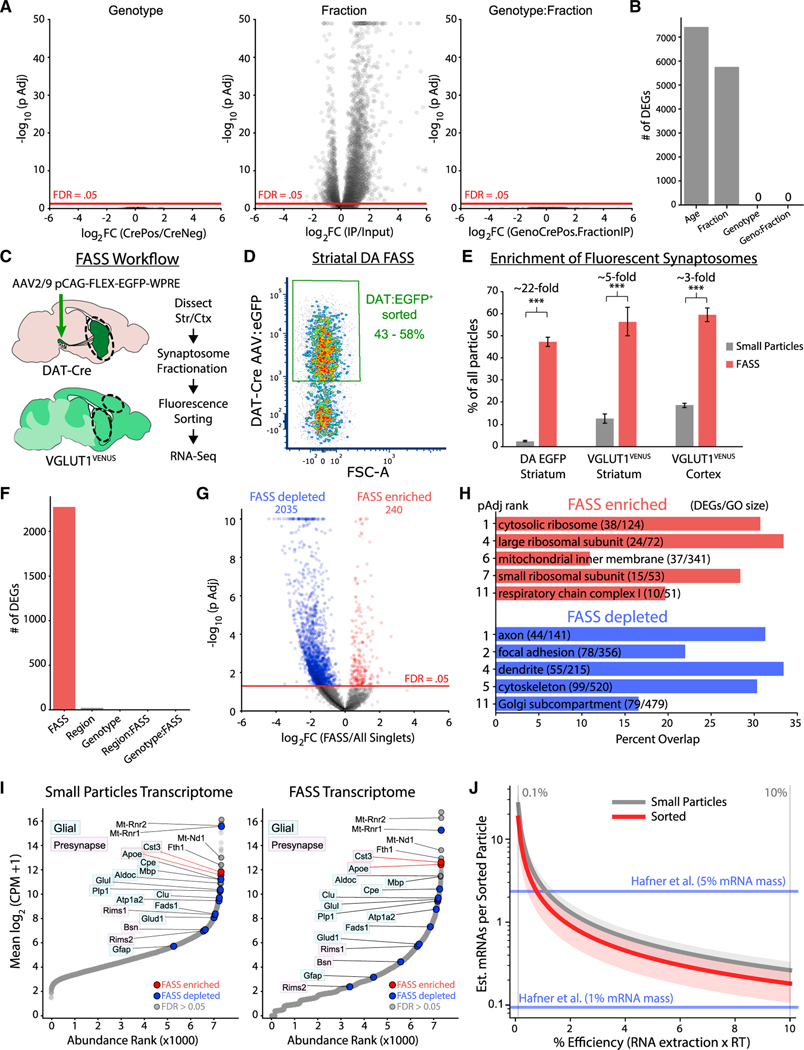
Striatal RiboTag IP and dopaminergic synaptosome sorting provide no evidence of translation in DA axons Data are from P0 to adult mice in (A), (B) and adult (10–14 mo) for (C–J). (A) *DESeq2* GLM analysis of striatal RiboTag IP and Input samples from Cre-/Cre + mice: (P0: n = 6/6, P7: n = 6/6, P14: n = 6/6, P21: n = 6/7, P31: n = 2/2, P90: n = 2/3, 10–14 mo: n = 6/4, with IP and Input samples for each mouse. *Left*: genotype effect across levels of fraction (IP and Input). *Middle*: fraction effect across levels of genotype (Cre^+^ and Cre^−^). *Right*: genotype:fraction interaction. log_2_(GenoCrePos.FractionIP) is the difference in fraction effect between genotypes: {Cre^+^ log_2_FC(IP/Input) – Cre^−^ log_2_FC(IP/Input)}. See Figure S2A schematic. (B) Number of DEGs (FDR < 0.05) from *DESeq2* in (A). (C) FASS RNA-seq schematic. (D) Density plot of EGFP-sorted striatal synaptosomes from DAT-Cre mice expressing EGFP in mDA neurons. (E) Comparison of fluorescent particles in unsorted and sorted synaptosome samples. Mean ± SEM for the %EGFP^+^/VENUS^+^ out of all particles are plotted for: DAT:EGFP striatum (n = 6), VGlut1^VENUS^ striatum (n = 3), and VGlut1^VENUS^ cortex (n = 3). Two-way ANOVA main effects: region/genotype, F = 16.9 (2, 18), p = 7.3 × 10^−5^; fraction, F = 427.9 (1, 18), p = 5.4 3 10^−14^; and region/genotype:fraction interaction, F = 0.30 (2, 18), p = 0.74. Tukey’s HSD *post hoc* test for unsorted versus sorted samples: p-adj < 0.001 for all three comparisons. ***p < 0.001. (F) Number of DEGs (FDR < 0.05) from the *DESeq2* with indicated terms removed from the GLM: ~FASS + region + genotype + region:FASS + genotype:FASS. (G) Volcano plot for *DESeq2*, comparing FASS samples to all small particles (enriched/depleted genes, FDR < 0.05). (H) GO analysis of FASS-enriched and -depleted DEGs from (G). (I) Abundance versus rank for all small particles (*left*) and FASS samples (*right*). FASS-enriched and -depleted mRNAs are shown in red and blue, respectively. (J) Estimated mRNAs per sorted particle as a function of FASS RNA-seq efficiency with estimates for whole forebrain VGlut1^VENUS^ sorted particles from Hafner et al., 2019 (see STAR Methods).

**Figure 4.**
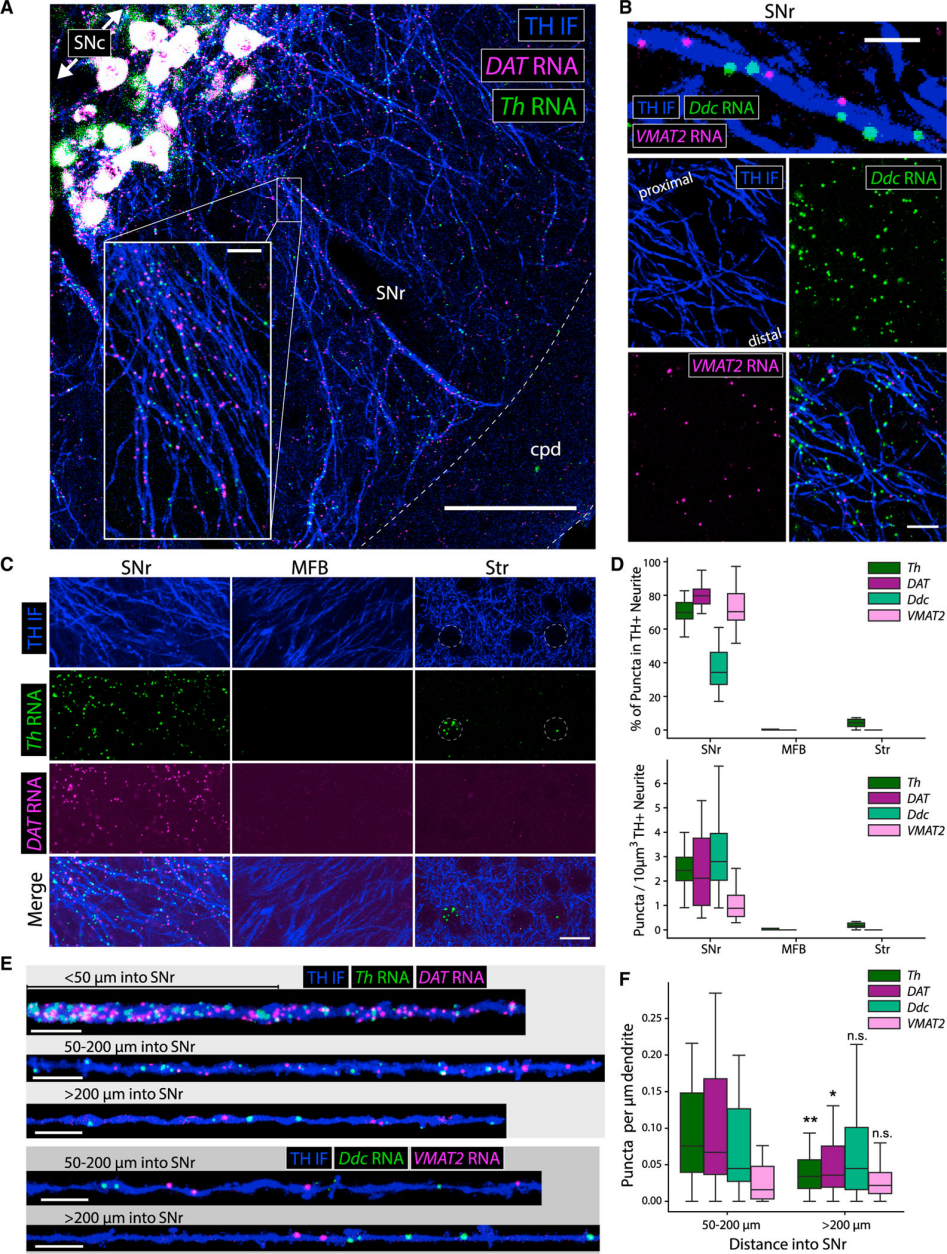
FISH reveals dendritic, but not axonal, localization of dopaminergic mRNAs in adult (10–14 mo) mouse brain (A) TH IF and FISH for *Th* and *Slc6a3*/*DAT* mRNA in the SN, cpd: cerebral peduncle. Scale bar, 100 μm; inset scale bar, 10 μm. (B) TH IF and FISH for *Ddc* and *Slc18a2*/*VMAT2* mRNA in the SNr. Scale bars, 5 μm (*upper*), 15 μm (*lower*). (C) TH IF and FISH for *Th* and *Slc6a3*/*DAT* mRNA. Scale bar, 15 μm. (D) Quantification of RNA puncta within TH^+^ neurites from each region in (C): n = 8–21 fields from 5–6 sections, 5–6 mice. (E) TH^+^ dendrite segments and mRNAs at various distances into the SNr. Scale bars, 10 μm. (F) Quantification of RNA puncta within TH^+^ dendrites from (E). Box and whiskers plots represent puncta per μm for each segmented dendrite in each region: (50–200μm, *Th*) n = 31–38 dendrites from 5–6 sections, 5–6 mice. *p < 0.05, **p < 0.01 for Mann-Whitney *U* test comparing >200 μm with 50–200 μm for each RNA.

**Figure 5.**
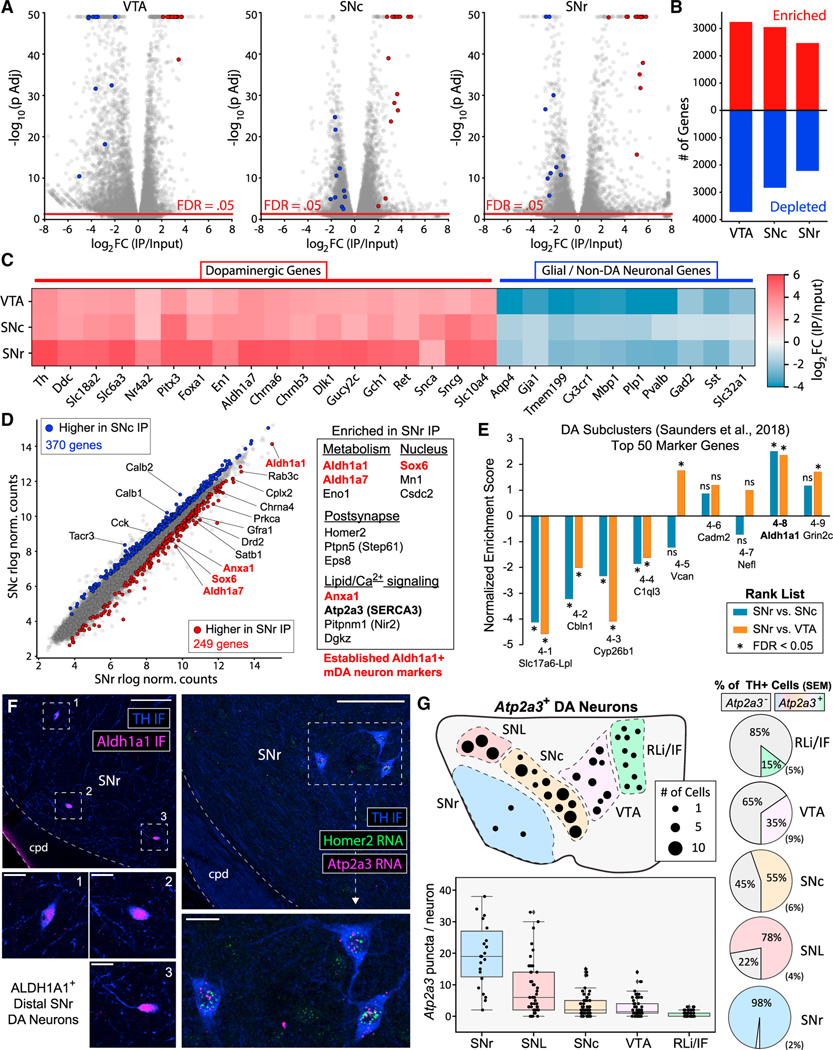
SNr RiboTag translatome reveals *Aldh1a1*^+^ molecular signature and *Atp2a3* (SERCA3) expression in SNr mDA neurons in adult (10–14 mo) mice (A) RiboTag IP versus Input volcano plots for VTA, SNc, and SNr samples (n = 4 each). Red or blue points are specific to mDA neurons or to glia and non-mDA neurons, respectively, and shown in (C). (B) Number of RiboTag IP-enriched or depleted genes (FDR < 0.05) from (A). (C) Heatmap of average RiboTag IP enrichment for VTA, SNc, and SNr RiboTag IP (n = 4 each). (D) Average *DESeq2* rlog normalized counts for SNr and SNc RiboTag IP samples (n = 4 each). Red and blue genes are differentially expressed between SNr and SNc IP samples. Genes in red are markers of Aldh1a1^+^/Sox6^+^ ventral-tier SNc mDA neurons. (E) Pre-ranked GSEA for SNr versus SNc/VTA IP rank lists using the top 50 marker genes of mDA neuronal clusters from Saunders et al. (2018) as gene sets. *FDR < 0.05 for a rank list/gene set combination. (F) (*Left*) TH and ALDH1A1 IF. Scale bars, 100 μm (main) and 20 μm (insets). (*Right*) FISH for *Atp2a3* (*SERCA3*) and *Homer2* in the SNr. Scale bars, 100 μm (main) and 20 μm (inset). (G) Quantification of *Atp2a3* FISH. (*Upper left*) Anatomical representation of TH^+^/Atp2a3^+^ neurons in a single hemi-section (approximately 15 μm thick) containing the indicated VM regions (−3.2 μm posterior to Bregma). Each dot represents 1, 5, or 10 mDA neurons approximating the average of 5 hemi-sections from 4 mice: (RLi/IF) 9.8, (VTA) 31.6, (SNc) 62.8, (SNL) 28.8, and (SNr) 2.8. (*Right*) Average TH^+^/*Atp2a3*^−^ or TH^+^/*Atp2a3*^+^ mDA neurons ±SEM as indicated, corresponding to the upper left. Total cell counts for each region (TH^+^ neurons/TH^+^*Atp2a3*^+^ neurons): RLi/IF (49/338), VTA (158/503), SNc (314/555), SNL (144/187), SNr (28/29). (*Lower left*) Boxplot of *Atp2a3* mRNA puncta per TH + neuron in the indicated regions from 5 sections, 4 mice per region: (SNr) 22 cells, (SNL) 47 cells, (SNc) 64 cells, (VTA) 58 cells, and (RLi/IF) 58 cells.

**Figure 6.**
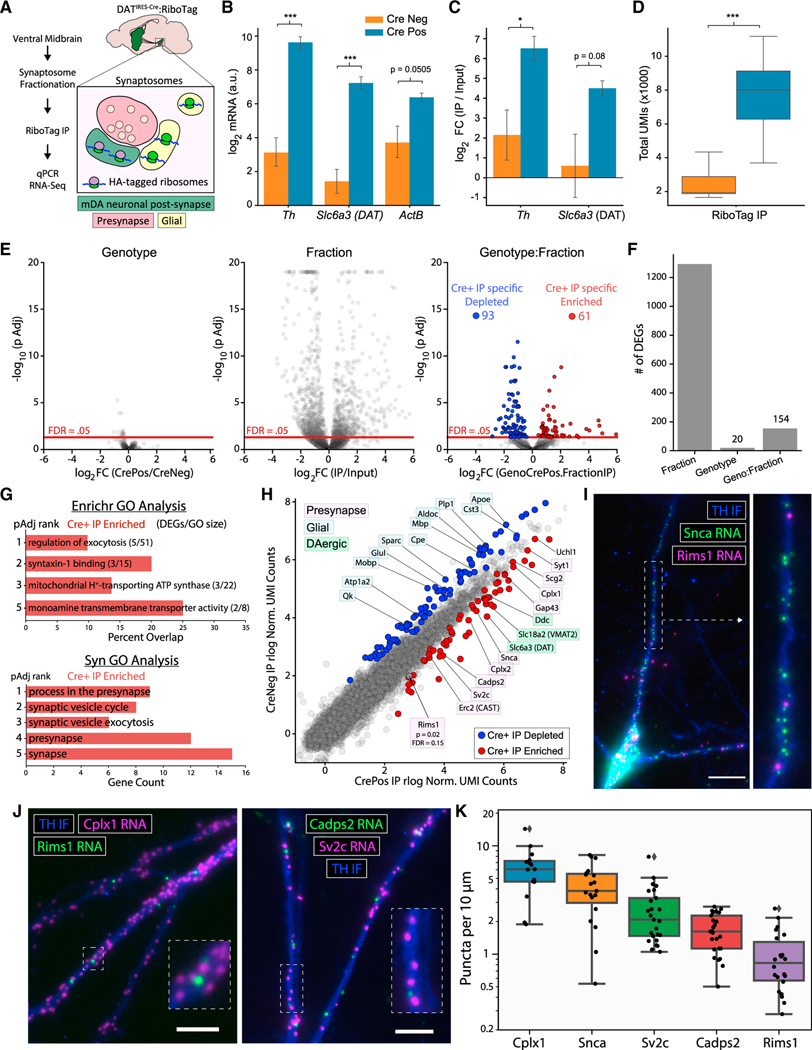
Dendritic localization of mRNAs encoding exocytosis and vesicular release proteins in DA neurons Data in Figures 6A–6H are from adult mice (10–14 mo); Figures 6I–6K are from postnatal mDA neuronal cultures. (A) Schematic for midbrain synaptosome fractionation and RiboTag IP. (B) qRT-PCR of *Th*, *Slc6a3/DAT*, and *Actb* from RiboTag IP of VM synaptosomes from Cre^−^ (n = 5) and Cre^+^ mice (n = 6). Log_2_ mRNA abundance is in arbitrary units (40 – Cq). Two-way ANOVA main effects for genotype, F = 98.2 (1, 27), p = 1.7e-10; RNA, F = 6.10 (2, 27), p = 0.0065; and genotype:RNA interaction, F = 5.47 (2, 27), p = 0.010. Tukey’s HSD *post hoc* test for Cre^−^ versus Cre^+^ IP samples (p-adj < 0.001 for Th and DAT, p-adj = 0.0505 for ActB). ***p < 0.001. (C) qRT-PCR for RiboTag IP/Input enrichment relative to *Actb* (mean ΔΔCq +/− SEM), n = 5 Cre^−^ and n = 6 Cre^+^ mice. *p < 0.05, Welch’s t test. (D) UMIs per sample for VM synaptosome RiboTag IPs from Cre^−^ (n = 6) and Cre^+^ mice (n = 8). ***p < 0.001, Welch’s t test. (E) Volcano plots from *DESeq2* with GLM: ~*genotype + fraction + genotype:fraction*. (*Left*) Genotype effect. (*Middle*) fraction effect. (*Right*) Genotype:fraction interaction. log_2_(GenoCrePos.FractionIP) is the difference in the fraction effect between genotypes: {Cre^+^ log_2_FC(IP/Input) – Cre^−^ log_2_FC(IP/Input)}. (F) Number of DEGs (FDR < 0.05) from (E). (G) GO analysis (upper: *Enrichr*; lower, *SynGO*) of Cre^+^ IP enriched genes from (E). (H) Average *DESeq2* rlog normalized UMI counts for Cre^+^ (n = 8) and Cre^−^ (n = 6) VM synaptosome IPs. Red/blue genes indicate Cre^+^ IP enriched/depleted genes (FDR < 0.05). Genes with dopaminergic (*green*), glial (*blue*), and presynaptic function (pink) are labeled. (I) TH IF and FISH (RNAscope) for *Snca* and *Rims1* mRNA in cultured mDA neurons. Dashed white lines indicate the inset (right). Scale bar, 20 μm. (J) TH IF and FISH for *Cplx1* and *Rims1* (*left*) or *Cadps2* and *Sv2c* mRNA (*right*) in the dendrites of cultured mDA neurons. Dashed white lines indicate inset (right). Scale bars, 10 μm. (K) Quantification of RNA puncta from (I–J) per 10 μm of dendrite. Data are from 2–3 independent cultures, with n dendrites quantified for each mRNA: *Cplx1* (n = 16), *Snca* (n = 19), *Sv2c* (n = 25), and *Cadps2* (n = 25), *Rims1* (n = 35).

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		

Rabbit anti-HA	Abcam	ab9110, RRID:AB_307019
Biotinylated Rabbit anti-HA	Abcam	ab26228, RRID:AB_449023
Chicken anti-TH	Millipore	AB9702, RRID:AB_570923
Rabbit anti-RFP	Rockland	600–401-379, RRID:AB_2209751
Rabbit anti-ALDH1A1	Abcam	ab52492, RRID:AB_867566
Goat anti-Chicken IgY (H+L), Alexa Fluor Plus 488	ThermoFisher	A-32931TR, RRID:AB_2866499
Goat anti-Rabbit IgG (H+L), Alexa Fluor 647	ThermoFisher	A32733, RRID:AB_2633282
Goat anti-Rabbit IgG HRP	Vector Laboratories	PI-1000, RRID:AB_2336198
Mouse anti-HA	Cell Signaling	2367S, RRID:AB_10691311
Goat anti-Mouse HRP	Jackson ImmunoResearch	115–005-003, RRID:AB_2338447
Bacterial and Virus Strains		
AAV pCAG-FLEX-EGFP-WPRE	Addgene	51502, RRID:Addgene_51502

Chemicals, peptides, and recombinant proteins		

TSA Cy3	Perkin Elmer	NEL744001KT
TSA Cy5	Perkin Elmer	NEL745001KT

Critical commercial assays		

Mm-Slc6a3-C1	ACD Biotechne	315441
Mm-Th-C2	ACD Biotechne	317621-C2
Mm-Ddc-C3	ACD Biotechne	318681-C3
Mm-Slc18a2-C1	ACD Biotechne	425331
Mm-Dgkz-C1	ACD Biotechne	534861
Mm-Prkca-C2	ACD Biotechne	432261-C2
Mm-Homer2-O1	ACD Biotechne	581231
Mm-Atp2a3-C2	ACD Biotechne	1049861-C2
Mm-Cplx1-C3	ACD Biotechne	482531-C3
Mm-Snca-C1	ACD Biotechne	313281
Mm-Cadps2-C3	ACD Biotechne	529361-C3
Mm-Sv2c-C1	ACD Biotechne	545001
Mm-Rims1-C2	ACD Biotechne	539601-C2
Taqman qRT-PCR Assay: Mouse *ActB*	ThermoFisher	Mm01205647_g1
Taqman qRT-PCR Assay: Mouse *Th*	ThermoFisher	Mm00447557_m1
Taqman qRT-PCR Assay: Mouse *Slc6a3/DAT*	ThermoFisher	Mm00438388_m1
Taqman qRT-PCR Assay: Mouse *Slc18a2/VMAT2*	ThermoFisher	Mm00553058_m1
Taqman qRT-PCR Assay: Mouse *Gfap*	ThermoFisher	Mm01253033_m1
Taqman qRT-PCR Assay: Mouse *Mbp*	ThermoFisher	Mm01266402_m1
Taqman qRT-PCR Assay: *ERCC-0096*	ThermoFisher	Ac03460023_a1

Deposited Data		

DropViz scRNA-seq (Saunders et al., 2018)	GEO	GEO: GSE116470
RNA-seq data from this study	GEO	GEO: GSE180913

Experimental models: Organisms/strains		

Mouse: DAT^IRES-Cre^: B6.SJL-*Slc6a3^tm1.1(cre)Bkmn^*/J	Jackson Laboratories	JAX #006660, RRID: IMSR_JAX:006660
Mouse: Ai9: B6.Cg-*Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^*/J	Jackson Laboratories	JAX #007909, RRID: IMSR_JAX:007909
Mouse: RiboTag: B6J.129(Cg)-*Rpl22^tm1.1Psam^*/SjJ	Jackson Laboratories	JAX #029977, RRID: IMSR_JAX:029977
Mouse: DAT-Cre: Tg(Slc6a3-icre)1Fto	François Tronche, Université Pierre et Marie Curie	MGI:3770172, RRID: MGI:3770172
Mouse: VGLUT1^VENUS^: Slc17a7^tm1.1Ehzg^	Etienne Herzog, University of Bordeaux	RRID: 5297706

Software and algorithms		

RNA-seq data processing	GitHub	DropSeqPipeline8, https://github.com/simslab/DropSeqPipeline8
FISH analysis	GitHub	Neurite_FISH_Quant, https://github.com/simslab/Neurite_FISH_Quant

**Table 1.** Summary of RiboTag IP capture for eL22-HA, *Th* mRNA, and *Slc6a3/DAT* mRNA

Percentage of total yield				

Region	eL22-HA protein		*Th* mRNA	*Slc6a3/DAT* mRNA
SNc	37.4 ± 8.2%		25.5 ± 6.4%	42.0 ± 5.2%
VTA	54.5 ± 8.8%		69.6 ± 5.4%	52.9 ± 4.1%
SNr	4.13 ± 0.77%		4.0 ± 1.2%	4.62 ± 1.02%
Striatum	2.23 ± 0.33%		0.14 ± 0.07%	Undetectable
Striatum +1% VM spike-in	1.75 ± 1.24%		0.78 ± 0.52%	0.51 ± 0.29%
TH (*Th*) mRNA				

Region	Log_2_ (ΔYield) Cre^+^ - Cre^−^	Tukey HSD (p-adj)	Log_2_ FC (IP/Input) Cre^+^ - Cre^−^	Tukey HSD (p-adj)

SNc	7.88 ± 1.16	<0.001	2.88 ± 0.44	0.0013
VTA	10.49 ± 0.73	<0.001	4.28 ± 0.52	<0.001
SNr	6.93 ± 1.03	<0.001	6.82 ± 0.73	<0.001
Striatum	−1.16 ± 1.25	>0.9	0.20 ± 0.50	>0.9
Striatum +1% VM spike-in	1.94 ± 0.94	NA	5.89 ± 0.40	NA
Dopamine transporter *(Slc6a3/DAT)* mRNA				

Region	Log_2_ (ΔYield) Cre^+^/Cre^−^	Tukey HSD (p-adj)	Log_2_ FC (IP/Input) Cre^+^ - Cre^−^	Tukey HSD (p-adj)

SNc	8.41 ± 1.30	<0.001	3.62 ± 0.51	<0.001
VTA	9.65 ± 0.78	<0.001	3.54 ± 0.22	<0.001
SNr	7.45 ± 0.48	<0.001	7.48 ± 0.78	<0.001
Striatum	NA	NA	NA	NA
Striatum +1% VM spike-in	Cre^−^ undetectable	NA	7.21 ± 0.44 (Cre+) Cre^−^ undetectable	NA

*Upper:* Mean percentage of total yield ±SEM for each region across all Cre^+^ RiboTag IPs. Data from Figures 2B–2D (eL22-HA protein, n = 3 each region) and Figures 2E and 2F (*Th* and *Slc6a3* mRNA, n = 3–4 each genotype/region).

*Lower:* Mean log2 differences in yield (*left*) or enrichment (*right*) ± SEM between Cre^+^ and Cre^−^ RiboTag IPs for each region/mRNA. Data and p-adj from Tukey’s HSD *post hoc* comparisons are from Figures 2E and 2F (*Th* and *Slc6a3* mRNA, n = 3–4 each genotype/region).

How the deposited data were processed for this re-analysis (not part of the article)

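The deposited values were tables of counts per gene, read as they stand for all 394 libraries, with none excluded. For the UMI libraries the authors trimmed poly(A) tails, aligned reads to GRCm38 with STAR and the GENCODE vM10 annotation, and collapsed UMIs, so that each value is a count of molecules. For the full-length libraries the authors trimmed the first 15 bases of read 2, removed rRNA reads with bowtie2, aligned to GRCm38.p6 with STAR 2.6.7a and counted uniquely mapped reads per gene on GENCODE M25 exons with featureCounts 1.6. Gene coordinates come from GENCODE vM21, a release of the same build that the authors did not use. Conditions were taken from sample labels and the authors' sample sheets. No new alignment was made.

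Wells of plates PB003 and PB008 with the same barcode and sample label were summed as 1 sample each, as were the 3 technical repeats of each small particle sample. FASS and small particle samples are paired, since the paper sorted both from each preparation and its sample sheet gives them the same number from 1 to 12. Deviations from the group means of same-numbered samples correlated by more than 0.1 in 6 of 12 pairs (median r = 0.098), and the preparation as a block was an alternative. The UMI libraries were filtered to genes with at least 10 UMIs over the samples of a comparison and scaled by TMMwsp, and the full-length libraries were filtered by filterByExpr and scaled by TMM. Tests used edgeR's quasi-likelihood method with Benjamini-Hochberg adjustment at 0.05. Age was tested over all age terms, with P90 against P0 as its log2 fold change. Standard errors are the absolute log2 fold change divided by the square root of F. Group levels are CPM, as mean ± SD. Principal components used the 500 most variable genes on log2 CPM with a prior count of 2. Yields were compared as log10 total UMIs by exact permutation tests, or by 100,000 permutations where the groups were larger. Low FASS counts are given with exact 95% intervals, and 3 UMIs were taken as the limit of detection. Pooled *Th* ratios are given with 95% intervals from 10,000 resamples of libraries within plate, genotype and fraction.

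Alternatives were DESeq2 with its size factors and with its likelihood ratio or Wald test, plain TMM, total UMIs, other filters, other treatments of plates and repeats, and each library left out in turn where a group had 2 to 5. These and the main design were set before the data were examined. The legacy quasi-likelihood method, leaving out libraries under 10,000 UMIs, leaving out *Dusp10*, Cre- against Cre+ midbrain IPs within single regions and, for FASS, gene list tests with the block and paired tests of the totals were added after the files were seen. In counts simulated from each experiment's own libraries, with 100 genes changed 2-fold and 100 changed 4-fold, TMMwsp shifted unchanged genes of the sparse UMI libraries and DESeq2 size factors did so by at most 0.07. TMMwsp stayed the main scaling because it had been set beforehand, and size factor results stand beside it.

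The 22 gene lists cover dopaminergic core, ventral-tier and VTA or dorsal-tier genes, astrocytes, oligodendrocytes, microglia, endothelial and mural cells, red blood cells, spiny, GABAergic and glutamatergic cortical neurons, synaptic vesicle release, active zone, dendritic and postsynaptic, cytoskeletal, calcium and lipid signaling, ribosomal protein, respiratory chain and mitochondrially encoded genes, immediate early genes, nuclear RNAs and early postnatal genes. They were tested with camera at a correlation of 0.01 and with an estimated correlation. Values under 0.05 with an estimated correlation stayed under it when adjusted over the lists of a comparison, except where the adjusted value is given, and those with the preparation as a block were not adjusted. Genes named in the text are those that the paper names, whose values in its tables had been seen, the 6 called genes per direction with the smallest p among those of at least median level (or the 3 smallest p where none passed), and up to 4 members of each list with the smallest p. Results for some genes under this rule are not reported here. GO terms, imaging and RT-PCR were not analysed here.

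Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.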

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

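The comparison of *Efs* with like genes, the other orders of YDVP, the regression on transcript length and GC content over 3 genes, the comparison of plates PB003 and PB008, the intervals from resampled libraries, the gene ratios of midbrain Inputs and of midbrain IPs without Cre, and both comparisons of SNr with SNc libraries were chosen only after the result was seen.

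*Bcar1*, *Sh3pxd2a* and *Nedd9* were among the mRNAs highest in striatal IP over Input in mice without Cre, which make no tagged ribosome. Transcript length and GC content are argued against, since the 3 genes lay above the median of all genes by a median log2 of 4.46, and their median residual was 4.29 after regression on transcript length, GC content and mean expression. A candidate explanation is binding of the antibody to nascent proteins that resemble the HA epitope. The 7 other genes with at least 5 of its residues in a row were not detectably higher than genes of like expression (permutation test, p = 0.518). *Efs*, named below, is among these, and 2 were called higher and none lower. So few genes cannot decide on resemblance to the HA epitope. Other genes with its residues YDVP were higher (permutation test, p = 0.0013), by a log2 excess that came to 0.16 (permutation test, p = 0.0993) against genes matched on coding length too, where 4 of 21 other orders of these residues gave more, up to 0.41 for DYPV (permutation test, p = 0.0062), so longer coding sequences stay open as the reason. *Efs*, which like *Nedd9* holds 3 copies of YDVP, where *Bcar1* holds 7 and *Sh3pxd2a* 1, lay at percentile 99.7 of genes of like expression and coding length, but a single gene cannot decide it, so binding to nascent protein stays open.

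*Th*, *Ddc* and *Slc6a3* were higher in striatal IP than Input in mice without Cre, for *Th* by a pooled log2 ratio of 4.87 (95% interval from resampled libraries 3.81 to 5.62) on plates PB003 and PB008 and 0.59 (−0.34 to 1.46) on plate BH001, and no biological explanation was tested. Spill of reads from midbrain wells is argued against, since the ratio of *Th* was 2.49 (1.69 to 3.21) pooled over these 3 plates, whose libraries used here are all striatal, and was 0.51 (−2.08 to 1.75) on plate PB011, which holds midbrain wells too. Reads or RNA from whole-tissue midbrain IPs or Inputs are argued against by the ratio of the other 4 dopaminergic genes to *Th*. The same goes for such wells of PB003 and PB008 that are not known here. The ratio was 0.506 (0.342 to 0.756) in the Cre- IPs of PB003 and PB008. It was 2.28 (1.98 to 2.72) and 1.62 (1.39 to 2.01) in midbrain IPs of Cre+ and Cre- mice and 3 (2.53 to 3.88) and 4.79 (3.55 to 6.07) in their Inputs. Midbrain synaptosomes stay open as a source. Their Cre- IPs held 384 UMIs of *Th*, 81 of *Ddc*, 65 of *Slc18a2* and 52 of *Slc6a3*, and their Cre+ IPs 1794, 653, 605 and 610. The striatal IPs held 103, 28, 13 and 7. The 3 Cre- IPs with the most *Th* UMIs held 37.1% of them, so these did not make up most of the counts. Chance counts in shallow libraries would spread over many of them, so this share cannot decide about chance. The interval of 3.81 to 5.62 on PB003 and PB008 takes in the spread between libraries and speaks against chance there. Library preparation on plate PB003 may contribute, since the *Th* level in the IP wells of the same samples was higher there than on plate PB008 by a log2 of 2.17 (1.45 to 2.82), in 23 of 28 wells. Which step of the preparation could do so was not tested.

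IP enrichment differed between SNr and SNc for 1465 genes and between SNr and VTA for 1144 genes by a test of the interaction, and dopaminergic core genes were more enriched in the SNr. More dopaminergic mRNA in the SNr IP is argued against, since the median log2 fold change of the list between SNr and SNc IPs was 0.02 in a fit over all 18 libraries (3 genes higher and 5 lower) and 0.08 in the fit over the 9 IPs. Less dopaminergic mRNA in the SNr Input may account for it, with a median of −1.79 between the Inputs and 16 of 21 genes lower. Other splits of the samples decide nothing about chance here, since they exchange region labels within a single fraction. They so carry differences between regions into the interaction, with up to 2835 and 4478 genes. With the real grouping counted, 2 of 40 splits reached each count. How far cell bodies and dendrites each contribute stays open.

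Effects also differed between groups by tests of the interaction for 3 genes in FASS region:sorting and 2 genes in FASS genotype:sorting. The same kind of test gave 8 genes for genotype:fraction in striatal synaptosomes and 29 genes for genotype:fraction in the striatum at 10–14 months.

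Among 38 groups, 4 held a library whose total lay far from the others, where chance gives about 1 in 20 groups. The lowest SNc Input of Cre+ mice held 51,055 UMIs, against 79,366 in the next. The lowest P0 striatal Input of Cre+ mice held 51,807 UMIs, against 86,697. The lowest P14 striatal Input of Cre- mice held 78,916 UMIs, against 155,277. The highest Cre- IP of striatal synaptosomes held 54,675 UMIs, against 28,526. Of 42 gene list levels, 1 lay far from the others, with oligodendrocyte genes at 1738 CPM in the lowest SNc IP of Cre+ mice, against 4874 CPM in the next.

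In comparisons that the paper does not report, UMI libraries of single regions showed a genotype:fraction effect for 266 genes in the SNc, 282 in the VTA and 253 in the SNr, the last 157 without 1 of the Cre+ SNr IPs. Outside the genes the paper discusses, *Dusp10* took up to 46.06% of the UMIs of a regional Input. It took 15.2% of the pooled IP UMIs and 20.1% of the Input UMIs on plate PB009, 11.3% and 0.771% on PB008, 3.85% and 2.06% on PB011, and 10.4% of the FASS and 6.64% of the small particle UMIs on PB007. On plates BH001, PB003 and PB020 it took at most 0.0126% of the pooled UMIs of a fraction. The viral element WPRE, also outside them, had 45 UMIs in 19 of the 48 Cre- libraries of the regional plate and 0 in its 32 Cre+ libraries. On the sorting plate it had 12 UMIs in 7 of 24 DAT:EGFP libraries and 2 in 2 of 24 VGLUT1 VENUS libraries.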

How the results depend on the processing

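Counts of called genes stayed within 1.5 times the reported value in 275 of 369 alternative settings and in 338 of 406 settings that left out 1 library. Single named genes kept their direction and their side of the threshold in 4376 settings, ended past it in 37, were no longer past it in 161 and turned in 5. Gene lists kept theirs in 74 settings, gained it in 2 and lost it in 10. *Aldoc* (FASS sorting) turned from a log2 fold change of −0.08 to 0.63 with scaling to total UMIs (adjusted p = 0.00368) and 0.29 with filterByExpr (adjusted p = 0.0216). *Erc1* (striatal synaptosome genotype) turned from a log2 fold change of 2.59 to −0.92 with DESeq2's likelihood ratio test (adjusted p = 1). *Ddc* (striatal fraction) turned from a log2 fold change of 0.96 to −0.08 within plate BH001 alone (adjusted p = 0.831). *Crispld2* (striatal genotype) turned from a log2 fold change of 3.77 to −0.34 within plate BH001 alone (adjusted p = 0.956). The difference in IP yield between Cre+ and Cre- SNr came to a log10 difference of 0.223 (two-sided exact permutation test, p = 0.0476) without mitochondrial genes, *Gm42418* and *Malat1*. Where a count changed below, the cause was not tested, except where fewer genes or samples entered the fit by construction. Recovery of simulated changes differed between the UMI interactions, which differ both in depth and in the number of libraries. Of 100 genes changed 4-fold in simulated counts, 54 were recovered for striatal genotype:fraction, 21 for midbrain synaptosome genotype:fraction, 7 for regional Str genotype:fraction, 5 for regional SNr genotype:fraction, 2 for FASS genotype:sorting, 0 for FASS region:sorting and 1 for striatal synaptosome genotype:fraction.

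With DESeq2's likelihood ratio test, genes called were 0 (striatal genotype, main 16), 3079 (P14 fraction, main 1949), 7 (FASS genotype, main 23), 0 (FASS region:sorting, main 3), 0 (FASS genotype:sorting, main 2), 0 (striatal synaptosome genotype, main 15), 0 (striatal synaptosome genotype:fraction, main 8), 21 (midbrain synaptosome genotype, main 41) and 16 (genotype summed over ages, main 46). With no filter on low counts they were 39 (striatal genotype, main 16), 21 (striatal genotype:fraction, main 0), 47 (FASS region, main 30), 49 (FASS genotype, main 23), 5 (FASS region:sorting, main 3), 7 (FASS genotype:sorting, main 2), 23 (striatal synaptosome genotype, main 15), 134 (midbrain synaptosome genotype, main 41), 159 (genotype summed over ages, main 46) and 72 (genotype:fraction summed over ages, main 31). With the stricter filterByExpr, which tests fewer genes, they were 9 (striatal genotype, main 16), 3995 (striatal fraction, main 7398), 4733 (striatal age, main 10,312), 443 (P0 fraction, main 1057), 1499 (P7 fraction, main 3102), 999 (P21 fraction, main 2132), 753 (10–14 month fraction, main 1823), 698 (FASS sorting, main 3132), 13 (FASS region, main 30), 8 (FASS genotype, main 23), 0 (FASS region:sorting, main 3), 0 (FASS genotype:sorting, main 2), 121 (striatal synaptosome fraction, main 579), 0 (striatal synaptosome genotype, main 15), 0 (striatal synaptosome genotype:fraction, main 8), 710 (midbrain synaptosome fraction, main 1619), 7 (midbrain synaptosome genotype, main 41), 700 (Cre- against Cre+ midbrain IPs, main 1934) and 9 (genotype summed over ages, main 46). With the legacy quasi-likelihood method, added after the files were seen, they were 25 (striatal genotype, main 16), 43 (FASS genotype, main 23), 5 (FASS region:sorting, main 3), 9 (FASS genotype:sorting, main 2), 781 (SNr against SNc IP, main 1192), 76 (genotype summed over ages, main 46), 129 (filtered SNr over SNc, main 227) and 32 (filtered SNr over SNc and VTA, main 100). With plate PB008 alone for wells on both plates, the count was 7 (striatal genotype, main 16). With plate as a covariate they were 25 (striatal genotype, main 16), 1 (striatal genotype:fraction, main 0), 1650 (P0 fraction, main 1057), 3555 (P14 fraction, main 1949) and 85 (genotype summed over ages, main 46). Within plate BH001 alone they were 10 (striatal genotype, main 16) and 6557 (striatal age, main 10,312). Within plates PB003 and PB008 alone they were 36 (striatal genotype, main 16), 3302 (striatal age, main 10,312) and 21 (striatal genotype:fraction, main 0). With the wells of both plates as separate samples they were 1 (striatal genotype:fraction, main 0) and 3185 (P90 fraction, main 2072). With scaling to total UMIs they were 618 (P0 fraction, main 1057), 1377 (FASS sorting, main 3132) and 0 (FASS region:sorting, main 3). With plate PB003 alone for these wells, it was 36 (P31 fraction, main 159). With technical repeats as separate samples they were 2013 (FASS sorting, main 3132), 101 (FASS region, main 30), 59 (FASS genotype, main 23), 0 (FASS region:sorting, main 3) and 0 (FASS genotype:sorting, main 2). With technical repeat 1 only the count was 1485 (FASS sorting, main 3132). With DAT:EGFP samples only it was 1615 (FASS sorting, main 3132). With DESeq2 size factors they were 16 (FASS region, main 30), 0 (FASS region:sorting, main 3), 0 (FASS genotype:sorting, main 2) and 5 (striatal synaptosome genotype:fraction, main 8). As medians over 20 random draws of as many Inputs as IPs they were 268 (striatal synaptosome fraction, main 579), 6 (striatal synaptosome genotype, main 15), 2 (striatal synaptosome genotype:fraction, main 8) and 61.5 (midbrain synaptosome genotype:fraction, main 172). With IP libraries only they were 0 (striatal synaptosome genotype, main 15) and 189 (midbrain synaptosome genotype, main 41). Without libraries under 10,000 UMIs, an alternative added after the depths were seen, it was 9 (striatal synaptosome genotype, main 15). With plain TMM the count was 64 (midbrain synaptosome genotype, main 41). With libraries thinned to the lowest IP total it was 24 (midbrain synaptosome genotype:fraction, main 172). With only the 2 compared regions in the fit they were 707 (SNr against SNc IP, main 1192), 842 (IP enrichment of SNr against SNc, main 1465) and 179 (filtered SNc over SNr, main 347). With the DESeq2 Wald test it was 1780 (IP enrichment of SNr against VTA, main 1144). With SNc libraries only, added after the result was seen like the same fits of VTA and SNr libraries, the count was 658 (Cre- against Cre+ midbrain IPs, main 1934). With VTA libraries only it was 740 (Cre- against Cre+ midbrain IPs, main 1934). With SNr libraries only it was 465 (Cre- against Cre+ midbrain IPs, main 1934). Without the IP-over-Input filter they were 547 (filtered SNr over SNc, main 227), 529 (filtered SNc over SNr, main 347) and 296 (filtered SNr over SNc and VTA, main 100).

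With single libraries left out, the counts of called genes ranged over 7 to 18 (striatal genotype), 7306 to 7398 (striatal fraction), 10,068 to 10,329 (striatal age), 0 to 0 (striatal genotype:fraction), 69 to 129 (P31 fraction), 1600 to 2022 (P90 fraction), 1653 to 1784 (10–14 month fraction), 2782 to 2981 (FASS sorting), 17 to 30 (FASS region), 16 to 27 (FASS genotype), 0 to 2 (FASS region:sorting), 0 to 2 (FASS genotype:sorting), 367 to 563 (striatal synaptosome fraction), 11 to 15 (striatal synaptosome genotype), 4 to 9 (striatal synaptosome genotype:fraction), 3900 to 7316 (SNc IP against Input), 6409 to 8396 (VTA IP against Input), 3413 to 6388 (SNr IP against Input), 506 to 1408 (SNr against SNc IP), 1076 to 2684 (SNr against VTA IP), 806 to 2659 (SNc against VTA IP), 752 to 2411 (IP enrichment of SNr against SNc), 618 to 1483 (IP enrichment of SNr against VTA), 1690 to 2015 (Cre- against Cre+ midbrain IPs), 178 to 295 (regional SNc genotype:fraction), 190 to 266 (regional VTA genotype:fraction), 157 to 277 (regional SNr genotype:fraction), 16 to 31 (regional Str genotype:fraction), 32 to 57 (genotype summed over ages), 18 to 33 (genotype:fraction summed over ages), 70 to 312 (filtered SNr over SNc), 137 to 496 (filtered SNc over SNr) and 45 to 153 (filtered SNr over SNc and VTA).

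FASS and small particle samples are paired by preparation. With the preparation as a block, 2377 genes passed for sorting instead of 3132 (100 higher and 2277 lower), 3 as before for region:sorting and 1 instead of 2 for genotype:sorting. Permuting the signs of the paired differences in log10 total UMIs, a test added after the result was seen, gave an exact p of 0.000488 for all 12 pairs. The block changed no reported call other than those given beside the results. No paired analysis was possible for the RiboTag libraries because the mice behind RiboTag IPs and Inputs are not named in the labels, although the legend of Figure 3 gives an IP and an Input for each mouse.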

Differences from the paper's values

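Counts are compared at the paper's threshold, a false discovery rate under 0.05, and are taken to differ where one is more than 1.5 times the other, or where only one of them is 0. For gene values, the paper's errors and those here are standard errors of the log2 fold change, and values are taken to differ where their signs differ or they lie further apart than the larger of both errors. The paper gives 0 for genes with a genotype effect (striatum RiboTag), where 16 were found here. No difference remained under DESeq2's likelihood ratio test (0), and one was present under size factors (15), plain TMM (14), total UMIs (15), no filter (39), filterByExpr (9), plate PB003 alone for wells on both plates (13), plate PB008 alone for wells on both plates (7), wells of PB003 and PB008 as separate samples (18), plate as covariate (25), plate BH001 alone (10), plates PB003 and PB008 alone (36) and the fit without 10–14 month samples (11). Here 46 were found for genes with a genotype effect, summed over ages (striatum RiboTag), and the paper's value is 0. It differed under every alternative, DESeq2's likelihood ratio test (16), size factors (41), plain TMM (52), total UMIs (45), no filter (159), filterByExpr (9), plate PB003 alone for wells on both plates (53), plate PB008 alone for wells on both plates (42), wells of PB003 and PB008 as separate samples (47) and plate as covariate (85). For genes with a genotype:fraction effect, summed over ages (striatum RiboTag), the paper's value is 0, against 31 here. It differed under every alternative, DESeq2's likelihood ratio test (42), size factors (25), plain TMM (29), total UMIs (32), no filter (72), filterByExpr (21), plate PB003 alone for wells on both plates (29), plate PB008 alone for wells on both plates (34), wells of PB003 and PB008 as separate samples (37) and plate as covariate (45). The paper gives 240 for genes enriched by sorting (FASS), where 122 were found here. No difference remained under DESeq2's likelihood ratio test (265), size factors (229), filterByExpr (289) and technical repeat 1 only (240), and one was present under plain TMM (123), total UMIs (567), no filter (106), the preparation number as a block (100), technical repeats as separate samples (382), striatal samples only (50) and DAT:EGFP striatal samples only (36). Here 3010 were found for genes depleted by sorting (FASS), and the paper's value is about 2000 in Fig. 3G, read by eye. The difference was absent under DESeq2's likelihood ratio test (2024), size factors (2264), plain TMM (2965), no filter (2229), the preparation number as a block (2277), technical repeats as separate samples (1631), striatal samples only (2335) and DAT:EGFP striatal samples only (1579), and present under total UMIs (810), filterByExpr (409) and technical repeat 1 only (1245). For genes with a region:sorting effect (FASS), the paper's value is 0, against 3 here. It did not differ under DESeq2's likelihood ratio test (0), size factors (0), total UMIs (0), filterByExpr (0) and technical repeats as separate samples (0), and differed under plain TMM (3), no filter (5), the preparation number as a block (3) and technical repeat 1 only (4). The paper gives 0 for genes with a genotype:sorting effect (FASS), where 2 were found here. No difference remained under DESeq2's likelihood ratio test (0), size factors (0), filterByExpr (0) and technical repeats as separate samples (0), and one was present under plain TMM (2), total UMIs (2), no filter (7), the preparation number as a block (1) and technical repeat 1 only (3). Here 15 were found for genes with a genotype effect (striatal synaptosome RiboTag), and the paper's value is 0. The difference was absent under DESeq2's likelihood ratio test (0), filterByExpr (0) and IP libraries only (0), and present under size factors (10), plain TMM (15), total UMIs (10), no filter (23) and 20 draws of Inputs, as a median (6). For genes with a genotype:fraction effect (striatal synaptosome RiboTag), the paper's value is 0, against 8 here. It did not differ under DESeq2's likelihood ratio test (0) and filterByExpr (0), and differed under size factors (5), plain TMM (9), total UMIs (6), no filter (10) and 20 draws of Inputs, as a median (2). The paper gives about 20 in Fig. 6F, read by eye for genes with a genotype effect (midbrain synaptosome RiboTag), where 41 were found here. No difference remained under DESeq2's likelihood ratio test (21), and one was present under size factors (40), plain TMM (64), total UMIs (44), no filter (134), filterByExpr (7), IP libraries only (189) and 20 draws of Inputs, as a median (41). Here 51 were found for genes depleted with Cre (midbrain synaptosome RiboTag), and the paper's value is 93. The difference was absent under DESeq2's likelihood ratio test (98), size factors (90), total UMIs (90) and filterByExpr (103), and present under plain TMM (44), no filter (55) and libraries thinned to the lowest IP total (9). For genes enriched with Cre (midbrain synaptosome RiboTag), the paper's value is 61, against 121 here. It did not differ under DESeq2's likelihood ratio test (69), size factors (56), total UMIs (50) and filterByExpr (83), and differed under plain TMM (152), no filter (147) and libraries thinned to the lowest IP total (15).

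For the striatal fraction effect (Data S5, the first 1999 of its 11,447 rows held), the paper's log2 fold changes were 5.33 for *Bcar1*, 5.43 for *Sh3pxd2a*, 3.43 for *Th* and 1.78 for *Ddc*, against 4.40, 4.82, 2.12 and 0.96 here. *Bcar1* did not differ under plates PB003 and PB008 alone and did under all others. *Sh3pxd2a* did not differ under size factors and did under all others. *Th* differed under every alternative. *Ddc* did not differ under DESeq2's likelihood ratio test and did under all others. For Cre+ minus Cre- midbrain IPs (Data S6, all 704 rows held), the paper's log2 fold changes were −3.20 for *mt-Nd5*, −2.77 for *mt-Co1* and −2.14 for *Nefl*, against −2.34, −2.01 and −1.84 here. *mt-Nd5* and *mt-Co1* differed under every alternative. *Nefl* did not differ under DESeq2's Wald test, size factors, total UMIs and filterByExpr and did under plain TMM, no filter and region as covariate. For the midbrain synaptosome fraction effect (Data S7, the first 1999 of 7535 rows held), the paper's log2 fold changes were 2.65 for *Bcar1*, 1.45 for *Th* and −0.96 for *Apoe*, against 2.51, 1.33 and −1.11 here. *Bcar1*, *Th* and *Apoe* did not differ under DESeq2's likelihood ratio test, size factors, total UMIs and filterByExpr and did under plain TMM and no filter. For the midbrain synaptosome interaction (Data S7, the first 1561 of 7538 rows held), the paper's log2 fold changes were 0.38 for *Th*, −1.28 for *Apoe*, −0.55 for *Cst3* and −0.62 for *Cpe*, against 0.68, −0.99, −0.24 and −0.32 here. *Th*, *Apoe* and *Cst3* did not differ under DESeq2's likelihood ratio test, size factors, total UMIs and filterByExpr and did under plain TMM, no filter and libraries thinned to the lowest IP total. *Cpe* did not differ under DESeq2's likelihood ratio test, size factors, total UMIs, filterByExpr and libraries thinned to the lowest IP total and did under plain TMM and no filter.

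The paper gives totals of Cre- striatal IPs in the order of 20,000 to 200,000 UMIs, an approximate range, against 13,161 to 208,783 UMIs here, where wells of PB003 and PB008 were summed. The lower end did not differ within plate BH001 alone (19,913 UMIs), and did within plates PB003 alone (4326) and PB008 alone (7358). Median IP totals of midbrain synaptosomes are about 2000 UMIs for Cre- and about 8000 UMIs for Cre+ in Fig. 6D, read by eye, against 19,421 and 80,003 here, which is a factor of 10 in scale. No alternative was run for these medians.

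Several statements of the paper also differ. It describes *Cst3* and *Apoe* as enriched by FASS sorting. Neither passed with TMMwsp, *Apoe* passed with size factors, and both passed DESeq2's likelihood ratio test (log2 fold changes 0.36 and 0.39). It describes *Cst3* and *Cpe* as lower in Cre+ midbrain synaptosome IPs. Neither passed here with TMMwsp or size factors, and both passed the likelihood ratio test. It describes no difference in IP yield of striatal synaptosomes, where Cre+ IPs held 0.662-fold the UMIs (two-sided exact permutation test, p = 0.0286). The sheet of Cre- binders in Data S6 is labelled as Cre- against Cre+, and all 704 of its log2 fold changes are negative, so they match the values here only as Cre+ minus Cre-.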

Other observations

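The counts over other splits of the samples for striatal genotype and for the 5 FASS results, and those with 1 library per mouse, were chosen only after the result was seen. In UMI libraries of single midbrain regions, 6 Cre- and 4 Cre+ per region and fraction, dopaminergic mRNAs were enriched by IP with Cre in each region. Of the dopaminergic core, 11 of 18 genes were higher by genotype:fraction in the SNc, 11 of 21 in the VTA and 10 of 17 in the SNr, and none was lower (12, 15 and 13 higher when adjusted over the list alone, and 10, 12 and 9 with DESeq2 size factors). *Sncg*, the γ-synuclein gene, had a log2 fold change of 4.56 in the SNc (standard error 0.52, adjusted p = 9.09e-13 from edgeR's quasi-likelihood test). *Dlk1* was at 3.76 there (standard error 0.39) and *Slc6a3* at 3.56 (standard error 0.43). *Gap43* and *Basp1*, genes of axon growth, were at 2.85 (standard error 0.36) and 3.43 (standard error 0.45). In the VTA, *Slc18a2*, the vesicular monoamine transporter gene, was at 3.86 (standard error 0.64) and *Syt1* at 2.83 (standard error 0.47). *Th* was at 4.84 (standard error 0.60) in the SNr, and *Cplx1*, a gene of vesicle release, at 4.06 (standard error 0.40).

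Mitochondrially encoded genes were lower in each region, 9 of 13 in the SNc, 10 of 12 in the VTA and 4 of 13 in the SNr (9, 10 and 7 with size factors, and 11, 11 and 6 when adjusted over the list alone). Of 15 oligodendrocyte genes, none passed in the SNc, 12 were lower in the VTA and 6 in the SNr (5, 12 and 11 lower with size factors). Of 20 astrocyte genes none, 11 and 4 were lower in the same order (5, 12 and 13 with size factors). In the SNc both lists lay below other genes (camera p with an estimated correlation 0.0176 and 0.0211, adjusted over the 21 lists 0.0528 and 0.0554). *Trf* was at −4.36 in the VTA (standard error 0.57) and *Mag*, a myelin gene, at −2.02 in the SNr (standard error 0.44). Of 38 nuclear-encoded respiratory chain genes, 16 were higher in the SNc, none in the VTA and 9 in the SNr (1 with size factors). Among all genes, 208 were higher and 58 lower in the SNc (134 and 129 with size factors), 80 and 202 in the VTA (143 and 243) and 203 and 50 in the SNr (94 and 127). Size factors moved the median of all genes by −0.29 in the SNc and −0.42 in the SNr, so the number of higher genes depends on the scaling. Differences between the regions in these effects were not tested.

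Chance can be excluded from other splits of the samples for the striatal fraction effect at P0 (1057 genes, at most 13 in another split), P7 (3102 and 118), P14 (1949 and 5), P21 (2132 and 2), P90 (2072 and 24) and 10–14 months (1823 and 96). It can be for FASS sorting (3132, at most 1841 in splits that likewise part all 12 preparation pairs, and at most 27 in splits across preparations), for striatal synaptosome fraction (579 and 29) and for midbrain synaptosome fraction (1619 and 261). The same holds for Cre- against Cre+ midbrain IPs (1934 and 26). It also holds for genotype:fraction in the SNc (266 and 61), VTA (282 and 24) and SNr (253 and 38) of the regional libraries. In their striatum, which is the 10–14 month striatal libraries, genotype:fraction gave 29 genes and at most 20 in another split. That count fell below 20 without 1 of the Cre+ Inputs or 1 of the Cre+ IPs, so chance stays open there. Over all ages chance can be excluded for striatal fraction (7398 and 17) and age (10,312 and 79). There were 40 splits for each of these, and 25 for the effects over all ages, with the real grouping counted as 1 of them. They take the libraries of a mouse as independent, since these cannot be matched here. With 1 library per mouse, age gave 4064 genes in IPs (at most 100 in another of 40 splits) and 9598 in Inputs (at most 31), and Cre- against Cre+ midbrain IPs gave 658 in the SNc (at most 127), 740 in the VTA (at most 82) and 465 in the SNr (at most 32).

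Striatal genotype over all ages, with 16 genes and at most 9 in another of 25 splits, stays open, since the IP and the Input of a mouse enter these splits as independent. With 1 library per mouse, edgeR called 3 genes in IPs (*Gm25612*, *Arhgef38* and *Gm29736*, named after their values were seen), as many as 36 of 40 splits reached, with at most 9 in another. In Inputs it called 0 (503 at an unadjusted p under 0.05), with at most 2 in another split. Over both fractions, DESeq2's likelihood ratio test called 0 (366 at an unadjusted p under 0.05), and without 1 Cre+ IP of the 10–14 month group edgeR called 7.

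For striatal genotype:fraction over all ages the count was 0 and at most 2 in another split, so all 25 splits reach it and they decide nothing. Chance cannot be excluded for the following counts. Summed over ages, genotype gave 46 genes (at most 67 in another split) and genotype:fraction 31 (at most 32), each reached by 2 of 40 splits, and the 31 genes include the 29 of the 10–14 month libraries. For FASS, with both samples of a preparation kept together, genotype gave 23 genes (at most 40, reached by 39 of 40 splits) and genotype:sorting 2 (at most 6, by 19), against at most 36 and 8 in splits that part preparations. Striatal synaptosome genotype gave 15 genes (at most 30, by 37) and genotype:fraction 8 (at most 10, by 5), and midbrain synaptosome genotype gave 41 (at most 118, by 12).

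The splits were too few for a share under 0.05 for striatal fraction at P31, with 159 genes and at most 14 in another of 18 splits. The same holds for FASS region, with 30 genes and at most 25 in another of 10 splits that keep preparations together (1 reached it), and for region:sorting, with 3 genes and at most 4 (3 reached it). Splits that part preparations gave at most 32 and 6. They were also too few for the full-length libraries, with 10 splits each. Their real and highest other counts were 6030 and 0 for SNc IP against Input, 8015 and 0 for VTA, 5068 and 0 for SNr, 1192 and 11 for SNr against SNc IP, 2100 and 0 for SNr against VTA IP, 1758 and 0 for SNc against VTA IP, and 227 and 5 for the filtered genes higher in SNr than SNc.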
